# Robust partitioning of microRNA targets from downstream regulatory changes

**DOI:** 10.1093/nar/gkaa687

**Published:** 2020-08-21

**Authors:** Ravi K Patel, Jessica D West, Ya Jiang, Elizabeth A Fogarty, Andrew Grimson

## Abstract

The biological impact of microRNAs (miRNAs) is determined by their targets, and robustly identifying direct miRNA targets remains challenging. Existing methods suffer from high false-positive rates and are unable to effectively differentiate direct miRNA targets from downstream regulatory changes. Here, we present an experimental and computational framework to deconvolute post-transcriptional and transcriptional changes using a combination of RNA-seq and PRO-seq. This novel approach allows us to systematically profile the regulatory impact of a miRNA. We refer to this approach as CARP: Combined Analysis of RNA-seq and PRO-seq. We apply CARP to multiple miRNAs and show that it robustly distinguishes direct targets from downstream changes, while greatly reducing false positives. We validate our approach using Argonaute eCLIP-seq and ribosome profiling, demonstrating that CARP defines a comprehensive repertoire of targets. Using this approach, we identify miRNA-specific activity of target sites within the open reading frame. Additionally, we show that CARP facilitates the dissection of complex changes in gene regulatory networks triggered by miRNAs and identification of transcription factors that mediate downstream regulatory changes. Given the robustness of the approach, CARP would be particularly suitable for dissecting miRNA regulatory networks *in vivo*.

## INTRODUCTION

While transcriptional regulation accounts for much of gene regulation, post-transcriptional regulation represents an additional and consequential layer of regulation (1,2). MicroRNAs (miRNAs), a class of small non-coding RNAs, are one of the major *trans*-acting factors responsible for post-transcriptional regulation (3). Together with an Argonaute (AGO) protein, miRNAs function primarily by binding to target mRNA transcripts and inducing mRNA decay and/or translational repression. In humans and other mammals, there are many hundreds of different miRNAs, which collectively regulate the majority of human mRNA transcripts (4) and likely contribute to all gene regulatory pathways. Accordingly, identifying the targets of miRNAs is fundamental to understanding their biological functions, and a wide variety of genomic, biochemical and computational approaches have been developed to address this question (5–7). Despite intense efforts, even the most effective approaches suffer from high rates of false positives and/or negatives (8).

The majority of miRNA target sites in bilaterian animals are found in 3′ untranslated regions (3′UTRs), and comprise a short sequence with perfect complementarity to the 5′ end of the miRNA, or miRNA seed (3). Effective seed-matching target sites are often located within a region of 3′UTR sequence that contains additional features, such as high local AU-content, which determine site efficacy (9,10). In addition to these canonical seed-matching sites, numerous other types of sites have been reported, including sites in coding sequence and 5′UTRs, and sites without perfect seed matches (11–14). The extent to which such non-canonical sites contribute to the total targeting repertoire of a miRNA is unclear. Moreover, miRNA-specific parameters influence the targeting properties of certain miRNAs (15,16). The earliest effective approaches to predicting and identifying mammalian miRNA targets used comparative genomics, and worked by cataloguing orthologous 3′UTR sequences whose capacity to basepair perfectly to a miRNA seed sequence is detectably conserved (17–19); such approaches remain an important component of defining biologically consequential miRNA targets. In addition to conserved target sites, a large number of non-conserved sites also respond to their cognate miRNAs (20). Non-conserved sites constitute the majority of total sites; therefore, conservation alone cannot be used to robustly identify target sites (4). Numerous computational approaches exist which predict the strength or efficacy of miRNA target sites, with varying degrees of effectiveness (6,7). In general, these approaches are built on experimental data in which the transcriptome or proteome is monitored in response to high and transient exposure to an exogenous miRNA. The resulting data, aggregated over many experiments, is used to train a model that captures the response to a miRNA, and the results extrapolated to other miRNAs and other cell types. Such tools have played an important role in accelerating our understanding of miRNA biology. Biochemical techniques (including CLIP-based assays) have also been used to identify miRNA targets (21–24); however, these assays suffer from high levels of background, perhaps arising from the transient nature of AGO binding. Indeed, subsequent attempts to verify non-canonical target sites identified from CLIP have shown that such sites are largely ineffective (16).

Although approaches that identify or predict miRNA targets have continued to evolve and improve, the vast majority of both training and validation datasets rely upon cell culture experiments in which an exogenous miRNA is introduced transiently at high concentration (5). Extending these approaches to *in vivo* settings, with miRNA knockouts, for example, has indicated that target prediction remains valuable but imperfect. Deviations between target prediction and *in vivo* miRNA-mediated regulation derive presumably from numerous sources. Biologically consequential miRNAs are enmeshed within complex gene regulatory networks, and the action of such a miRNA is likely to elicit substantial downstream changes beyond the direct targets (25). For example, a miRNA may directly repress an mRNA encoding a transcription factor, thus altering the downstream targets of the transcription factor and potentially confounding efforts to identify the direct targets of the initiating miRNA. Indeed, a large body of literature illustrates intimate mingling of miRNAs and transcription factors within gene regulatory networks (26); thus, identifying transcription factors that direct downstream regulatory changes initiated by a miRNA is likely an important step towards understanding biological functions of miRNAs. This complexity in miRNA regulatory networks alone makes miRNA target prediction *in vivo* problematic. Three major challenges exist: (i) the relatively subtle regulation elicited by a miRNA, often < 2-fold, (ii) the large number of potential targets, often several hundred, and finally, (iii) for consequential miRNAs, the extent of downstream changes.

A popular and effective approach to identifying miRNA targets *in vivo* is to intersect lists of genes differentially expressed in response to a specific miRNA with lists of predicted targets. Importantly, both lists often include many hundreds of genes; thus, random overlap alone will generate a substantial set of intersecting candidate direct miRNA targets. We reasoned that eliminating genes whose differential expression derives from transcriptional regulation might enable more robust delineation of the direct targets of a miRNA. Prior to our work, a conceptually similar approach has been developed: EISA (Exon–Intron Split Analysis) exploits intron-mapping reads in RNA-seq data to indicate levels of pre-mRNAs and thus serves as a proxy for transcriptional activity (27). The advantage of EISA is that it is straightforward to implement; nevertheless, pre-mRNA levels are not a direct sensor of transcription, potentially compromising the accuracy of this method.

Here, we use PRO-seq (Precision Run-On sequencing), a tool that directly monitors transcription across the genome (28), in combination with RNA-seq to robustly distinguish between direct miRNA targets and indirect effects arising from downstream regulation. We corroborate the efficacy of our approach using orthogonal genomic assays to measure AGO-miRNA binding to targets (AGO eCLIP-seq (29)) and translational efficiency (ribosome profiling (30)). We use these data to investigate mechanisms of miRNA-mediated repression; for example, we quantify the contributions of miRNA-mediated mRNA decay and translational repression using miRNAs expressed at physiological levels. Additionally, we identify novel, effective miRNA target sites residing within the open reading frame (ORF); interestingly, such coding sites are only prevalent for a subset of miRNAs that we examine. Because PRO-seq also profiles activity of DNA regulatory elements, such as enhancers and promoters (31), we identify candidate transcription factors associated with regulatory elements exhibiting altered transcriptional activity. We find that activities of these transcription factors are modulated by specific miRNAs targeting the cognate transcript, and that such repression contributes to the downstream changes in transcriptional regulation. Using CARP to deconvolute regulation occurring at the level of transcription, post-transcription, or both, we demonstrate that the combined analysis of RNA-seq and PRO-seq is a powerful approach to investigate complex transcriptional and post-transcriptional gene regulatory networks.

## MATERIALS AND METHODS

### Cell culture

Flp-In T-REx 293 (HEK293-derived; Invitrogen) and HEK293T (American Type Culture Collection, ATCC) cells were used for all experiments in this study. Cells were cultured at 37°C in a humidified incubator containing 5% CO_2_ and maintained in DMEM (Life Technologies) containing 10% FBS (Sigma-Aldrich) and 1% penicillin/streptomycin (Life Technologies); Flp-In T-REx 293 cells were also supplemented with 100 μg/ml Zeocin (Invitrogen). Cells were passaged every 2–4 days. Cell lines were not tested for mycoplasma contamination.

### Synthetic miRNA hairpin constructs

Expression cassettes consisting of the doxycycline-inducible cytomegalovirus (CMV) promoter (derived from the Invitrogen T-REx system), the intron-containing EF1α 5′UTR, and *Aequorea coerulescens* GFP were cloned into a lentiviral transfer vector containing a neomycin selective resistance cassette. To clone synthetic miRNA hairpins into the intron, XbaI and XmaI restriction sites were introduced. To ensure accurate processing of the mature miRNAs, we designed miRNA hairpins based on established sequence and structural features favored by the miRNA biogenesis machinery (32). An artificial hairpin backbone (‘A5’ from (32) was used and the sequence of the mature miRNA was replaced with the sequences of the seven miRNAs used in this study: hsa- miR-1, hsa- miR-122, hsa- miR-133a, hsa- miR-155, hsa-miR-302a, hsa-miR-372 and hsa-miR-373 (hairpin sequences included in Supplementary Table S1). To insert the hairpin sequences, pairs of complementary oligonucleotides were designed containing the sequences with terminal restriction enzyme sites XbaI and XmaI. The oligos were annealed, extended, digested and ligated into the GFP vector. The parent GFP vector lacking a miRNA hairpin was used as a negative control for all experiments.

### Generation of stable cell lines expressing specific miRNAs

Lentiviruses were generated by transfecting the lentiviral transfer vectors described above along with packaging (psPAX2, Addgene plasmid #12260) and envelope (pMD2.G, Addgene plasmid #12259) plasmids with Lipofectamine 2000 (Invitrogen) in HEK293T cells. The media was replaced 24 h later with fresh DMEM containing 30% FBS, and lentiviral supernatants were collected 24 h later. To generate stable cell lines expressing miRNA constructs, Flp-In T-REx 293 cells were transduced and selected with 1 mg/mL Geneticin (Invitrogen) for six days, after which the Geneticin concentration was lowered to 0.8 mg/ml. To ensure steady-state miRNA levels (33), miRNA-GFP cassettes were induced by adding 1 μg/mL doxycycline every day for seven days (Supplementary Figure S1A).

Biological replicates were transduced and maintained separately for all experiments. Two biological replicates were generated for experiments employing miR-1 and miR-122, while three replicates were generated for miR-133a, miR-155, miR-302a, miR-372 and miR-373 experiments.

### miRNA qPCR

Primers were designed as described previously (34) (primer sequences in Supplementary Table S2). The reverse transcription primer for all miRNAs is 5′-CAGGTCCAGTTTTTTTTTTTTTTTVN, where V is A, C and G and N is A, C, G and T. The reverse primer for all miRNAs is 5′-CAGGTCCAGTTTTTTTTTTTTTTT. For cDNA synthesis, 100 ng of total RNA from all samples and 100 amol spike-in RNA (sequence in Supplementary Table S2) were heat denatured at 65°C for 30s. The reaction mix included 1 μl of 10x poly(A) polymerase buffer (NEB), 0.1 mM of ATP, 1 μM of RT primer, 0.1 mM of each deoxynucleotide (dATP, dCTP, dGTP and dTTP), 100 U of RevertAid Reverse Transcriptase (Thermo Scientific) and 1 unit of poly(A) polymerase (New England Biolabs) and was incubated at 42°C for 1 h followed by enzyme inactivation at 95°C for 5 min. For quantitative PCR, synthetic templates used for the standard curve were DNA oligonucleotides complementary to the miRNAs with a reverse primer binding site incorporated into the 5′ end (sequences in Supplementary Table S2). Synthetic templates were used to generate a standard curve, with dilutions ranging from 0.5 fM to 50 pM final concentrations with 0.2 ng salmon sperm DNA. Quantitative PCR of biological replicates was performed in 10 μl total volume with 0.1 μl of cDNA. Cycling conditions were 95°C for 5 min followed by 40 cycles of 95°C for 10 s and 60°C 30 s and 70°C 30 s. A melting curve analysis (55–95°C) was performed after the thermal cycling. Quantitative PCR was performed on a LightCycler 480 Instrument II (Roche).

### PRO-seq

#### Library preparation

Biological duplicates of cells expressing miR-1, miR-122 and empty vector control were harvested after seven days of induction with doxycycline. For each sample, cells were scraped from one 10 cm plate in ice-cold PBS. A portion of the cells (20%) was set aside for RNA-seq and the remaining 80% was used for PRO-seq following a protocol adapted from (35). Briefly, nuclei were isolated using a buffer containing 0.05% Tween-20, and incubated with biotin-labeled nucleotides in a nuclear run-on reaction along with sarkosyl. The total RNA was extracted using Trizol and fragmented using NaOH hydrolysis for 20 min on ice. The biotin-labeled fragments of nascent RNAs were enriched using Streptavidin M280 beads (Invitrogen) followed by ligation of 3′ ends with pre-adenylated DNA adapters (App-GATCGTCGGACTGTAGAACTCTGAAC/3InvdT/) using T4 RNA Ligase 2 truncated K227Q (NEB) in absence of ATP. Following another round of biotin-enrichment, the 5′ ends of the RNA were modified and ligated with 5′ RNA adapter (CCUUGGCACCCGAGAAUUCCA). The cDNA was generated using SuperScript III RTase (Invitrogen). The libraries were PCR amplified, size selected using PAGE and sequenced on an Illumina NextSeq 500.

For miR-133a, miR-155, miR-302a, miR-372 and miR-373, libraries were prepared in biological triplicate (along with the empty vector control), as described above, except for the following modifications, adapted from (36). A 3′ RNA adapter (pNNNNNNXXXXXXNNGAUCGUCGGACUGUAGAACUCUGAAC/3InvdT/) containing sample barcodes (‘X’s) was ligated to the RNA 3′ termini using T4 RNA ligase I (Invitrogen), allowing us to pool samples post ligation, streamlining subsequent steps in the protocol. We used unique molecular indexes (UMIs) in both the 3′ and 5′ RNA adapters (5′ adapter: CCUUGGCACCCGAGAAUUCCANNNNN) to minimize ligation bias and facilitate removal of PCR duplicates from the sequencing data.

#### Data processing

For miR-1, miR-122 and the empty vector control, single-end sequencing reads were trimmed to remove adapter sequences using fastx_clipper tool from FASTX Toolkit v0.0.13 (-a TGGAATTCTCGGGTGCCAAGG -l 0 -Q33) for miR-1 and miR-122, and cutadapt v1.12 (-a TGGAATTCTCGGGTGCCAAGG -m 0 -f fastq) for miR-133a, miR-155, miR-302a, miR-372 and miR-373. All trimmed sequences shorter than 15 nucleotides were removed and the remaining reads were reverse complemented. The reads originating from PhiX or rRNAs were removed using Bowtie v1.1.2-based alignments (37) to respective reference sequences. The resulting high-quality reads were aligned to hg19 genome using Bowtie v1.1.2 (-p7 -v2 -m1 -q), and the resultant BAM files were used for further analysis.

For miR-133a, miR-155, miR-302a, miR-372 and miR-373 and the empty vector control, reads were first demultiplexed using the in-line sample barcode. The UMI sequences were removed from each read and placed into the read name. Subsequent processing steps were as described for miR-1 and miR-122 samples, with an additional removal of PCR duplicates, defined as reads containing identical UMI sequences and mapping locations.

#### Visualization of PRO-seq data on genome browser

The PRO-seq BAM alignments were converted to BED format using bamToBed (BEDTools v2.26.0; (38)) and were split into two files based on the genomic strand they belong to. The read alignments were converted to genome coverage using genomeCoverageBed (-i stdin -3 -bg; BEDTools v.2.26.0). The resulting bedgraph files were normalized by read depth and were converted to bigwig files using bedGraphToBigWig (39) for visualization on the UCSC genome browser.

#### Peak calling using dREG

PRO-seq BAM alignments were converted to BED format using bamToBed (BEDTools v.2.26.0) and were split into two files based on the genomic strand they belong to. The read alignments were converted to genome coverage using genomeCoverageBed (-i stdin -3 -bg; BEDTools v.2.26.0). The resulting bedgraph files were converted to bigwig files using bedGraphToBigWig (39), without read depth normalization. dREG (v18.11.2016; (40) was used to call peaks using the bigwig files and default dREG parameters. Transcriptional activity was estimated by counting the number of reads mapping to the dREG peaks using featureCounts (-F SAF -s 0 -Q 50 -T 10) of Subread package v1.5.1 (41). Peak centers were identified using dREG (v6.1.2018; (42)) and default parameters.

#### Quantification of transcriptional output

To calculate transcriptional output from PRO-seq, we considered only gene-body reads, removing all reads originating from regulatory elements such as promoter or enhancer elements. These transcriptional regulatory elements were predicted using dREG. BEDTools was used to remove reads mapping to these regulatory elements, and the remaining gene-body reads were counted using featureCounts (-F SAF -s 1 -Q 50).

### RNA-seq

#### Library preparation

Cells scraped from 10 cm plates in PBS were pelleted and resuspended in 1 ml Trizol (Invitrogen). The total RNA was extracted from Trizol according to manufacturer's instructions, with the addition of a chloroform extraction. Directional RNA-seq libraries were prepared from 1000 ng total RNA per sample using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs), with initial polyA+ isolation, by the Transcriptional Regulation and Expression Facility at Cornell University.

#### Data processing

Raw reads were trimmed to remove adapter sequences using fastx_clipper (parameters: -l 15 -Q33 -a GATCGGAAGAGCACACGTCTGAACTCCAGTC) and were aligned to the human genome (hg19) using TopHat v2.1.1 (–library-type fr-firststrand; (43)); the resultant BAM files were used for the further analyses. The featureCounts software was used to count reads mapping to exons (parameters: -F SAF -s 2 -Q 50) and introns (parameters: -F SAF -s 2 -Q 50 –fracOverlap 1). The differential expression analysis was performed using edgeR v3.24.3 (44) and q-values were computed using qvalue v2.14.1 R package (45).

#### Predicting 3′UTR isoforms

The BAM files across all RNA-seq samples were merged and the read alignments with mapping quality ≥ 50 were extracted using samtools v1.9 (46). The resultant read alignments were used to predict the poly(A) cleavage sites using GETUTR v2.0.0 (47). The predicted poly(A) cleavage site with the highest score (representing the major 3′UTR isoform) was used to modify 3′UTR annotations (gencode v19). Specifically, annotated 3′UTRs were trimmed up to the genomic locations of the highest-scored poly(A) cleavage site. Annotations were not adjusted for inferred poly(A) cleavage sites downstream of annotated 3′UTRs. The modified annotations were used to exclude genes that lose predicted miRNA target sites due to alternative polyadenylation and cleavage.

### Statistical significance of post-transcriptional regulation

Transcriptional output estimated using PRO-seq and mRNA abundance quantified using RNA-seq were used for determining genes that exhibit significant post-transcriptional regulation. Lowly expressed genes (counts per million ≤ 1 in any sample) were filtered out and the remaining genes were used for a statistical test using edgeR, based on code provided in (27). The edgeR analysis was performed under generalized linear modeling framework. Like typical edgeR expression analysis, one factor was defined based on the experimental conditions, and the second factor represented type of assays (RNA-seq versus PRO-seq). A model containing these two factors and an interaction term between the two (full model) was compared with the reduced model, the full model without the interaction term, using likelihood ratio test (LRT). The q-values were computed using qvalue R package (45).

### Exon-intron split analysis (EISA)

EISA was performed in the same manner as the analysis of post-transcriptional regulation explained above, except for using intronic read counts obtained from RNA-seq experiments (see above) in place of PRO-seq read counts.

### small RNA sequencing

#### Library preparation

Cells were lysed in confluent 6-well plates using 500 ul Trizol (Invitrogen). Total RNA was extracted from Trizol according to manufacturer's instructions, with the addition of a chloroform extraction. Libraries were prepared from 1000 ng total RNA using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs) by the Transcriptional Regulation and Expression Facility at Cornell University.

#### Data processing

The small RNA data were processed using miRDeep2 (48). Briefly, the adapters were trimmed and duplicate reads were collapsed using mapper.pl (-d -e -h -i -j -k AGATCGGAAGAGCACACGTCT -l 18 -m -s reads.fa -v). The collapsed reads were aligned to miRNA hairpins and reads originating from mature miRNAs were counted using quantify.pl (-t hsa -d -W). The miRNA hairpins and mature miRNA sequences used in quantify.pl were downloaded from miRbase v21 (49). The sequences of synthetic hairpins used in this study were appended to the miRNA hairpin file. The miRNA processing efficiency was determined by calculating the fraction of read ends mapping at each position of the hairpin using the miRBase.mrd file generated by quantify.pl.

### AGO eCLIP

#### Library preparation

Biological duplicates of cells stably integrated with miR-1, miR-122, or the empty vector control were passaged in the presence of 1 μg/ml doxycycline for seven (replicate 1) or eight (replicate 2) days. For each sample, two ∼70% confluent 10 cm plates were UV crosslinked on ice at 400 mJ/cm^2^, washed with PBS, lifted from the plates, pooled, pelleted, snap frozen in liquid nitrogen and stored at –80°C. For preparing eCLIP libraries, cell pellets were thawed, lysed and prepared with a protocol adapted from (29). Briefly, cell pellets were thawed and lysed in 1 ml lysis buffer (50 mM Tris–HCl pH 7.4, 100 mM NaCl, 0.5% Igepal CA-630) supplemented with protease inhibitor cocktail III (EMD Millipore), treated with RNase I (Ambion), Turbo DNase (Invitrogen), and clarified. At all points, RiboLock RNase inhibitor (Thermo Scientific) was used instead of Murine RNase Inhibitor. For immunoprecipitation, 10 μg Ago2 antibody (Anti-AGO2 clone 11A9, MABE253, EMD Millipore) was bound to 100 μl washed Dynabeads Protein G (Invitrogen). The clarified lysate (950 μl) was added to washed antibody-coupled beads and rotated at 4^o^C for 4 h. The IP was washed 2x with high salt wash buffer (50 mM Tris–HCl pH 7.4, 1 M NaCl, 1 mM EDTA, 0.5% Igepal CA-630), 1× wash buffer (20 mM Tris–HCl pH 7.4, 10 mM MgCl_2_, 0.2% Tween-20), and then washed with 1× FastAP buffer (10 mM Tris pH 7.5, 5 mM MgCl_2_, 100 mM KCl, 0.02% Triton X-100). Beads were treated with FastAP (Thermo Scientific), Turbo DNase, and T4 PNK (NEB). A 3′ RNA adapter (5′ P-TGGAATTCTCGGGTGCCAAGG/3InvdT) was ligated to the RNA on-bead, and resuspended in LDS sample buffer (Life Technologies). Inputs and 10% IP were run on SDS-PAGE, transferred to nitrocellulose membrane, and visualized by western blot to verify pulldown. For preparing eCLIP libraries, 90% of the IP was run on SDS-PAGE and transferred to nitrocellulose membrane. For each sample, the membrane was cut from ∼97kDa up to ∼275kDa to isolate AGO2–RNA complexes. Membrane slices were treated with proteinase K and urea, extracted with acid phenol:chloroform and cleaned as described (29). RNA was reverse transcribed with SuperScript III (Invitrogen) with the RT primer 5′ CCTTGGCACCCGAGAATTCCA. cDNA was cleaned up and a 3′ DNA adapter (5′ P-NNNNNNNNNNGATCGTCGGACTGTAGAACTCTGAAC/3InvdT) containing a 10 nucleotide unique molecular identifier (UMI) was ligated to the 3′ end of the cDNA, and cleaned as described (29). Approximately 90% of the cDNA was amplified for 16 cycles using sample-specific Illumina-compatible primers, ethanol precipitated and run on an 8% PAGE gel. The library smear from ∼160bp to ∼400bp was cut from the gel, purified, quantified, pooled and sequenced on the Illumina NextSeq500 with the 75 bp kit.

#### Data processing

Following removal of UMI sequences from the read sequence, the reads were subjected to adapter trimming using cutadapt v1.8.3 (-a TGGAATTCTCGGGTGCCAAGG -m 18). All reads mapping to ribosomal RNAs using Bowtie2-based alignment (v2.3.5.1; (50)) were removed and the remaining reads were aligned to the human genome (hg19) using TopHat v2.1.1 (-g 1 -p 2 –library-type fr-secondstrand). The alignments were processed using samtools. PCR duplicates, as defined by reads containing identical UMI barcodes and mapping locations, were removed using an in-house Perl script. Peaks were called with CLIPper (51), and reproducible peaks (IDR < 0.1) were obtained using Irreproducibility discovery rate (IDR) analysis (52). The reproducible peaks from all samples were pooled and overlapping peaks were merged using BEDTools to produce a set of consolidated eCLIP peaks, which was used for the further analyses. Relative AGO density was calculated for each peak by computing a ratio of normalized read counts in miRNA-expressing cells to those in control cells. Because increased AGO binding results in reduced mRNA levels due to miRNA repression, this measurement of AGO density is underestimated.

### Ribosome profiling

#### Library preparation

Ribosome profiling libraries were prepared with the TruSeq Ribo Profile (Mammalian) Kit (Illumina). RNA-seq libraries for normalizing ribosomal footprints were prepared in parallel according to kit instructions. Biological duplicates of cells stably integrated with miR-1, miR-122 or the control were induced with 1 μg/ml doxycycline for seven days. To stall ribosomes, cells in 10 cm plates were incubated in media supplemented with 100 μg/ml cycloheximide for two minutes at 37°C. Cells were washed in ice-cold PBS supplemented with 100 μg/ml cycloheximide, lifted from the plates, pelleted and lysed in 750 μl mammalian lysis buffer on ice for 10 min. Lysate was clarified and split into two tubes: (i) 100 μl for preparing total RNA libraries and (ii) 200 μl for preparing ribosome footprint libraries. Library preparation was performed according to the protocol. Ribosomes were treated with 60 U TruSeq Ribo Profile Nuclease to generate ribosome-protected fragments and isolated via size-exclusion with an Illustra MicroSpin S-400 HR column (GE healthcare). Ribosomal RNA was depleted from both ribosome-protected fragments and RNA-seq libraries using the Illumina Ribo-Zero Gold Kit (Human/Mouse/Rat) according to the protocol. Libraries were sequenced on the Illumina NextSeq 500 with the 75 bp kit.

#### Data processing

The raw reads were trimmed to remove adapter sequences using cutadapt v1.8.3 (-a AGATCGGAAGAGCACACGTC -m 18). Trimmed reads originating from rRNA were removed using Bowtie2 v2.3.5.1 with default parameters for RNA-seq datasets and with ‘-L 20’ and other default parameters for Ribo-seq datasets. Remaining reads were mapped to the hg19 genome and gencode v19 annotated genes using Tophat v.2.1.1 (–no-novel-juncs –transcriptome-index <indexFile> -p 3 –library-type fr-firststrand). Reads mapping to coding region excluding the ends (initial 45nt and ending 15nt) were counted using featureCounts (-F SAF -s 1 -Q 50 -T 10 –fracOverlap 1). The change in translational efficiency was calculated using edgeR in the same manner as the calculation for change in post-transcriptional regulation. Briefly, the first factor represented experimental conditions and the second factor represented the type of assay (ribosome profiling verses RNA-seq). The models with or without the interaction term between the two factors were compared using likelihood ratio test in edgeR framework. The *q*-values were computed using qvalue R package (45).

### Tissue-specificity analysis of miRNA direct targets

This analysis was performed as described previously (53). Briefly, for each gene, 53 different tissues were ranked based on the expression of that gene in the tissue expression data obtained from the GTEx Portal (downloaded on February 2020). Using these ranks as expression levels, for each tissue, the distribution of ranks of miRNA direct targets were compared with that of 5000 randomly selected genes. To test if the expression levels of miRNA direct targets are significantly lower compared to that of the randomly selected genes, one-sided Wilcoxon rank sum tests were performed, and the resultant *P* values were corrected using the Benjamini-Hochberg method. The genes with zero counts in > 26 tissues were excluded from the analysis.

### Prediction of 5′UTR and ORF sites

Since TargetScan predictions do not include 5′UTR and ORF sites, the predictions for sites located in 5′UTR and ORF were performed based on matches with 8mer, 7mer-m8 and 7mer-A1 sites motifs. The conserved ORF sites were obtained from PACCMIT-CDS (predictions_human_cons.txt) (54) by filtering predictions with P_SH values larger than 0.05.

### Motif enrichment analysis for transcription factor binding sites

The motif enrichment analysis was performed as described previously (55) with modifications. Putative transcription factor binding sites (TFBS) were identified in dREG peaks by first obtaining the 3059 motifs corresponding to binding sites for 1735 distinct transcription factors (TF) CISBP (56). These TF binding motifs were then searched in a window of 150 bp centered on dREG peak centers to identify putative TFBS, using FIMO with *P*-value cut-off of 10e5 (meme_4.12.0; (57)). TFBS enrichment was computed for different subsets of peaks. Subsets of peaks, denoted by S, that are significantly (FDR < 0.05) more/less active in miRNA-expressing cells compared to the control cells were identified using edgeR. Computations were performed to calculate number of peaks in a subset s, and fraction of peaks in a set of 10 000 randomly selected peaks that contain at least one binding motif for a TF t, which were used in the binomial test. The significance *P* value of enrichment was computed using a one-sided binomial test (alternative = ‘greater’), where the set of 10 000 randomly selected peaks was used as the null distribution, followed by FDR correction.

### Enrichment of miRNA target sites in promoters

The numbers of predicted target sites (matches to 8mer, 7mer-m8 and 7mer-A1 site motifs) were calculated for promoters (1 kb upstream and 0.5 kb downstream of transcription start site) of all genes. The significance *P* value for enrichment of miRNA target sites in promoters of transcriptionally up- or down-regulated genes (*q*-value < 0.05) was computed using a one-sided binomial test (alternative = ‘greater’), where the set of 5000 randomly selected promoters was used as the null distribution, followed by FDR correction.

### Comparing two distributions

Statistical significance for the difference between two distributions were calculated using two-sided Wilcoxon rank sum test (wilcox.test function in R) for all comparisons unless mentioned otherwise.

### TargetScan

The TargetScan predictions were downloaded from http://www.targetscan.org/vert_70/. Predictions with Pct value of ‘NULL’ were excluded.

### Luciferase reporter assays

For verifying miRNA activity of stably-integrated miRNAs (Supplementary Figure S1F), a sequence containing two miR-1 target sites was excised from pAG76 (20) using restriction enzymes *Sac*I and *Xba*I and inserted into pmirGLO Dual-Luciferase vector (Promega) using restriction enzyme sites for SacI and XbaI (sequence for miR-1 sites in Supplementary Table S3). The miR-1 sites were disrupted to generate a negative control (sequence in Supplementary Table S3). The constructs used in Supplementary Figure S1G contained a perfectly complementary site inserted in pmirGLO vector at XbaI and SalI restriction sites (sequences in Supplementary Table S4).

For assaying miR-122 ORF target sites, candidate sites were chosen from those genes that contain exactly one predicted target site in the ORF and none in the 3′UTR, and that exhibited post-transcriptional repression. A 78nt region (sequences in Supplementary Table S5) centered on the candidate miR-122 ORF site was cloned with NEB HiFi DNA Assembly Master Mix (New England Biolabs) into the open reading frame of firefly luciferase in pmirGLO. A short linker (amino acid sequence GGGSGGGS) was added to firefly luciferase after the last amino acid, followed by the 26 amino acid sequence taken from the ORF site, followed by a stop codon. As a control, 2–4 nucleotide synonymous mutations were introduced within the miRNA seed sequence to disrupt the site, with attempts to maintain similar codon usage frequencies.

For all reporter assays, 1 × 10^5^ HEK293 cells were seeded per well in 24-well plate 24 h prior to transfection. For experiments in Supplementary Figure S1F and G, HEK293 cells expressing specific miRNAs were transfected with 30 ng of pmirGlo reporter plasmids using 0.5 μl of Lipofectamine 2000 (Invitrogen) and were harvested 24 h after transfection. For the experiments in Figure 4C and Supplementary Figure S4F, cells were transfected with 100 nM miR-122 mimics or a non-specific miRNA mimic (sequences in Supplementary Table S6) and 6 ng pmirGlo reporter plasmid and harvested 24 h after transfection. Assays were performed using the dual-luciferase reporter assay kit (Promega) and a Veritas Microplate Luminometer (Turner Biosystems). Firefly luciferase values were normalized to *Renilla* luciferase as a transfection control. For Figure 4C and Supplementary Figure S4F, luciferase values for cells transfected with the wild-type or mutant reporters and the miR-122 mimic were also normalized to the geometric mean of cells co-transfected with the identical reporter plasmids and the non-specific miRNA mimic.

### Modeling miRNA expression over time

The empirical determination of the time required for miRNA levels to reach steady-state was performed by combining the synthesis (β) and decay (α) rates of miRNAs in the following exponential function.

}{}$$\begin{equation*}M \left( t \right) = \frac{\beta }{\alpha } \left( {1 - {e^{ - t\alpha }}} \right)\end{equation*}$$

where *M*(*t*) represents the level of miRNAs at time *t* (h). The synthesis rate β was assumed to be 1 unit and the decay rate α was calculated using ln(2)/*h*, where *h* represents half-life of a miRNA in hours. Different half-lives ranging from 6 to 36 h, comprising the majority of miRNAs (33) were used to calculate levels of miRNAs over 1–8 days period. The results are plotted in Supplementary Figure S1A.

## RESULTS

### A system for measuring miRNA-mediated post-transcriptional regulation

Given the limitations of conventional methods for identifying direct miRNA targets, we sought to develop an experimental approach to robustly identify genes subject to post-transcriptional regulation. While direct miRNA targets are regulated exclusively at the post-transcriptional level, indirect targets can be regulated at multiple stages of gene regulation. We began this work under the assumption that indirect targets would be regulated predominantly at the transcriptional level, as transcriptional control is presumed to be the major mode of gene control (58–60); moreover, the expression of many transcription factors are controlled by miRNAs (26,61,62). We used RNA-seq and PRO-seq to measure steady-state mRNA levels and transcriptional output, respectively, and integrated these datasets to deconvolute post-transcriptional regulation (Figure 1A). To develop this method and to evaluate its efficacy, we profiled HEK293 cells in the presence and absence of specific miRNAs. We chose first to study miR-1 and miR-122 because they are well-studied human miRNAs not expressed in HEK293 cells. The majority of datasets used to identify miRNA targets and to train prediction algorithms are generated using cell culture with transiently transfected miRNA, which are typically introduced at high levels. We elected to stably integrate miRNA hairpins embedded within the intron of a doxycycline-inducible GFP reporter, to more closely approximate endogenous processing and *in vivo* expression levels. After induction of miRNAs for seven days, we confirmed expression and accurate processing of induced miRNAs using small RNA sequencing (small RNA-seq; Supplementary Figure S1A, B and C) and quantitative PCR (qPCR; Supplementary Figure S1D). Compared to miR-10, the most highly detected endogenous miRNA in our small RNA-seq data, miR-122 is expressed at about the same level and miR-1 is two-fold higher, as measured with qPCR (Supplementary Figure S1D). Furthermore, using small RNA-seq and RNA-seq, we noted that the overall miRNA profile and activity of endogenous miRNAs, respectively, were unchanged upon induction of these exogenous miRNAs (Supplementary Figure S1E). Importantly, using reporter assays, we confirmed that the induced miRNAs are functionally active (Supplementary Figure S1F) and that the anticipated miRNA guide strand was chosen selectively for loading onto AGO (Supplementary Figure S1G). Collectively, these results indicate that our synthetic miRNA expression system mimics processing and expression of endogenous miRNA, facilitating the analysis of miRNA targets while approximating normal *in vivo* conditions.

**Figure 1.**
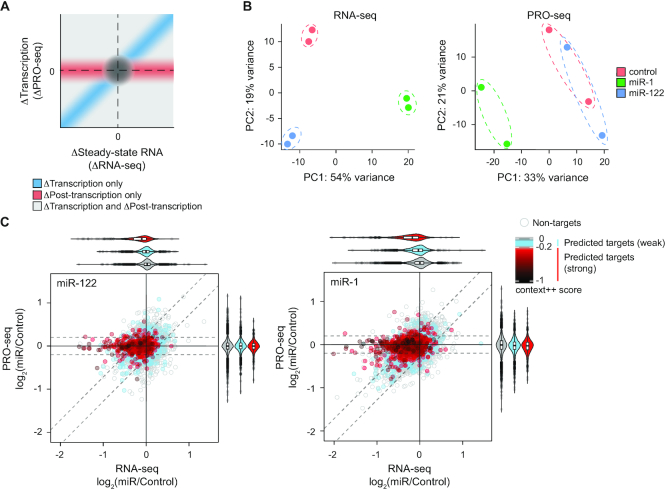
Combined analysis of RNA-seq and PRO-seq identifies genes subject to post-transcriptional regulation. (**A**) Schematic representation of combined analysis of RNA-seq and PRO-seq data. Changes in transcriptional output (y-axis; PRO-seq) and mRNA abundance (x-axis; RNA-seq) are plotted. The blue diagonal region (concordant change in transcription and steady-state RNA levels) contains genes regulated exclusively at the transcriptional level. The red horizontal region (change in steady-state RNA levels with no change in transcription) contains genes that are regulated exclusively at the post-transcriptional level. The light gray region contains genes changing at both the transcriptional and post-transcriptional level, and the dark gray circle contains changing at neither level. (**B**) Principal component analysis of RNA-seq (left) and PRO-seq (right) data, for cells induced with miR-1 or miR-122, and control cell lines without induced miRNAs. (**C**) Dot plots depicting changes in steady-state mRNA levels (RNA-seq; x-axis) and transcriptional output (PRO-seq; y-axis) for all expressed genes (dots) upon miR-122 (left) or miR-1 (right) expression. The grey, blue, and red dots represent genes without predicted target sites, predicted weak targets (TargetScan context++ > –0.2) and predicted strong targets (TargetScan context++ < –0.2) of cognate miRNAs, respectively. The gradient of red color indicates predicted efficacy of targets (TargetScan context++ score). A log_2_ fold-change of 0.2 in PRO-seq (Δtranscription) and CARP (Δpost-transcription) is indicated using horizontal and diagonal dotted lines, respectively. The violin plots on the top and right illustrate distributions of log_2_ fold-changes in RNA-seq and PRO-seq, respectively, for the different categories of genes, color-coded as described above.

To simultaneously measure transcriptional and post-transcriptional changes upon miRNA induction, we performed PRO-seq and RNA-seq on cells expressing miR-1 or miR-122 and compared them to control cells lacking a miRNA hairpin. Principal component analysis (PCA) of the RNA-seq data showed that the transcriptomes of cells expressing miR-1 and miR-122 are distinct from each other and from the control cells (Figure 1B, left panel). When we performed PCA of the PRO-seq data, however, we found that the genome-wide transcriptional profile of control and miR-122 expressing cells were not well separated (Figure 1B, right panel), perhaps indicating that miR-122 does not elicit wide-spread changes in transcription. Indeed, transcription of 370 genes were significantly altered (*q*-value < 0.05) in response to miR-1, whereas only nine genes were significantly altered in response to miR-122, supporting this interpretation (Supplementary Figure S1H).

To investigate the effects of miRNA induction on transcriptional and post-transcriptional regulation, we compared changes in PRO-seq and RNA-seq across individual genes. The mRNA abundance at steady-state is determined by transcriptional regulation (controlling synthesis rate) and post-transcriptional regulation (controlling degradation rate). Therefore, we reasoned that changes in PRO-seq signal (ΔPRO-seq), representing changes in transcriptional outputs, subtracted from changes in RNA-seq (ΔRNA-seq), representing changes in steady-state RNA levels, would provide a quantitative readout for post-transcriptional regulation. This combined analysis of RNA-seq and PRO-seq, referred to as CARP hereafter, identified many genes subjected to post-transcriptional repression in response to miR-122 or miR-1, as indicated by repression in RNA-seq profiles without any changes in PRO-seq (Figure 1C). In fact, the 3′UTRs of most of these genes contained target sites predicted to be strongly effective, as defined by TargetScan ((16); context++ score < –0.2; referred to as predicted strong targets hereafter). Correlating post-transcriptional repression with predictions of site efficacy, most genes containing target sites predicted to be weakly effective (as defined by TargetScan context++ score > –0.2; referred to as predicted weak targets hereafter), showed very subtle changes, if any, in RNA-seq compared to genes without predicted target sites (Figure 1C; log_2_ fold-change of –0.02 and –0.03 for miR-122 and miR-1, respectively). Additionally, many genes, including predicted strong targets, demonstrated concordant changes in both PRO-seq and RNA-seq in cells expressing miR-1 (Figure 1C, right panel; Pearson correlation, *r* = 0.42), likely representing genes that are regulated predominantly at the level of transcription, and not direct targets of miR-1. However, such concordant changes were minimal in cells expressing miR-122 (Figure 1C, left panel, *r* = 0.19). Furthermore, the majority of genes were insensitive to induced miRNAs (63% and 79% genes in miR-1 and miR-122 samples, respectively, with absolute log_2_ fold-change smaller than 0.2 in both RNA-seq and PRO-seq). These unchanged genes included 45% and 60% of predicted targets (including strong and weak) of miR-1 and miR-122, respectively (47% and 55%, if considering conserved target sites predicted by TargetScan, at a probability of conserved targeting threshold > 0.5), likely representing high false-positive rates of prediction algorithms, as reported previously (4,8,19,63). Taken together, CARP robustly deconvolutes and quantifies post-transcriptional and transcriptional regulation, enabling a robust experimental framework for distinguishing the direct miRNA targets from the resulting downstream regulatory changes.

### Combined analysis of RNA-seq and PRO-seq identifies direct miRNA targets

Direct miRNA targets correspond to transcripts bound by miRNA-loaded AGO at target sites, resulting in accelerated decay and/or translational repression. To assess the ability of CARP to detect direct targets, we first performed a likelihood ratio test (LRT) (44) to identify genes that experience a significant post-transcriptional change – that is, a significant change in steady-state mRNA level after accounting for any change in transcription. Consistent with the role of a miRNA as a negative regulator, most of the genes subject to post-transcriptional regulation (98% and 75% for miR-122 and miR-1, respectively) exhibited repression upon miRNA induction (Figure 2A and B). To evaluate further the properties of post-transcriptionally regulated genes, we assessed the presence of predicted target sites for the cognate induced miRNAs, using TargetScan v7.0 (16). The 3′UTRs of the majority of post-transcriptionally down-regulated genes contained predicted target sites for miR-122 or miR-1 (90% and 63%, respectively), although we note that many additional predicted targets (567 and 2573 predicted strong and weak targets, respectively, for miR-122; and, 742 and 1969, respectively, for miR-1) were not detectably repressed. To confirm that the post-transcriptional repression of the predicted targets (potential direct targets) is due to direct binding of miRNA-loaded AGO, we performed UV crosslinking and immunoprecipitation of AGO followed by sequencing (eCLIP-seq; (29)) to identify mRNAs bound by AGO. Following the quality control of eCLIP data and peak calling, we found that a majority (54%) of our reproducible peaks overlapped with 3′UTRs, with only 7% in introns (Supplementary Figure S2A), as expected for AGO CLIP (21,64). To assess further the quality of our eCLIP data, we compared relative AGO density (see Materials and Methods) for targets with varying predicted target site efficacy (TargetScan) (16). As the predicted site efficacy increased, we observed an increase in relative AGO density in 3′UTRs (Supplementary Figure S2B), concomitant with an increase in post-transcriptional repression (Supplementary Figure S2B, inset), indicating that our eCLIP data reflect high quality AGO density profiles.

**Figure 2.**
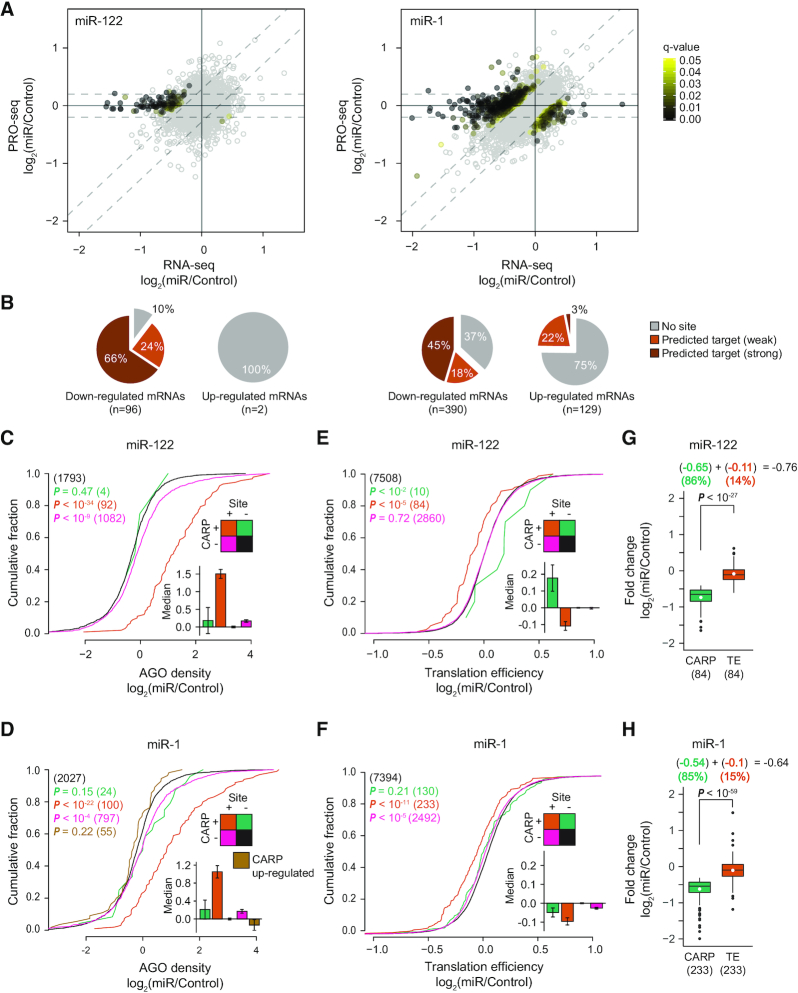
Identification and analysis of direct miRNA targets. (**A**) Identification of post-transcriptional changes in cells expressing miR-122 (left) or miR-1 (right). The dot plots are as described in Figure 1C, except that the filled and open dots illustrate genes with and without significant post-transcriptional change (q-value threshold of 0.05), respectively. Filled dots are color-coded based on q-value. (**B**) Pie charts depicting the percentages of genes without predicted target sites (grey), genes predicted to be weak targets, and genes predicted to be strong targets for post-transcriptionally down-regulated and up-regulated sets of genes in cells expressing miR-122 (left) or miR-1 (right). (**C** and **D**) Cumulative distribution plots of relative AGO density at eCLIP peaks within 3′UTRs in cells expressing miR-122 (C) or miR-1 (D) compared to the control cells. Genes were partitioned into four color-coded groups based on presence or absence of predicted target site (Site), and whether genes are significantly post-transcriptionally repressed in response to miRNA induction (CARP). Genes without predicted target sites and not subject to post-transcriptional regulation (Site-/CARP-; black) was used as the background set and compared to the remaining three groups. *P* values and number of eCLIP peaks (in parentheses) are indicated by color (see legend). A bar plot with standard error (error bars) is shown within each cumulative distribution plot depicting median log_2_(miR/Control) AGO density (y-axis) for each category. (**E** and **F**) Cumulative distribution plots of translational efficiency in miR-122 (E) or miR-1 (F); otherwise as described in panels C and D. *P* values and number of genes (in parentheses) are indicated by color. A bar plot is shown within each cumulative distribution plot depicting median log_2_(miR/Control) translational efficiency (y-axis) for each category. (**G** and **H**) Box plots comparing contributions of mRNA degradation (green) and translational inhibition (orange) in miRNA-mediated post-transcriptional repression of CARP-identified direct targets in cells expressing miR-122 (G) or miR-1 (H). The plotted log_2_ fold-changes were normalized by the median regulation observed for the background genes (genes lacking predicted 3′UTR sites for the cognate miRNA that showed no significant change in respective measurements). Mean and median log_2_ fold-changes are indicated by white point and horizontal bar, respectively. The medians of log_2_ fold-changes were used to quantify relative contributions of decay and translational repression (see equation above each plot).

Using the AGO eCLIP data, we next asked whether our classification of true direct targets (predicted targets exhibiting significant post-transcriptional repression) is supported by AGO binding. We found that relative AGO density is strongly enhanced in 3′UTRs of post-transcriptionally down-regulated genes containing predicted target sites, with 85 and 90% of genes bound by more AGO in cells expressing miR-122 and miR-1, respectively, compared to control cells (Figure 2C and D, orange line). Furthermore, consistent with the absence of significant post-transcriptional repression for a large number of predicted targets, we observed a negligible, albeit statistically significant, increase in AGO density in their 3′UTRs (Figure 2C and D, pink line). Collectively, these observations indicate that high confidence miRNA targets can be readily identified by intersecting the list of genes containing a predicted target site and the list of genes post-transcriptionally changing, as measured by CARP.

The robustness of CARP is dependent on its ability to reliably profile post-transcriptional regulation. To evaluate the specificity of post-transcriptional changes identified using CARP, we assessed the overlap between miR-1-specific and miR-122-specific post-transcriptional changes. Since the seed sequences of these miRNAs differ by only a single nucleotide (miR-122: GGAGUGU; miR-1: GGAAUGU), they served as reciprocal negative controls. We found only five genes repressed post-transcriptionally by both miR-1 and miR-122, all of which contained predicted target sites for both miRNAs in their 3′UTRs (Supplementary Figure S2C). There was no overlap for the post-transcriptionally up-regulated genes. To further evaluate the reliability of CARP, we sought to investigate whether the targets we identified in HEK293 cells correspond to targets regulated by these miRNAs *in vivo*. We reasoned that the true targets of tissue-specific miRNAs such as miR-122 (liver-specific) and miR-1 (muscle-specific) would be expressed at lower levels in those specific tissues, a defining feature of tissue-specific miRNAs (53,65–67). To this end, we compared the expression of miR-1-specific and miR-122-specific direct targets identified by CARP across 53 different tissues from Genotype-Tissue Expression (GTEx) Project (BROAD Institute). Consistent with our hypothesis, only the liver and skeletal muscle tissues exhibited significantly lower expression of CARP-identified direct targets of miR-122 and miR-1, respectively, compared to the randomly selected set of genes (Supplementary Figure S2D). Collectively, these results establish that CARP detects true targets of miRNAs with strong specificity.

CARP relies on mRNA steady-state measurements, and therefore cannot detect miRNA targeting that results exclusively in translational repression. Thus, we investigated whether predicted targets that lacked significant post-transcriptional regulation (detected by CARP) were undergoing translational repression. To address this possibility, we performed ribosome profiling (30) to measure changes in translation upon miRNA induction, comparing cells expressing miR-1 or miR-122 to control cells. We first evaluated the change in translational efficiency (see methods) for all genes in miRNA-expressing cells compared to control cells. 

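Ribosome profiling sequences the mRNA fragments that ribosomes protect from nuclease (footprints), and RNA-seq of the same lysates gives the mRNA level against which the footprints are set. The cells were Flp-In T-REx 293, a human embryonic kidney line with an inducible transgene, carrying miR-122, miR-1 or an empty vector as the control. They were induced with 1 µg/ml doxycycline for 7 days and treated with 100 µg/ml cycloheximide for 2 min to stall ribosomes. Each of the 3 conditions had 2 replicate lysates, and a footprint library and a matched RNA library were made from each lysate, 12 libraries in total. The authors trimmed the reads, removed those from rRNA, mapped the rest to hg19 and counted reads on each gene's coding region without its first and last nucleotides. The deposited values are these counts for 19825 genes, without normalization. Footprint counts totalled 19959684 and 22956025 in the control lysates, 16724611 and 18718316 with miR-122, and 15357047 and 16966135 with miR-1. Matched RNA counts totalled 4654382 and 4955710 in the control, 4733811 and 4453137 with miR-122, and 3560682 and 4300228 with miR-1. The median footprint library was 3.92 times as deep as the median RNA library. The log2 difference between replicate libraries had an SD across genes of 0.135 to 0.16 for footprints and 0.227 to 0.262 for RNA, so the RNA counts limit the precision of a change in translational efficiency most. Replicate libraries differed by more than sampling noise (chi-square per degree of freedom from 1.22 to 3.11), so each was treated as a separate sample. Each miRNA was compared with the control in one edgeR model over 8 libraries, with genes above 1 CPM in every library, joint TMM normalization, and a likelihood ratio test of the interaction between condition and assay. This left 11220 genes for miR-122 and 11122 for miR-1. On simulated counts, with 200 genes changed by a log2 of 1, the test called 169 of the 198 changed genes that passed the filter, along with 12 unchanged genes. Smaller changes were not simulated, so this does not give the recovery of such changes. Libraries with the same replicate number did not deviate together, with correlations of their deviations across genes between -0.0635 and 0.0659.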

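Translational efficiency was significantly lower for 22 genes and higher for 65 genes in cells expressing miR-122 (likelihood ratio test, Storey q below 0.05). The quasi-likelihood test gave 20 lower and 56 higher. A model with the replicate number as a block gave 19 lower and 58 higher, where the deviations of same-numbered control and miR-122 footprint libraries correlated at -0.0635. In cells expressing miR-1, 77 genes were lower and 249 higher, against 59 and 220 with the quasi-likelihood test, and 93 and 268 with the replicate block, for which the corresponding correlation was 0.0659. A block for the lysate, which pairs the footprint and RNA libraries made from it, gave 58 lower and 130 higher for miR-122 and 92 lower and 274 higher for miR-1. DESeq2 gave 5 lower and 19 higher for miR-122 and 29 lower and 75 higher for miR-1, after its independent filtering had left out 10441 and 8409 genes. The miR-1 split depended on the scaling of the libraries. The higher genes made up 76.4% of the calls with joint TMM, 58.0% (126 lower, 174 higher) with TMM within each assay, and 48.1% (165 lower, 153 higher) with library size alone. Filtering with filterByExpr gave 43.3% (170 lower, 130 higher). Predicted targets were approximated by genes with a seed match (8mer, 7mer-m8 or 7mer-A1) to the miRNA in the 3'UTR of the annotated transcript. Among the genes with lower translational efficiency, 7 had such a site for miR-122, or 31.8% against 21.6% of all tested genes (two-sided Fisher's exact test, odds ratio 1.69, p = 0.296). For miR-1, 23 had a site, or 29.9% against 21.4% (odds ratio 1.57, p = 0.0927 by Fisher's exact test). Neither enrichment was significant. Of the genes with higher translational efficiency, 17.5% had a site for miR-122 (odds ratio 0.766, p = 0.539 by Fisher's exact test). For miR-1, 9.43% had a site, fewer than among all tested genes (odds ratio 0.376, p = 7.62e-07 by Fisher's exact test). None of these tests matched genes on 3'UTR length, on which the number of seed matches depends. Among the genes with lower translational efficiency and a site, the 3 with the smallest p for miR-122 were SHCBP1, ZNF383 and ANKRD13C. SHCBP1 (chromosome 16 of GRCh37, 46612503 to 46655291) fell by 0.49 on the log2 scale (standard error 0.108, edgeR q = 0.00523). ZNF383 (chromosome 19, 37708828 to 37739642) fell by 0.71 (standard error 0.173, edgeR q = 0.0137). ANKRD13C (chromosome 1, 70724682 to 70820417) fell by 0.50 (standard error 0.124, edgeR q = 0.0151). For miR-1 they were HIPK3, DDX5 and ZNF800. HIPK3 (chromosome 11, 33278218 to 33378569) had the smallest p, with a log2 change of -0.58 in the first replicate pair and -0.74 in the second (edgeR q = 8.86e-07). DDX5 (chromosome 17, 62494372 to 62504317) changed by -0.37 and -0.35 in the pairs (edgeR q = 6.38e-05), and ZNF800 (chromosome 7, 126986844 to 127071978) by -0.61 and -0.70 (edgeR q = 0.00016).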

We found that only a small number of predicted targets (including strong and weak) exhibited significant evidence of translational repression (Supplementary Figure S2E; 8 and 25 genes for miR-122 and miR-1, respectively). Of these translationally repressed targets, a subset also exhibited accelerated mRNA decay (2 and 10, for miR-122 and miR-1, respectively), whereas others (6 and 15) were repressed exclusively via translational regulation (Supplementary Figure S2E). 

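The matched RNA libraries, which measure mRNA abundance and not CARP, were tested for the genes with a 3'UTR site and lower translational efficiency. Of the 7 for miR-122, 1 also had significantly lower mRNA (edgeR q below 0.05) and 6 did not. The gene with lower mRNA was ANKRD13C, whose mRNA changed by a log2 of -0.34 (standard error 0.088, edgeR q = 0.00457). Of the 23 for miR-1, 6 also had lower mRNA and 17 did not. DDX5 mRNA changed by -0.31 (standard error 0.056, edgeR q = 1.58e-06), while HIPK3 mRNA changed by 0.001 (standard error 0.072, edgeR q = 0.582). mRNA was significantly higher for 1 of the 7 and 2 of the 23. A change in translational efficiency has the RNA counts in its denominator, so an error in the RNA libraries moves mRNA and translational efficiency in opposite directions.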

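CARP values were used for the transcription factors listed in Supplementary Table S7, of which 2 tested genes were CARP-identified direct targets of miR-122 and 8 of miR-1. For the 8 miR-1 targets, the median change in translational efficiency lay 0.43 below that of 264 transcription factors without a site or a CARP change (log2 difference -0.43, two-sided exact rank-sum test across genes, p = 0.0335, adjusted p = 0.134 over 20 tests). It was -0.35 and -0.49 in the replicate pairs, and -0.43 with the replicate block (exact p = 0.0319), where the deviations of same-numbered footprint libraries correlated at 0.0659. Translational efficiency was lower for 6 of the 8. These genes had few RNA counts, with a median of 41 in the control. The 2 miR-122 targets differed by -0.23 from 285 such factors (exact p = 0.156), with -0.06 and -0.39 in the pairs, a difference that was not detectable with 2 genes. Genes with an 8mer in the 3'UTR served as a larger set, compared with genes without a site in the 3'UTR or the ORF. The difference in translational efficiency was -0.017 for genes with a miR-122 8mer (n = 324 genes, -0.024 and -0.036 in the pairs, two-sided Wilcoxon rank-sum p = 0.0571, adjusted p = 0.0653 over 8 tests). It was -0.060 for genes with a miR-1 8mer (n = 574 genes, -0.044 and -0.055 in the pairs, Wilcoxon p = 3.88e-09, adjusted p = 5.17e-09). Adding the replicate block gave -0.016 (n = 324 genes, p = 0.0578) and -0.059 (n = 574 genes, p = 4.27e-09), at pairing correlations of -0.0635 and 0.0659. Genes are not independent replicates. The camera test, which allows for a preset correlation between genes, gave p = 0.182 for miR-122 (n = 324 genes) and p = 0.00759 for miR-1 (n = 574 genes). Genes with a miR-1 8mer and no miR-122 site also differed under miR-122, by -0.051 (n = 288 genes, -0.024 and -0.036 in the pairs, camera p = 0.223). The miR-1 difference may thus not come from miR-1 alone.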

We next assessed the translational efficiency of CARP-identified direct targets, which revealed that these miRNA targets experienced significant, albeit subtle, translational repression compared to non-targets (Figure 2E and F, compare orange lines to black lines). These results indicated that miRNAs expressed at physiological levels repress targets predominantly via accelerated mRNA decay and that targets regulated principally by translational regulation are exceedingly rare; thus, CARP is well suited for identifying direct targets.

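Over all genes with a 3'UTR seed match, translational efficiency did not differ from genes without a site for miR-122 (difference of medians -0.0002, n = 2398 genes, Wilcoxon p = 0.804). It was lower for miR-1 (-0.031, n = 2356 genes, p = 1.41e-09, adjusted p = 2.26e-09 over 8 tests), although with camera this set did not pass the threshold (p = 0.0796). Fits with the replicate block gave differences of 0.0001 (n = 2398 genes, p = 0.794) and -0.030 (n = 2356 genes, p = 1.47e-09), the same-numbered footprint libraries correlating at -0.0635 and 0.0659. The difference in mRNA was larger, -0.068 for miR-122 (n = 2398 genes, p = 6.89e-52) and -0.097 for miR-1 (n = 2356 genes, p = 1.13e-58). Of the genes with significantly lower mRNA, 180 (48.6%) had a site for miR-122 and 375 (37.8%) for miR-1. Lower translational efficiency was called for 0.292% of the tested genes with a miR-122 site and 0.976% of those with a miR-1 site. Higher translational efficiency was called for 0.459% and 0.976% of the same genes. From the few translationally repressed predicted targets and the subtle shift of direct targets (Figure 2E and F), the paper concludes that these miRNAs repress targets predominantly via accelerated mRNA decay.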

Excluding certain specific cellular contexts (68,69), mRNA decay is thought to be the major mode of miRNA-mediated repression, with translational repression playing only a minor role (70). To revisit this important question, with our rigorous set of direct targets identified by CARP, and with miRNAs expressed at physiological levels, we used our ribosome profiling dataset to quantify contributions from both translational repression and mRNA decay in miRNA-mediated repression. 

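Changes in mRNA and in translational efficiency were compared within one set of genes, those with a 3'UTR 8mer. Their mRNA lay 0.17 below that of genes without a site in cells expressing miR-122 (log2 difference -0.17, n = 324 genes, with -0.18 and -0.16 in the replicate pairs, Wilcoxon rank-sum p = 1.93e-35, adjusted p = 5.15e-35 over 8 tests). In cells expressing miR-1 it lay 0.14 below (-0.14, n = 574 genes, with -0.15 in both pairs, p = 1.1e-31, adjusted p = 2.2e-31). A fit with the replicate block gave -0.17 and -0.14, where the RNA libraries with the same number correlated at -0.0251 and 0.0084. The mRNA difference was 10.0 times the difference in translational efficiency for miR-122, but 7.29 and 4.28 times in the replicate pairs and between 4.55 and 33.9 times with 1 lysate left out. The translational difference in the denominator did not differ significantly from 0. For miR-1 it was 2.4 times, with 3.27 and 2.68 in the pairs and 2.28 to 2.95 with 1 lysate left out. These sets were defined by sequence alone, because selecting targets by a drop in the matched RNA would raise their apparent translational efficiency.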

We found that the magnitude of mRNA decay was significantly greater than that of translational repression (6-fold greater for both miR-122 and miR-1; Figure 2G and H). Indeed, reduced mRNA levels explain most of the overall regulation observed (86% and 85%, for miR-122 and miR-1, respectively) compared to translational repression (14% and 15%, Figure 2G and H). These estimates are consistent with those obtained in previous studies using transiently transfected miRNAs (71), and in marked contrast with other reports (72–74).

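As a share of the summed log2 change of genes with a 3'UTR 8mer, reduced mRNA made up 90.9% for miR-122 (87.9% and 81.1% in the replicate pairs) and 70.6% for miR-1 (76.6% and 72.8%). Translational efficiency made up the remaining 9.07% and 29.4%. The replicate block gave a translational share of 8.89% and 29.0%, the same-numbered RNA libraries correlating at -0.0251 and 0.0084. With 1 lysate left out in turn, the mRNA share ranged from 82.0% to 97.1% for miR-122 and from 69.5% to 74.7% for miR-1. Against genes matched on 3'UTR length the shares were 90.4% and 71.7%. Under miR-1, genes with a miR-122 8mer and no miR-1 site also had lower mRNA (-0.096, n = 166 genes). Their translational efficiency differed by 0.022. The mRNA part of the miR-1 share may thus not come from miR-1 sites alone. Under miR-122, genes with a miR-1 8mer and no miR-122 site differed by -0.018 in mRNA and -0.051 in translational efficiency (n = 288 genes). That translational difference was near the -0.060 of miR-1 8mer genes under miR-1. The translational part of the miR-1 share may thus not come from miR-1 alone either. For the 8 CARP direct-target transcription factors of miR-1, the mRNA share was 30.5% (53.7% and 41.8% in the pairs), and with the 2 of miR-122 the pairs ranged from -23.7% to 87.0%, too wide to give a share. The 8 genes changed by a median log2 of -0.40 in footprints and -0.20 in matched RNA, whereas the median of the paper's RNA-seq changes of the same genes, from Supplementary Table S7, was -0.42. The share of 30.5% therefore depends on the matched RNA, in which these genes had a median of 41 counts in the control. The paper's RNA-seq used poly(A) selection, whereas the matched RNA was depleted of rRNA. Whether this or the low depth of the matched RNA accounts for the difference was not tested for these genes. Requiring at least 10 counts in every library gave a share of 19.1%, and the mean in place of the median gave 51.0%. That filter left out IRF2 (9 RNA counts in miR-1 replicate 1), which changed by -1.14 in mRNA and 0.95 in translational efficiency. The lower share therefore does not test depth.

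**Figure D1:**
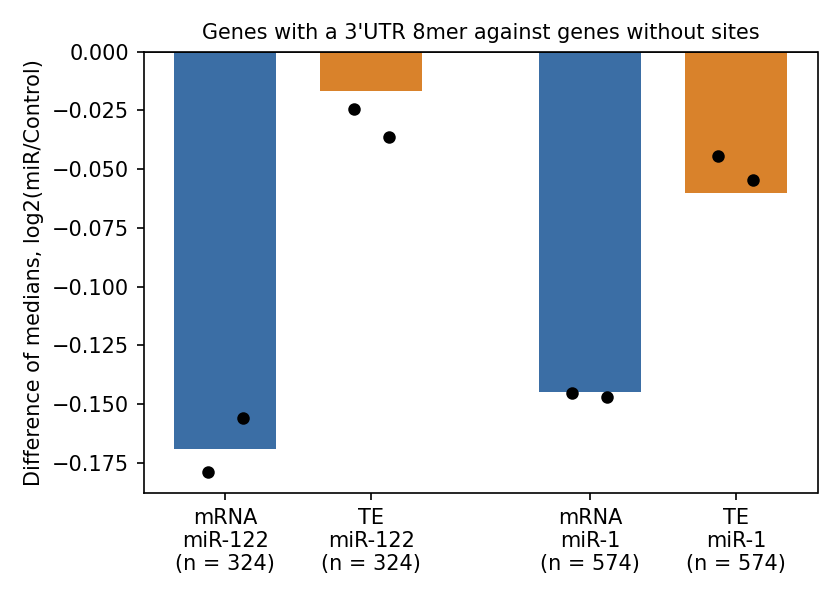
Difference between the median log2(miR/Control) of genes with a 3'UTR 8mer and of genes without a site, for mRNA (blue) and translational efficiency (TE, orange). Bars are the values from all 8 libraries and points the 2 replicate pairs. For miR-122 the mRNA bar is at -0.17 and the TE bar at -0.017, and for miR-1 they are at -0.14 and -0.060.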

### Combined analysis of RNA-seq and PRO-seq facilitates discovery of indirect targets

In addition to direct targets, we found a smaller portion (10% and 37%, for miR-122 and miR-1, respectively) of post-transcriptionally repressed genes that lacked predicted target sites (Figure 2B). This set represents either genes with non-canonical target sites, or genes whose transcripts are targeted indirectly through a post-transcriptional mechanism. Notably, these genes do not have significantly increased relative AGO density within their 3′UTRs (Figure 2C and D; compare green lines to black), indicating that they are indirect targets of miR-122 and miR-1, which are down-regulated post-transcriptionally. Additionally, we observed post-transcriptional up-regulation of 129 genes upon miR-1 induction, which presumably represent indirect post-transcriptional regulation, as miRNAs are repressive molecules (Figure 2B). Consistent with this interpretation, most (75%) up-regulated genes lacked predicted target sites, and the up-regulated gene set also lacked an increase in relative AGO density (Figure 2D). Thus, while we initially assumed that the indirect targets must be primarily regulated at the level of transcription, our results indicate that indirect targeting triggered by miR-1 results in both widespread transcriptional (Supplementary Figure S1H) and post-transcriptional regulation, presumably as a result of miRNA-mediated repression of transcripts coding for transcription factors and RNA-binding proteins, respectively. Indeed, the direct targets of miR-1 included many genes coding for transcription factors (56) and RNA-binding proteins (75), whereas miR-122 repressed relatively few (Supplementary Figure S2F). Taken together, these data indicate that miR-122 primarily regulates direct targets in HEK293 cells, while miR-1 elicits more complex regulatory responses involving both direct and indirect targeting. Intriguingly, a substantial proportion of the indirect effects induced by miR-1 occurs via post-transcriptional regulation. Importantly, however, the lack of predicted target sites within such genes enables reliable partitioning of post-transcriptionally repressed genes into those that are direct targets and those that are indirectly regulated by additional miRNA-independent decay pathways. In addition, because our approach directly quantifies transcription and mRNA levels, CARP is well-suited to disentangling these complex transcriptional and post-transcriptional regulatory changes.

### Partitioning modes of regulation elicited by miRNAs

To systematically investigate the utility of CARP, we examined relationships among three categories of genes: (i) genes exhibiting reduced mRNA abundance in response to either miR-122 or miR-1, which we measured using RNA-seq, (ii) genes predicted to be strong microRNA targets, which we determined using TargetScan (context++ < -0.2) (16) and (iii) genes that we found to undergo significant post-transcriptional repression in response to miR-122 or miR-1. We compared these three gene sets, and depicted the results using Venn Diagrams (Figure 3A). A substantial fraction of predicted targets, for both miR-122 and miR-1 (72 and 57%, respectively), do not exhibit evidence of significant changes in mRNA abundance or in post-transcriptional levels, consistent with established high rates of false-positive predictions (set *a* in Figure 3A). 

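Set a was examined among the transcription factors listed in Supplementary Table S7, of which 19 were tested for miR-122 and 27 for miR-1. Against transcription factors of the control set, their median change in translational efficiency differed by 0.037 for miR-122 (n = 19 genes, 0.011 and 0.086 in the replicate pairs, two-sided Wilcoxon rank-sum p = 0.522, adjusted p = 0.679 over 20 tests). For miR-1 the difference was -0.077 (n = 27 genes, -0.056 and -0.090 in the pairs, p = 0.399, adjusted p = 0.57). Matched RNA was lower by a log2 difference of -0.17 for miR-122 (n = 19 genes, -0.23 and -0.099 in the pairs, p = 0.0081, adjusted p = 0.054), which does not pass after adjustment, and by -0.083 for miR-1 (n = 27 genes, p = 0.311). Under the replicate block the translational differences were 0.032 (n = 19 genes, p = 0.518) and -0.077 (n = 27 genes, p = 0.391), with correlations of same-numbered footprint libraries of -0.0635 and 0.0659.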

Consistent with this interpretation, this set of genes exhibited no change in CARP, RNA-seq, PRO-seq or ribosome profiling (Figure 3B). Similarly, we found minimal evidence for increased AGO density in the 3′UTRs of this gene set (Figure 3C and D, Supplementary Figure S3A). We note that the transcripts of the majority (54% and 57% for miR-122 and miR-1, respectively) of these genes exist as 3′UTR isoforms that contain the predicted target sites; thus, the absence of regulation cannot be attributed solely to alternative processing (Supplementary Figure S3B). Taken together, these results indicate that this category likely corresponds to false-positive predictions and/or targets that are not effective in this cell line.

**Figure 3.**
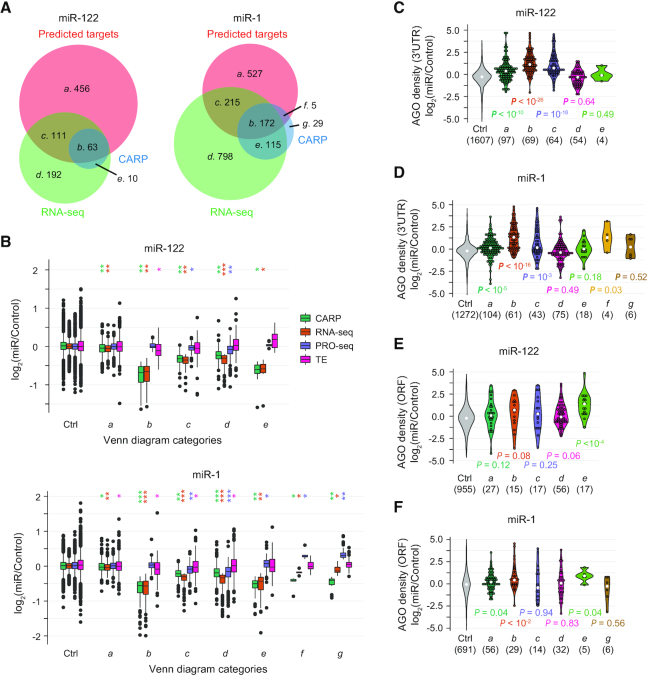
CARP enables discovery of different miRNA regulatory mechanisms. (**A**) Venn diagram analysis of predicted strong targets of cognate miRNAs (TargetScan; context++ score < –0.2; red set), genes experiencing reduced transcript levels (RNA-seq; *q*-value < 0.05 and log_2_(miR/Control) < –0.2; green set) and post-transcriptional repression (CARP; *q*-value < 0.05 and log_2_(miR/Control) < –0.2; blue set) in response to miR-122 (left) or miR-1 (right). Genes expressed at low levels (reads per million ≤ 1 in any sample of RNA-seq or PRO-seq datasets) and the predicted weak targets (context++ score > –0.2) were excluded from this analysis. Gene-set labels (*a*–*g*) and number of genes in each set are displayed. Areas are proportional to numbers of genes in each set. (**B**) Boxplots illustrating distributions of log_2_(miR/Control) for indicated gene-sets for post-transcriptional regulation (CARP; green), mRNA abundance (RNA-seq; orange), transcriptional output (PRO-seq; purple) and translational efficiency (TE; pink) in cells expressing miR-122 (top) or miR-1 (bottom). The control set (Ctrl) consists of genes that lack significant change in RNA-seq and CARP (*q*-value > 0.05) whose 3′UTRs are devoid of predicted target sites. Gene-sets *a* through *g* correspond to gene-sets depicted in panel A. *P* values comparing each gene-set to the Ctrl are indicated as follows: *P < 0.01, **P < 10^−10^, ***P < 10^−100^. (**C** and **D**) Violin plots depicting distributions of relative AGO density at eCLIP peaks within 3′UTRs of gene-sets *a*–*g* (as in panel A) in cells expressing miR-122 (C) or miR-1 (D). The control (Ctrl) gene-set is as described in panel B. The numbers in parentheses (x-axis) indicate numbers of eCLIP peaks found within 3′UTRs of each gene-set. White dots represent median values and colored dots represent individual values of the distributions. *P* values comparing each set to the Ctrl are indicated. (**E** and **F**) Violin plots identical to those in panels C and D except depicting AGO density at eCLIP peaks within ORFs.

The second subset of genes we considered were those that contain predicted target sites whose mRNA abundance is reduced in response to the cognate miRNA, and which we determined were regulated post-transcriptionally (set *b*, Figure 3A). Importantly, this gene set exhibited the largest reduction in mRNA levels in response to the cognate miRNA (Figure 3B). Moreover, post-transcriptional regulation was the primary (and for many genes, sole) factor responsible for repression (Figure 3B). Congruently, this set of genes also demonstrate the strongest increase in relative AGO density in their 3′UTRs in response to the induced miRNAs (Figure 3C and D, Supplementary Figure S3A). This target set corresponds to direct miRNA targets. We note that translational repression for these set of targets is minimal (Figure 3B).

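Among the transcription factors of Supplementary Table S7, 7 tested genes fell in set b for miR-1 and 1 for miR-122. The 7 genes differed from the control set in translational efficiency by a log2 of -0.43 (-0.55 and -0.64 in the replicate pairs, two-sided exact rank-sum test, p = 0.0034, adjusted p = 0.034 over 20 tests). With the replicate block the difference was -0.43 (exact p = 0.00323), the same-numbered footprint libraries correlating at 0.0659. In matched RNA they differed by -0.092 (-0.33 and -0.23 in the pairs, exact p = 0.294), and in footprints by -0.46 (exact p = 7.87e-09). The 7 are among the 8 CARP direct targets of miR-1. In those 8, matched RNA fell less than the paper's RNA-seq (median log2 of -0.20 against -0.42). The paper's RNA-seq used poly(A) selection and the matched RNA used rRNA depletion, so these measures differ in kind. The translational difference of the 7 therefore depends on the matched RNA that it divides by. One of the 7, E2F5, changed in mRNA by -1.43 (edgeR q = 3.54e-06) and in translational efficiency by -0.64 (standard error 0.323, edgeR q = 0.263). The 1 gene for miR-122, MECOM, changed in translational efficiency by -0.11 (standard error 0.148, edgeR q = 0.689).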

We next considered predicted target genes that were down-regulated in mRNA abundance but without significant post-transcriptional repression (set *c*, Figure 3A). As a set, such genes exhibit minimal evidence of either miRNA-induced post-transcriptional repression or translational repression (Figure 3B). 

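For the transcription factors in set c, translational efficiency differed from the control set by -0.13 for the 7 genes of miR-122 (-0.14 and -0.080 in the replicate pairs, two-sided exact rank-sum p = 0.159). For the 13 genes of miR-1 the difference was 0.011 (n = 13 genes, 0.18 and -0.22 in the pairs, Wilcoxon rank-sum p = 0.593), smaller than the spread between the pairs. Matched RNA differed by -0.12 for miR-122 (exact p = 0.218) and by -0.16 for miR-1 (p = 0.00164, adjusted p = 0.0328 over 20 tests), the latter -0.47 and 0.011 in the pairs. With the replicate block the translational differences were -0.13 (exact p = 0.16) and 0.012 (p = 0.58), the correlations of same-numbered footprint libraries being -0.0635 and 0.0659.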

We recognize that a subset of these genes may represent *bona fide* direct targets, but with reduced site efficacy, thus reducing the ability to detect experimentally. Nevertheless, the average post-transcriptional repression is substantially less (Figure 3B) than that observed for direct targets defined by CARP (set *b*). Moreover, although relative AGO density is significantly increased for these genes, the average magnitude of this increase is minimal (1.6 and 1.1-fold, compare to 2.2- and 2.5-fold for set *b*; for miR-122 and miR-1, respectively; Figure 3C and D, Supplementary Figure S3A). It is important to note that in numerous conventional analyses of miRNA target sets, including our previous work (76), all genes in set *c* would have been erroneously declared as direct targets.

An important class of genes are those that have lower steady-state mRNA levels but do not contain predicted target sites for miR-122 or miR-1 (set *d*, Figure 3A). Similar to set *c*, they exhibit a negligible magnitude of post-transcriptional regulation (1.17- and 1.14-fold for miR-122 and miR-1, respectively) even though mRNA levels are significantly reduced in response to the induced miRNAs. 

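The transcription factors of set d, which lacked a predicted site and fell in RNA-seq without a CARP change, numbered 9 tested genes for miR-122 and 13 for miR-1. Their translational efficiency differed from the control set by -0.0195 for miR-122 (0.076 and -0.12 in the replicate pairs, two-sided exact rank-sum p = 0.652) and by -0.11 for miR-1 (0.23 and -0.037 in the pairs, Wilcoxon rank-sum p = 0.851). Both differences were smaller than the spread between pairs. Matched RNA differed by -0.16 (exact p = 0.0403) and -0.34 (p = 0.0259), with adjusted p of 0.134 and 0.13 over 20 tests. With the replicate block the translational values were -0.022 (exact p = 0.633) and -0.094 (p = 0.894), where same-numbered footprint libraries correlated at -0.0635 and 0.0659.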

Concordantly, in response to miR-1 or miR-122, we did not observe any significant increase in relative AGO density in 3′UTRs or in ORFs of these genes (Figure 3C–F, Supplementary Figure S3A and C), nor any evidence of translational repression (Figure 3B), ruling out the possibility that they are potential direct targets containing non-canonical target sites. Interestingly, these genes also demonstrated subtle repression in transcriptional output (Figure 3B, PRO-seq). Perhaps this set represents targets of feed-forward control, which are repressed minimally at both a transcriptional and post-transcriptional level, to ultimately exhibit effective repression in mRNA abundance. As a group, however, they exhibit characteristics indicative of indirect miRNA targets regulated minimally at both transcriptional and post-transcriptional levels.

We also identified genes that are significantly post-transcriptionally repressed, but which lack predicted miRNA target sites (set *e*, Figure 3A). The magnitude of post-transcriptional repression for this gene set matched set *b*, the set of confidently identified direct targets of miR-122 and miR-1. We considered two possibilities to explain the observed post-transcriptional repression for set *e*: either they represented indirect targets whose regulation is post-transcriptional, or they represent direct targets lacking conventional miRNA target sites. We recognize that both scenarios might apply to different genes within the set. Notably, we did not observe increased relative AGO density in the 3′UTRs of these genes (Figure 3C and D), consistent with lack of predicted 3′UTR target sites. Given the absence of increased relative AGO density in the 3′UTR, we considered whether these genes might be repressed via target sites within their ORFs. For miR-1, we detected only five AGO eCLIP peaks in ORFs across the 115 genes of set *e* and the increase in relative AGO density at these peaks was very weak (Figure 3F), implying that these genes are indeed indirect targets of miR-1, which are regulated post-transcriptionally and independent of the miRNA pathway. We note that this interpretation is consistent with our observation that many genes were post-transcriptionally up-regulated in response to miR-1; that is, miR-1 induces widespread indirect post-transcriptional regulation. In contrast, we observed a strong increase in relative AGO density in the ORFs of miR-122-regulated genes in set *e* (Figure 3E, Supplementary Figure S3C), comparable in magnitude to that observed in the 3′UTR of *bona fide* direct targets (set *b*; 2.6- and 2.2-fold increase in ORFs of set *e* genes and in 3′UTRs of set *b* genes, respectively). We note that for miR-122, set *e* encompasses only a modest number of genes (*n* = 10). Nevertheless, these results suggest that miR-122 directly regulates a small group of genes via target sites in the ORF.

In response to miR-1, but not miR-122, we observed a small number of genes that are both predicted strong targets and significantly repressed post-transcriptionally, but without a detectable change in mRNA abundance (Figure 3A and B; set *f*). We hypothesized that these genes are direct targets, but also transcriptionally up-regulated, resulting in no net change in mRNA levels. Consistent with this idea, we observed a strong increase in relative AGO density, comparable to that seen in set *b*, in 3′UTRs for such genes (Figure 3D; average fold-changes of 2.51 and 2.45, for sets *b* and *f*, respectively). The weaker statistical significance of relative AGO density is due to the small number of genes in this category. Importantly, we also observed increased transcription of these genes (Figure 3B), confirming transcriptional up-regulation triggered by miR-1. This gene set illustrates an interesting class of direct targets that are invisible to studies reliant on RNA-seq alone.

The final possible class of genes corresponds to those exhibiting post-transcriptional repression without any significant change in mRNA abundance and without predicted target sites (Figure 3A and B, set *g*). We observed this class of genes in response to miR-1 alone. Consistent with the absence of predicted target sites, we did not observe an increase in relative AGO density in their 3′UTRs (Figure 3D, Supplementary Figure S3A), nor within ORFs of these genes (Figure 3F, Supplementary Figure S3C), suggesting that these genes are indirect targets that are repressed post-transcriptionally reminiscent of the genes in set *e*. Similar to set *f*, these genes also exhibited transcriptional up-regulation, the impact of which is masked by post-transcriptional repression, resulting in no change in mRNA abundance (Figure 3B). Collectively, this set of genes represents indirect targets that are regulated at both the transcriptional and post-transcriptional levels.

It is important to acknowledge that partitioning genes into sets and subsets according to RNA-seq and PRO-seq signals necessitates use of statistical thresholds. Accordingly, we examined whether our interpretations (relating to Figure 3A) are robust over a range of reasonable thresholds. Overall, our observations remain consistent across a series of statistical thresholds (Supplementary Figure S3A and C). For example, irrespective of the significance threshold, we observed large numbers of predicted strong targets which did not exhibit evidence of post-transcriptional repression, consistent with high rates of false-positive predictions. Notably, consistent with CARP’s ability to robustly separate true direct targets (set *b*) from false targets of conventional approaches (set *c*), even when we assessed the most lenient threshold (*q*-value < 0.1), we found many predicted targets that exhibited reduced mRNA abundance without a significant change in post-transcriptional regulation (set *c*). Taken together, our approach identifies not only the robust direct targets, distinguishing them from the large numbers of predicted yet ineffective targets, but also discovers a variety of complex regulatory outcomes elicited by miRNAs.

### MicroRNA-specific targeting of sites located in open reading frames

The prevalence and efficacy of miRNA target sites within coding sequence is unclear and controversial. Whereas certain studies indicate that such sites exert a negligible effect, perhaps due to ribosome-mediated removal of miRNA-loaded AGO from translating ORFs (77), others indicate that such sites are often effective in mediating repression (78). Here, we revisited this important question, using our improved ability to quantify post-transcriptional regulation.

We observed increased relative AGO density within ORFs in response to miR-122 for a small set of genes (Figure 3E, Supplementary Figure S3C; set *e*); importantly, this set of genes was devoid of predicted 3′UTR sites, and exhibited no evidence of increased relative AGO density within the 3′UTR (Figure 3C, Supplementary Figure S3A; set *e*). In addition, this set of genes was repressed post-transcriptionally in response to miR-122; thus, it seemed plausible that miR-122 was directly repressing mRNAs of these genes using target sites within the ORFs. To systematically examine miRNA-mediated regulation of ORF target sites, we grouped genes based on the location of potential target sites (matches to 8mer, 7mer-m8 and 7mer-A1 site motifs) within the mRNA and compared the degree of post-transcriptional regulation. In response to miR-122, genes containing predicted miR-122 target sites in the ORF were significantly repressed, and the average efficacy of these sites exceeded the efficacy of those predicted to be weakly effective when located within 3′UTRs (Figure 4A, compare orange line with purple; *P*-value < 10^−6^). For miR-122, we also found that post-transcriptional repression grows stronger with increasing number of miR-122 target sites in ORFs (Supplementary Figure S4A). Consistent with activity of miR-122 ORF sites, we observed increased relative AGO density in ORFs containing miR-122 target sites (Supplementary Figure S4B). Moreover, we observed that sequence conservation of predicted miR-122 ORF sites is associated with the site efficacy, with conserved ORF sites exhibiting 2.7-fold stronger repression compared to all ORF sites, suggesting biological importance of such sites (Supplementary Figure S4C). We note that the efficacy of predicted conserved ORF sites is weaker compared to predicted conserved 3′UTR sites (Supplementary Figure S4C). In stark contrast, we found no evidence for effective miR-1 target sites within ORFs (Figure 4A), even when we examined genes harboring multiple miR-1 ORF sites or conserved miR-1 ORF sites (Supplementary Figure S4A and C, respectively), suggesting that specific miRNAs differ in their ORF targeting propensities. Sites within 5′UTRs were ineffective for both miRNAs (Figure 4A).

**Figure 4.**
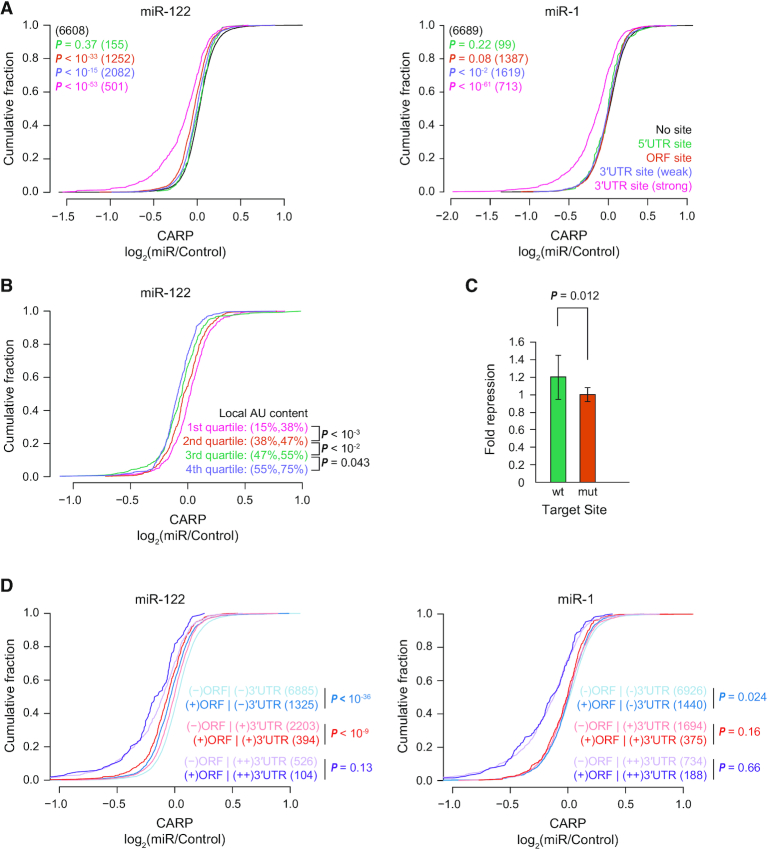
MicroRNA-specific targeting of sites located in open reading frames. (**A**) Cumulative distribution plots of post-transcriptional regulation (CARP, x-axis) of genes in response to miR-122 (left) or miR-1 (right). Distributions for genes containing predicted sites (matches to 8mer, 7mer-m8 or 7mer-A1 site motifs) located in the 3′UTR, ORF or 5′UTR, or with no site are plotted. Genes with sites in multiple regions are excluded from this analysis. The genes containing predicted 3′UTR sites were divided into two groups according to predicted efficacy of targets (predicted weak targets, context++ > –0.2; predicted strong targets, context++ < –0.2). Each group of genes containing target sites were compared to the control group without any predicted sites. *P* values and number of genes (in parentheses) for each category are indicated by color. (**B**) Cumulative distribution plot comparing the post-transcriptional regulation of miR-122 targets partitioned by local AU content (fraction of As and Us in 30 nucleotides) around the predicted ORF sites. The range (in percentage) of local AU content for each quartile are presented in parentheses. The observed regulation for each pair of consecutive quartiles was compared. (**C**) Luciferase reporter assay showing miRNA-mediated repression of a reporter containing a candidate miR-122 ORF target site with 78 nucleotides of endogenous coding sequence cloned in-frame at the C-terminus of firefly luciferase. After normalizing to the transfection control, each wild-type (wt) and mutant (mut) target site reporter co-transfected with a miR-122 mimic was normalized to those co-transfected with a non-specific miRNA mimic. These normalized values are plotted, with error bars representing standard deviation (*n* = 12). (**D**) Cumulative distribution plots of post-transcriptional regulation (CARP; x-axis) for genes without predicted 3′UTR sites [(−)3′UTR], predicted weak targets [(+)3′UTR] and predicted strong targets [(++)3′UTR], with [(+)ORF] or without [(−)ORF] predicted ORF sites. *P*-values were calculated for the indicated comparisons. The number of genes in each category are listed in parentheses.

Next, we investigated whether the miR-122 ORF sites share properties associated with functional 3′UTR sites. Canonical 3′UTR sites differ in their average efficacy depending on nucleotide sequence and pairing potential with the 5′ terminus of the miRNA (referred to as the miRNA seed (19)); we examined 8mer, 7mer-m8 and 7mer-A1 sites (ordered from stronger to weaker sites; (9)) located within ORFs. Additionally, we also inspected a set of non-canonical sites, referred to as G-bulged sites, that are subject to a marginal repression by miR-122 (79). We found a consistent pattern for predicted miR-122 ORF sites, with highest average repression elicited by 8mer sites followed by 7mer-m8 and 7mer-A1 sites, with the least repression for G-bulged sites (Supplementary Figure S4D). Beyond the type of seed match, a major additional determinant of 3′UTR target site efficacy is local AU content, with higher AU content correlating with increased strength of miRNA-mediated repression (9). We found that predicted miR-122 ORF sites embedded in AU-rich regions exhibit increased post-transcriptional repression, with average repression correlating with local AU content (Figure 4B). No such relationships for site type nor AU content were observed for miR-1 (Supplementary Figure S4D and E).

To validate the efficacy of predicted miR-122 ORF sites, we generated luciferase reporters containing translational fusions between luciferase and a short region (encoding 26 amino acids) of endogenous sequence containing a potential miR-122 site. We also generated negative control variants of these reporters, which contained two to four synonymous mutations within the target site, designed to inactivate the site. Reporter assays using the wild-type and mutant (inactive site) constructs in the presence of miR-122 or a control miRNA indicated repression of wild-type reporters in response to miR-122 (Figure 4C). However, only two of the ten sites tested mediated statistically significant repression (Figure 4C, Supplementary Figure S4F), consistent with the reduced efficacy of predicted ORF sites compared to predicted 3′UTR sites observed in genome-wide analyses (Figure 4A and Supplementary Figure S4C). In agreement with the importance of AU content to miRNA-mediated repression, the observed repression in reporter assays correlated with local AU content, albeit not significantly, likely due to the limited sample size (Supplementary Figure S4G). These results provide additional evidence that miR-122 regulates post-transcriptional expression by targeting ORF sites.

Given the modest impact of ORF sites in post-transcriptional regulation, we wondered whether such sites might function in concert with 3′UTR sites. To answer this question, we evaluated three groups of genes, (i) genes without predicted 3′UTR sites, (ii) genes with predicted weak 3′UTR sites and (iii) genes with predicted strong 3′UTR sites, and asked if post-transcriptional regulation of these three groups changed depending on presence or absence of predicted ORF sites. Consistent with the efficacy of miR-122 ORF sites, for genes without miR-122 3′UTR sites, those that contained ORF sites were significantly down-regulated compared to those without (Figure 4D, left). Interestingly, genes containing predicted weak 3′UTR sites were significantly more repressed when their ORFs also contained miR-122 sites. In contrast, the presence of ORF sites in genes containing predicted strong 3′UTR sites did not provide additional benefit, particularly for those genes that already are strongly repressed (genes with log_2_(miR/Control) < –0.3). Consistent with our earlier results, there was no impact of miR-1 ORF sites on post-transcriptional regulation for genes with or without sites within the 3′UTR (Figure 4D, right). Collectively, these observations suggest that miR-122 ORF sites potentiate miRNA-mediated repression for genes containing marginal sites within their 3′UTR.

It has been suggested that effective miRNA target sites in ORFs elicit translational repression as a larger component of total repression, when compared to sites within 3′UTRs (78). 

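Genes with seed matches in the ORF and none in the 3'UTR were compared with genes without any site. For miR-122 ORF sites, the median change in translational efficiency was higher by a log2 of 0.018 (n = 1438 genes, 0.018 and 0.014 in the replicate pairs, two-sided Wilcoxon rank-sum p = 0.00166, adjusted p = 0.00302 over 20 tests). With the replicate block it was 0.019 (n = 1438 genes, p = 0.0015), and the same-numbered footprint libraries correlated at -0.0635. The camera test did not pass the threshold (n = 1438 genes, p = 0.343), and against genes matched on coding sequence length and GC content the difference was -0.0004. By number of miR-122 ORF sites the difference was 0.0095 for 1 site (n = 1177 genes, p = 0.0482), 0.030 for 2 (n = 201, p = 0.0226), 0.061 for 3 (n = 43, p = 0.00755) and 0.10 for 4 or more (n = 17, p = 0.0834). The corresponding Benjamini-Hochberg adjusted p-values were 0.0602, 0.0301, 0.0108 and 0.0981. In the replicate pairs the difference was 0.079 and 0.060 for 3 sites. For 4 or more sites it was 0.056 and 0.0026, both below 0.10. By the same numbers of sites, camera gave p = 0.55 (n = 1177 genes), 0.103 (n = 201), 0.00931 (n = 43) and 0.099 (n = 17). Against genes matched on coding sequence length and GC content, these differences were -0.0054, 0.0035, 0.028 and 0.040. For miR-1 ORF sites it was -0.0096 (n = 1594 genes, -0.028 and -0.0075 in the pairs, p = 0.00233), and -0.0095 with the block (n = 1594 genes, p = 0.00254), at a pairing correlation of 0.0659. This is less than the SD of 0.014 between the pairs, and camera gave p = 0.363 (n = 1594 genes). By number of miR-1 ORF sites the difference was -0.012 for 1 site, -0.018 for 2, 0.038 for 3 and 0.048 for 4 or more, and against matched genes it was 0.0081, 0.012, 0.065 and 0.012.

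**Figure D2:**
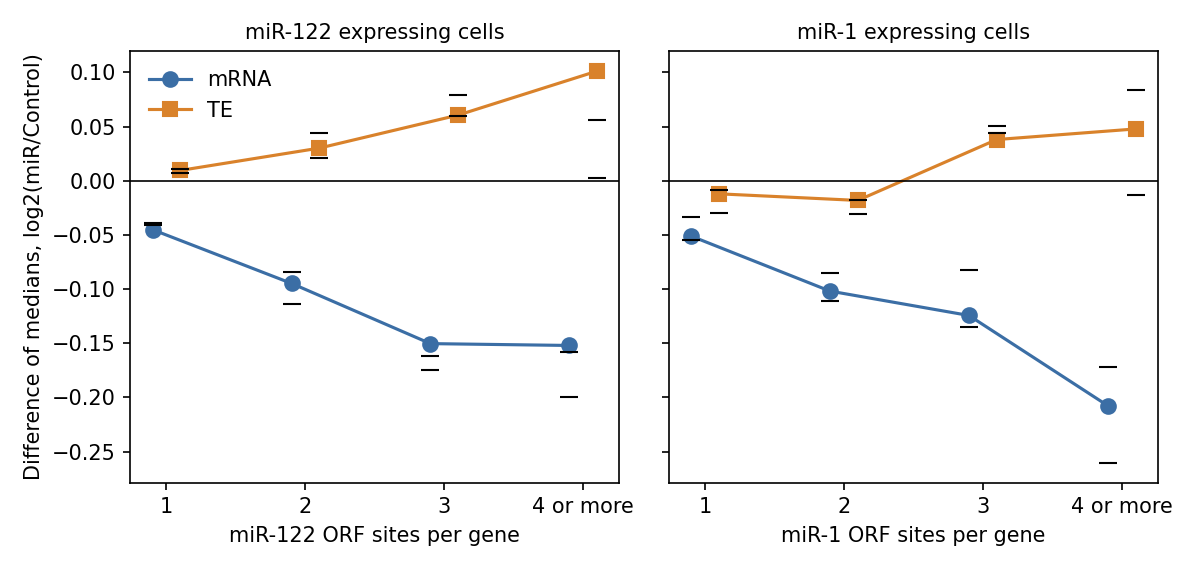
Difference between the median log2(miR/Control) of genes with a given number of ORF sites and of genes without sites, for mRNA (blue circles) and translational efficiency (TE, orange squares), with miR-122 on the left and miR-1 on the right. Short black lines mark the 2 replicate pairs. For miR-122, the mRNA circles fall from -0.045 at 1 site to -0.15 at 4 or more, and the TE squares lie between 0.0095 and 0.10.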

Our data, however, indicate that targeting of ORF sites by miR-122 mediated no significant effect on translation (Supplementary Figure S4H). To examine further whether translation status influences the degree of miRNA-mediated repression of ORF sites, we grouped genes based on the degree of translation, approximated using the ratio of ribosome profiling signal and expression in RNA-seq. We observed, irrespective of the amount of translation, a gradual increase in post-transcriptional repression with increasing number of predicted miR-122 ORF sites (Supplementary Figure S4I, left panel). 

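The matched RNA change, which measures mRNA abundance in place of CARP, was related to the number of ORF sites among genes without a 3'UTR site. For miR-122 the correlation across 8699 genes was r = -0.11 (Spearman's rho -0.13, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 2.5e-05 over 10 tests). It was -0.093 and -0.085 in the replicate pairs. Genes are not independent replicates, so this p describes these libraries. In the 4 bins of genes ordered by footprints relative to RNA in the control, r was -0.097, -0.13, -0.11 and -0.12 from the lowest bin to the highest. In the lowest bin, genes without a site had a median mRNA change of -0.0012, and those with 1, 2 and at least 3 sites had -0.043, -0.071 and -0.13. In the highest bin these medians were 0.034, -0.013, -0.12 and -0.19. For miR-1 the correlation across 8647 genes was r = -0.079 (permutation p = 1e-05, again the smallest possible), with -0.057 and -0.073 in the pairs and values between -0.054 and -0.10 in the bins. Against genes matched on coding sequence length and GC content, the mRNA of genes with ORF sites differed by -0.030 for miR-122 and -0.037 for miR-1, compared with -0.058 and -0.061 without matching. The paper, using CARP, found miR-1 ORF sites to be without effect. The trend in matched RNA was thus not specific to miR-122 and does not by itself show repression through ORF sites.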

Taken together, these results suggest that regulation triggered by miRNAs is mechanistically equivalent whether sites are located in the ORF or the 3′UTR, and not detectably altered by the translation status of the transcript.

### Utility of CARP across multiple miRNAs

To establish the general efficacy of CARP, we extended our approach to additional miRNAs. We reanalyzed our miRNA profiling data and selected five more miRNAs (miR-133a, miR-155, miR-302a, miR-372 and miR-373) whose expression is absent or negligible in HEK293 cells. We generated HEK293 cell lines stably expressing each of these miRNAs. Following induction of miRNAs for one week, we performed RNA-seq and PRO-seq to quantify the global changes in mRNA abundance and transcriptional output upon miRNA induction. Similar to the observations for miR-1 and miR-122, the predicted strong targets of these miRNAs exhibited reduced mRNA abundance without any change in transcription, and predicted weak targets experienced only a subtle change (Supplementary Figure S5A). Using the likelihood ratio test (44), we identified gene sets demonstrating significant changes in post-transcriptional levels and compared these genes with sets of predicted targets. The majority of post-transcriptionally down-regulated genes (63–97%) contained predicted target sites for the cognate miRNA, whereas a majority of the up-regulated genes lacked predicted target sites (Figure 5A), consistent with the suitability of CARP in estimating post-transcriptional regulation. Notably, the PRO-seq data revealed different degrees of altered transcription, with certain miRNAs eliciting widespread changes in transcription (Supplementary Figure S5B), which can be attributed to variable degrees of indirect targeting triggered by different miRNAs. These results indicate that CARP effectively deconvolutes post-transcriptional from transcriptional regulation.

**Figure 5.**
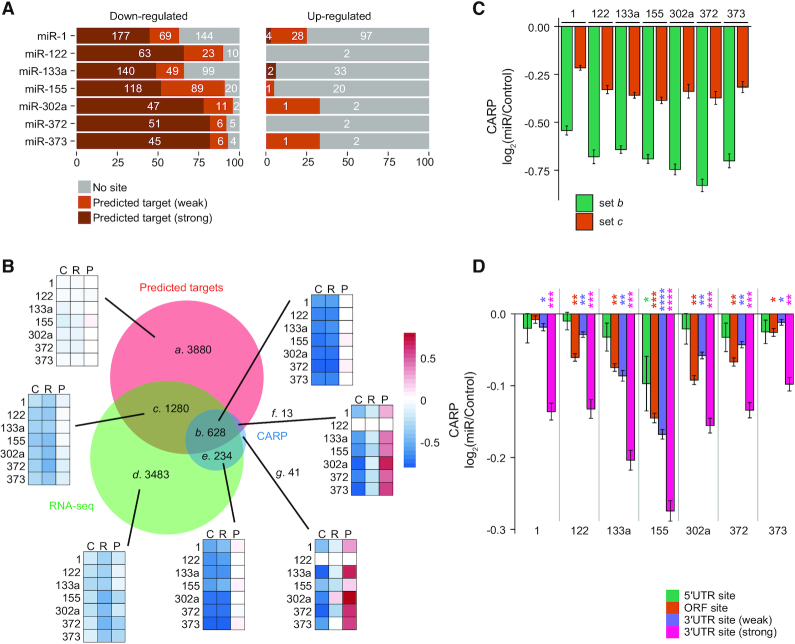
Utility of CARP. (**A**) Stacked bar plots of the fractions (x-axis) of genes without predicted target sites (grey), predicted weak targets (orange) and predicted strong targets (brown) in each of the two sets: post-transcriptionally down-regulated (left) and up-regulated (right) genes in response to different miRNAs (y-axis). The numbers of genes in each group are indicted. (**B**) Venn diagram with areas proportional to the number of genes in each set aggregated across all seven miRNAs, otherwise as described in Figure 3A. Heatmap depicts the median of log_2_(miR/Control) in post-transcriptional regulation (columns C, CARP), mRNA abundance (R, RNA-seq) and transcriptional output (P, PRO-seq) for each miRNA tested (rows). Scale bar denotes color code for log_2_(miR/Control). Heatmaps are shown for each gene-set of the Venn diagram. (**C**) Bar chart plotting post-transcriptional regulation (CARP, y-axis) for context-score matched genes in set *b* (CARP+) and set *c* (CARP-). (**D**) Bar plot depicting median of log_2_(miR/Control) in post-transcriptional regulation in response to indicated miRNAs for genes containing predicted target sites as described in panel 4A, in either the 3′UTR, ORF or 5′UTR. Genes containing 3′UTR sites were divided into two groups according to predicted target site efficacy (strong, context++ score < –0.2; weak, context++ score > –0.2). The plotted median values were normalized by the median log_2_(miR/Control) of genes without predicted target sites (background set) to facilitate comparison between different miRNAs. Error bars represent standard error. *P* values comparing each plotted set with the corresponding background set are indicated as follows: *P < 0.01, **P < 10^−10^, ***P < 10^−50^, ****P < 10^−100^.

Next, we investigated relationships between the three categories of genes, as defined in Figure 3, for all seven miRNAs examined in this study; thus, we partitioned genes by whether they were repressed post-transcriptionally, exhibited reduced mRNA levels, and contained a predicted strong miRNA target site. Consistent with results we observed for miR-1 and miR-122, a large number of predicted targets (set *a*) were not under the control of miRNAs (Figure 5B). Similarly, attributes of other sets of genes (sets *b*-*g*) were consistent with the results observed in Figure 3. In particular, direct miRNA targets identified by CARP (set *b*) exhibit strong post-transcriptional repression without any changes in transcription (Figure 5B, heatmaps for set *b*). The union of sets *b* and *c* represents hundreds of predicted targets that exhibit reduced mRNA abundance in response to the cognate miRNA, all of which would be considered as direct targets by conventional approaches. However, the improved resolution provided by CARP indicates that only a fraction (33%; set *b*) of those genes exhibit evidence of significant post-transcriptional repression, as opposed to only subtle changes for set *c* genes, for which transcriptional regulation (indirect regulation) is contributing to the observed reduction in transcript abundance (Figure 5B, heatmaps for set *c*). Consistent with this interpretation, the set *c* genes were predicted to contain target sites of somewhat lower efficacy than those in set *b* (Supplementary Figure S5C). Nevertheless, the set *b* genes exhibited far stronger post-transcriptional repression compared to those in set *c* (Figure 5B). Notably, when we sub-sampled set *c* to match the predicted efficacies of set *b*, the post-transcriptional regulation for set *b* greatly exceeded that of their TargetScan-score-matched counterparts from set *c* (Figure 5C). Thus, CARP enables partitioning of predicted targets with equivalent sites into true miRNA direct targets and likely downstream indirect targets. These results suggest that CARP offers substantial improvement over existing approaches. We do not rule out the possibility that some of set *c* genes could be true direct targets that CARP is missing because of failing significance threshold resulting from inherent noise in their measurements. We believe that this type of false-negative would be more prevalent for those miRNAs whose dysregulation does not lead to many indirect changes at transcription, such as miR-122, where incorporating PRO-seq would only contribute more noise to the quantification of post-transcriptional changes in the absence of substantial transcriptional change. Nonetheless, for the majority of miRNAs that we examined, we observed widespread changes in transcription (Supplementary Figure S5B), and hence it is likely that CARP does not miss many true direct targets.

In response to most miRNAs, we identified a small cohort of genes (set *f*) that experienced direct miRNA-mediated post-transcriptional down-regulation and indirect transcriptional up-regulation, resulting in minimal or no net change in mRNA abundance (Figure 5B, heatmap for set *f*). Such genes cannot be identified using transcriptome profiling alone, and such targets may represent an important and underappreciated component of miRNA biology.

Because we observed activity of ORF sites in response to miR-122 but not miR-1 (Figure 4), we systematically examined whether this activity extended to other miRNAs. We evaluated the efficacy of ORF sites for the new set of miRNAs and compared them with the efficacy of predicted 3′UTR and 5′UTR sites. We observed that different miRNAs varied substantially in their activity of ORF sites: miR-122, miR-133a, miR-155, miR-302a and miR-372 triggered post-transcriptional down-regulation of genes containing predicted ORF sites, whereas the influence of miR-1 and miR-373 on messages containing predicted ORF sites was negligible (Figure 5D). In particular, ORF sites for miR-122, miR-133a, miR-155, miR-302a and miR-372 were of comparable or greater efficacy to predicted weak 3′UTR sites. Furthermore, although of lower efficacy compared to conserved 3′UTR sites for all miRNAs, the conserved ORF sites for miR-122, miR-133a, miR-155 and miR-302a mediated stronger repression when compared to all predicted ORF sites, whereas miR-1, miR-372 and miR-373 lacked such a distinction (Supplementary Figure 5D). We did not observe any substantial activity of predicted 5′UTR sites for most miRNAs; the strongest evidence for effective 5′UTR sites was for miR-155, although this class of sites was weaker than sites within the ORF. Taken together, these data indicate unexpected variability in the efficacy of ORF sites between different miRNAs. Although the average efficacy of these sites was substantially lower than for predicted strong 3′UTR sites, for some miRNAs, we observed evidence of extensive miRNA-mediated repression via ORF sites.

Prior to our work, the conceptually equivalent approach exon-intron split analysis (EISA) (27) used pre-mRNA levels, approximated by intronic reads in RNA-seq, as a proxy for transcriptional output. To compare the performance of EISA with CARP, we contrasted changes in transcriptional output measured using PRO-seq with those inferred using intronic reads from RNA-seq. We found that changes in intronic reads in response to miR-1 were weakly correlated with changes in PRO-seq measurements (Pearson's *r* between 0.11 and 0.46; Supplementary Figure S6A). Because PRO-seq directly measures transcription by capturing transcriptionally engaged RNA polymerase (28), our results suggest that the level of intronic reads may not be a particularly accurate measure of transcription. Furthermore, we found fewer genes with significant post-transcriptional change in EISA compared to CARP for most miRNAs (Supplementary Figure S6B and C, left panel), even when down-sampling the PRO-seq data to match the intron sequencing depth of the RNA-seq data used for EISA (Supplementary Figure S6C, right panel). Collectively, these findings demonstrate that CARP outperforms EISA in the quantification of post-transcriptional regulation and identification of miRNA direct targets. Nevertheless, it is clear that EISA, which requires only RNA-seq profiling, is easier to implement and is a valuable tool to define miRNA targets.

Here, we demonstrate that, for a wide variety of miRNAs, CARP is able to confidently exclude a large number of false-positive predictions and selectively identify false negatives of conventional target identification approaches, in addition to robust identification of direct targets.

### Dissecting miRNA regulatory networks with CARP

Distinguishing direct miRNA targets from downstream regulatory changes is critical to gaining a systems-level understanding of miRNA gene regulatory networks. Additionally, identifying the specific direct targets (e.g. transcription factors) whose regulation results in these downstream effects is an essential component in understanding the biological roles of miRNAs. In addition to quantifying transcriptional output of genes, PRO-seq also captures and quantifies active DNA regulatory elements across the genome by measuring transcription at those elements, and has been used to identify transcription factors contributing to cell state changes by searching for transcription factor binding motifs within the differentially active elements (40). Thus, we explored whether our PRO-seq data could be used to identify transcription factors contributing to the downstream regulatory changes triggered by miRNAs.

In order to identify differential activity of DNA regulatory elements in response to miRNA induction, we first identified active elements using dREG, a tool for predicting regulatory elements using divergent transcription at active elements obtained from PRO-seq data (42). We grouped the dREG peaks into two sets: first, proximal peaks, defined as those that are close (within 1.5 kb upstream and 0.5 kb downstream of) to annotated transcription start sites, representing promoters; and second, the remaining, distal, peaks, representing enhancers. We found a strong correlation between the changes in transcriptional activity at dREG peaks and the changes in transcriptional output of the nearest gene, with the strongest enrichment for proximal peaks (Figure 6A and B). These results indicate that we can effectively capture changes in transcriptional activity at DNA regulatory elements which contribute to the transcriptional regulation of nearby genes.

**Figure 6.**
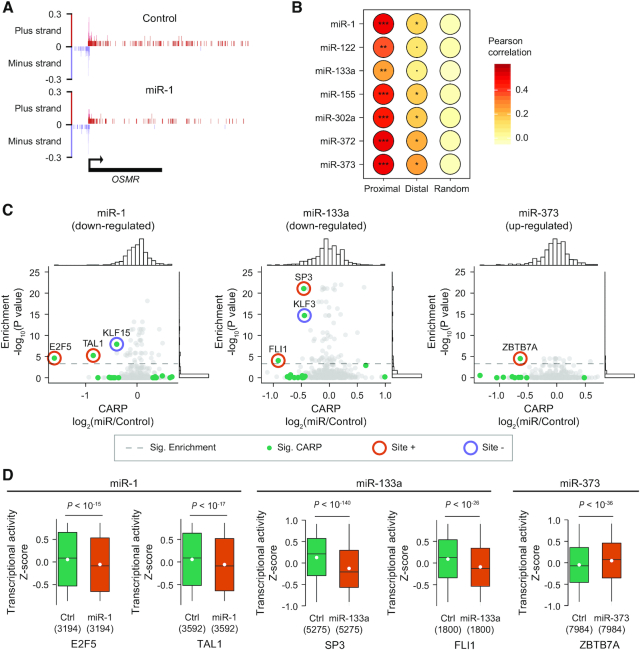
Understanding miRNA regulatory networks using CARP. (**A**) Genome browser view of PRO-seq signal (counts per million; y-axis) at the locus of the OSMR gene (bottom) demonstrating repression in promoter activity and transcriptional output in the gene-body in response to miR-1. The PRO-seq signal on plus and minus strand of the genome are depicted using red and blue colors, respectively. Divergent transcription is shown at the promoter. (**B**) Heatmap illustrating Pearson correlations between changes in transcriptional activity at proximal or distal dREG peaks with changes in transcriptional output at the nearest gene or the randomly selected gene. The correlation *P* values are indicated as follows: (Dot). *P* < 0.01, *P < 10^−10^, **P < 10^−50^, ***P < 10^−100^. (**C**) Scatter plots depicting post-transcriptional regulation (X-axis) and enrichment of binding motifs of transcription factors (Y-axis) within down-regulated (miR-1 and miR-133a) or up-regulated (miR-373) dREG peaks in response to respective miRNAs. The green dots represent transcription factor genes exhibiting significant post-transcriptional regulation (*q*-value < 0.05) and the dotted-line indicates significance threshold (FDR = 0.0005) for binding motif enrichment. The transcription factors that satisfy significance thresholds for both axes are distinguished using orange (genes with predicted 3′UTR sites; Site+) or purple (genes without predicted 3′UTR sites; Site-) circles. The enrichment *P* value is calculated using one-sided binomial test. (**D**) Distributions of relative (*z*-scored) transcriptional activity at putative binding sites of respective transcription factors in control cells and cells expressing miR-1 (left), miR-133a (middle) or miR-373 (right). The *P* values for indicated comparisons and the numbers of dREG peaks containing putative binding sites (x-axis; parentheses) are mentioned.

The ability to profile differential transcriptional activity of DNA regulatory elements using PRO-seq provides a unique opportunity to identify critical transcription factors embedded in the miRNA regulatory network. We hypothesized that a handful of specific transcription factors would be targeted by the cognate miRNA, and those transcription factors would be responsible for the observed downstream differences in transcription. To investigate this hypothesis, we gathered the subset of dREG peaks exhibiting significantly increased or decreased transcriptional activity and looked for enrichment of transcription factor binding motifs within these peaks. In cells expressing miR-1, we found two candidate transcription factors, TAL1 and E2F5, that are direct targets of miR-1 and whose putative binding sites were enriched in down-regulated peaks, whereas none were enriched in up-regulated peaks (Figure 6C, Supplementary Table S7). To more comprehensively assess these transcription factors, we evaluated their genome-wide influence on gene expression. We first examined all dREG peaks containing putative binding sites for a given transcription factor and compared their activity in cells expressing miRNAs to control cells. We found that the regulatory effects of these candidate transcription factors are widespread; for example, transcriptional activity at TAL1 binding sites was down-regulated genome-wide in cells expressing miR-1 (Figure 6D). These results suggest that miR-1 down-regulates the mRNAs of these genes directly which in turn reduces the activity of the encoded transcription factors, leading to widespread downstream transcriptional effects. Consistent with our results, previous studies have suggested that miR-1 incorporates E2F5 in its regulatory network to control cell proliferation (80,81). Additionally, we found another transcription factor, KLF15, whose activity is regulated in response of miR-1 (Supplementary Figure S7A); lack of predicted target sites in the KLF15 3′UTR suggests that miR-1 mediated regulation of KLF15 is indirect. Similarly, in response to miR-133a, we identified three transcription factors whose putative binding sites were enriched in down-regulated peaks (Figure 6C); two of the three, namely SP3 and FLI1, are among the direct targets of miR-133a, whereas the third, KLF3, is likely an indirect target. As expected, we observed genome-wide decrease in transcriptional activity at the putative binding sites of these transcription factors (Figure 6D, Supplementary Figure S7A). We did not identify any such transcription factor signatures in cells expressing miR-122 (Supplementary Table S7), consistent with our observations that there are limited indirect transcriptional effects for miR-122 (Supplementary Figure S1H). While we also did not find any candidate transcription factors for miR-155, miR-302a or miR-372 (Supplementary Table S7), likely because there were very few dREG peaks with significant change in activity, we found one candidate transcription factor, ZBTB7A, among the direct targets of miR-373, whose putative binding sites were enriched in those dREG peaks that exhibited increased transcriptional activity (Figure 6C). ZBTB7A has been shown to acts as a transcriptional repressor (82), predicting that miR-373-mediated post-transcriptional repression of ZBTB7A would promote transcriptional up-regulation of its target genes. Consistent with this prediction, we observed genome-wide activation of transcriptional activity at the putative binding sites for ZBTB7A (Figure 6D).

Previous reports have suggested that some small RNAs, including miRNAs, bind directly to gene promoters and modulate transcription of target genes (83–85). However, the changes in transcription in response to miRNAs that we observed (Supplementary Figure S1H) appeared to not be driven by direct binding of miRNAs to promoters of target genes, as judged by analysis of the enrichment of target sites within the promoters (Supplementary Figure S7B). Taken together, we have shown that PRO-seq not only measures transcriptional outputs, but also captures differentially active DNA regulatory elements, allowing us to perform motif enrichment analysis and thereby identify candidate transcription factors responsible for genome-wide downstream transcriptional regulation. We believe that this additional benefit of PRO-seq will be of substantial value for gaining a comprehensive understanding of the impact of miRNAs at a systems-level.

## DISCUSSION

Identifying the direct targets of a miRNA and distinguishing these direct targets from downstream changes (indirect targets) is challenging. These challenges derive from (i) the subtle nature of miRNA regulation, (ii) false positives and false negatives in target prediction, (iii) the large number of potential targets and (iv) the potential for an extensive number of downstream indirect targets. Inevitably, some downstream targets will possess putative target sites, and will often be erroneously considered as direct targets. Our work highlights the extent of such errors, together with many other aspects of miRNA-controlled regulatory networks that are difficult to parse without directly measuring transcriptional regulation that is triggered by a miRNA. The combination of miRNA target prediction and RNA-seq profiling is routinely applied to the study of miRNAs. This study demonstrates that adding PRO-seq (or related tools that measure transcription across the genome) provides far more reliable definition of the target set of a miRNA, with significant added insights into the overall regulatory network controlled by a miRNA. This study was motivated by the assumption that many miRNAs with consequential functions work, in part, by eliciting substantial downstream regulatory changes, and that most such changes would occur via transcriptional regulation. That is, miRNAs likely function, to some extent, by controlling one or more transcription factors. Our data, and many others (26,61,62,86–90), corroborate this assumption. Intriguingly, we also observe substantial indirect post-transcriptional changes for some miRNAs. Importantly, CARP is able to distinguish direct from indirect post-transcriptional regulation by classifying only those that contain predicted target sites as true targets. CARP is uniquely able to parse out these complex regulatory mechanisms, as it directly deconvolutes transcriptional from post-transcriptional effects.

An important aspect of this study is the reliance on cell lines that ectopically express miRNAs within the physiological range, rather than using miRNA transfection, as is common in earlier work examining the regulatory impact of miRNAs. Indeed, perhaps the extent of false positives that exist amongst predicted targets derives, in part, from the dependence on training datasets that used transiently transfected miRNAs that likely exceed physiological levels. Another important aspect of this study is the use of multiple genomic tools to profile the regulatory changes mediated by a miRNA—namely, RNA-seq, PRO-seq, ribosome profiling and AGO eCLIP-seq—generating a comprehensive dataset of orthogonal approaches that encapsulates almost all aspects of miRNA-mediated targeting and regulation. Finally, we have provided combined RNA-seq and PRO-seq data for five additional miRNAs; in total, these data serve as an ideal resource to aid in our understanding of miRNA target sites and in further improvement of prediction algorithms.

The precision with which targets are identified by CARP allows us to more reliably examine non-canonical miRNA targeting; that is, targeting that extends beyond seed-type sites within 3′UTRs. In particular, we have found that certain miRNAs (e.g. miR-122) have large numbers of functional target sites within coding sequence, whose efficacy is comparable to many canonical 3′UTR sites. Importantly, we validated this observation using AGO eCLIP-seq. In contrast, the suite of target sites for other miRNAs including miR-1 and miR-373, were restricted to their conventional location within 3′UTRs. We note that other studies have also hinted at miRNA-specific differences in targeting propensities (15). Although there is certainly precedence for miRNA coding sites, we are not aware of compelling evidence that certain miRNAs possess large numbers of effective sites within coding sequence, nor studies that robustly compare the extent of such targeting among a cohort of different miRNAs. Thus, two important conclusions from this study are that the targeting properties of miRNAs are not uniform, and that for some miRNAs, a substantial fraction of their regulatory impact is mediated by target sites within coding sequence. It is also worth noting that for miR-122, sites within the ORF appear to potentiate repression of genes with predicted weak 3′UTR sites, whereas there is no additional repression from ORF sites for genes with predicted strong 3′UTR sites. Future studies will be needed to decipher the mechanistic bases for these observations.

The relative contributions of translational repression and accelerated decay due to miRNA-mediated regulation is an important question, both because of mechanistic implications, and, pragmatically, due to the reliance on transcriptome profiling in the vast majority of miRNA studies, including CARP. Here, we have investigated two miRNAs, miR-1 and miR-122, using a suite of tools that provides an ideal dataset to rigorously quantify the relative contributions of decay and translational regulation elicited by miRNAs. We estimate that < 15% of total regulation occurs via translational regulation; moreover, targets that are regulated exclusively via translational repression are exceedingly rare. Therefore, CARP is well-suited for the identification of true miRNA targets, except for the rare contexts such as the Zebrafish embryo (68,69) where miRNA direct targets are subjected exclusively to translational repression without any change in mRNA stability.

Discovery of indirect targets is equally important for the understanding of miRNA-mediated regulation as the knowledge of miRNA direct targets. We discovered substantial indirect regulation at transcription for many miRNAs; for example, expression of miR-1 triggered transcriptional up-regulation of 133 genes and transcriptional down-regulation of 237 genes. Interestingly, not all of the indirect targeting we observed in such cases was transcriptional; we also found a set of genes that are indirectly regulated at the post-transcriptional level. It is important to note that direct regulation by miRNAs is unlikely to account for this class of targets, because we saw no increase in relative AGO density in mRNA of genes subject to post-transcriptional regulation that lack canonical target sites, and, for miR-1, many of these post-transcriptionally changing genes were up-regulated. For miR-1, the extent of this regulation was surprisingly widespread; while we identified 370 genes changing at transcription, we estimate 273 genes to be indirectly post-transcriptionally regulated. This indicates that miRNAs are likely embedded in complex regulatory networks comprised of both transcriptional and post-transcriptional regulation.

A major advantage of CARP is its ability to simultaneously measure transcriptional and post-transcriptional changes. One set of genes that illustrates this importance is the set of high confidence direct targets, across multiple miRNAs, which show little or no change in mRNA abundance. Our data indicate that these targets are simultaneously directly repressed and indirectly activated. Identifying such targets previously was challenging. Overall, such targets constitute 2% of the genes subject to miRNA-mediated post-transcriptional regulation. We argue that the study of these miRNA targets is important in order to understand how miRNAs regulate a complete gene regulatory network. Although this study was not intended to investigate the biological roles of any of the miRNAs we used, the frequency with which we found miRNA targets whose repression is balanced by transcriptional up-regulation suggests that such targets may also be common in native regulatory pathways involving miRNAs. Furthermore, we envision CARP becoming a particularly apt tool for dissecting complex gene regulatory networks *in vivo*. For example, with miRNA knockout mouse models, CARP can measure and partition the transcriptional and post-transcriptional regulation elicited by a given miRNA *in vivo*. Post-transcriptional regulation measured by CARP could also be incorporated into network modeling algorithms, which would be of particular interest for studying the combinatorial impact of multiple miRNAs.

The primary motivation for this study was to demonstrate the utility of PRO-seq, in combination with RNA-seq, to robustly identify post-transcriptional regulation, and thereby robustly identify miRNA targets. However, in addition to genome-wide quantification of transcription, an integral aspect of PRO-seq data is genome-wide quantification of promoter and enhancer activities. This additional feature greatly amplifies the utility of PRO-seq in understanding the regulatory impact of a miRNA. Presumably, many gene regulatory pathways incorporate both miRNAs and transcription factors, and the combination of RNA-seq with PRO-seq is clearly well justified in effectively separating regulatory contributions of miRNAs from those mediated by transcription factors. This combination identifies genes subject to transcriptional and post-transcriptional control, and provides a profile of active DNA regulatory elements genome-wide. The ability of CARP to provide this information makes it an ideal approach for probing complex regulatory networks. Taken together, we show that CARP provides a framework for simultaneously measuring regulation occurring at multiple stages of gene expression, which could prove to be a powerful approach for comprehensively disentangling miRNA gene regulatory networks *in vivo*.

## DATA AVAILABILITY

The RNA-seq, PRO-seq, ribosome profiling, eCLIP-seq and small RNA-seq data reported in this paper are available from GEO (GSE140367).

## Supplementary Material

gkaa687_Supplemental_Files Click here for additional data file.

# Supplementary material for: Robust partitioning of microRNA targets from downstream regulatory changes
**Source:** Nucleic Acids Res. 2020 Aug 21;48(17):9724–46. doi: 10.1093/nar/gkaa687
**Supplement:** gkaa687_Supplemental_Files

# Supplementary Figure S1

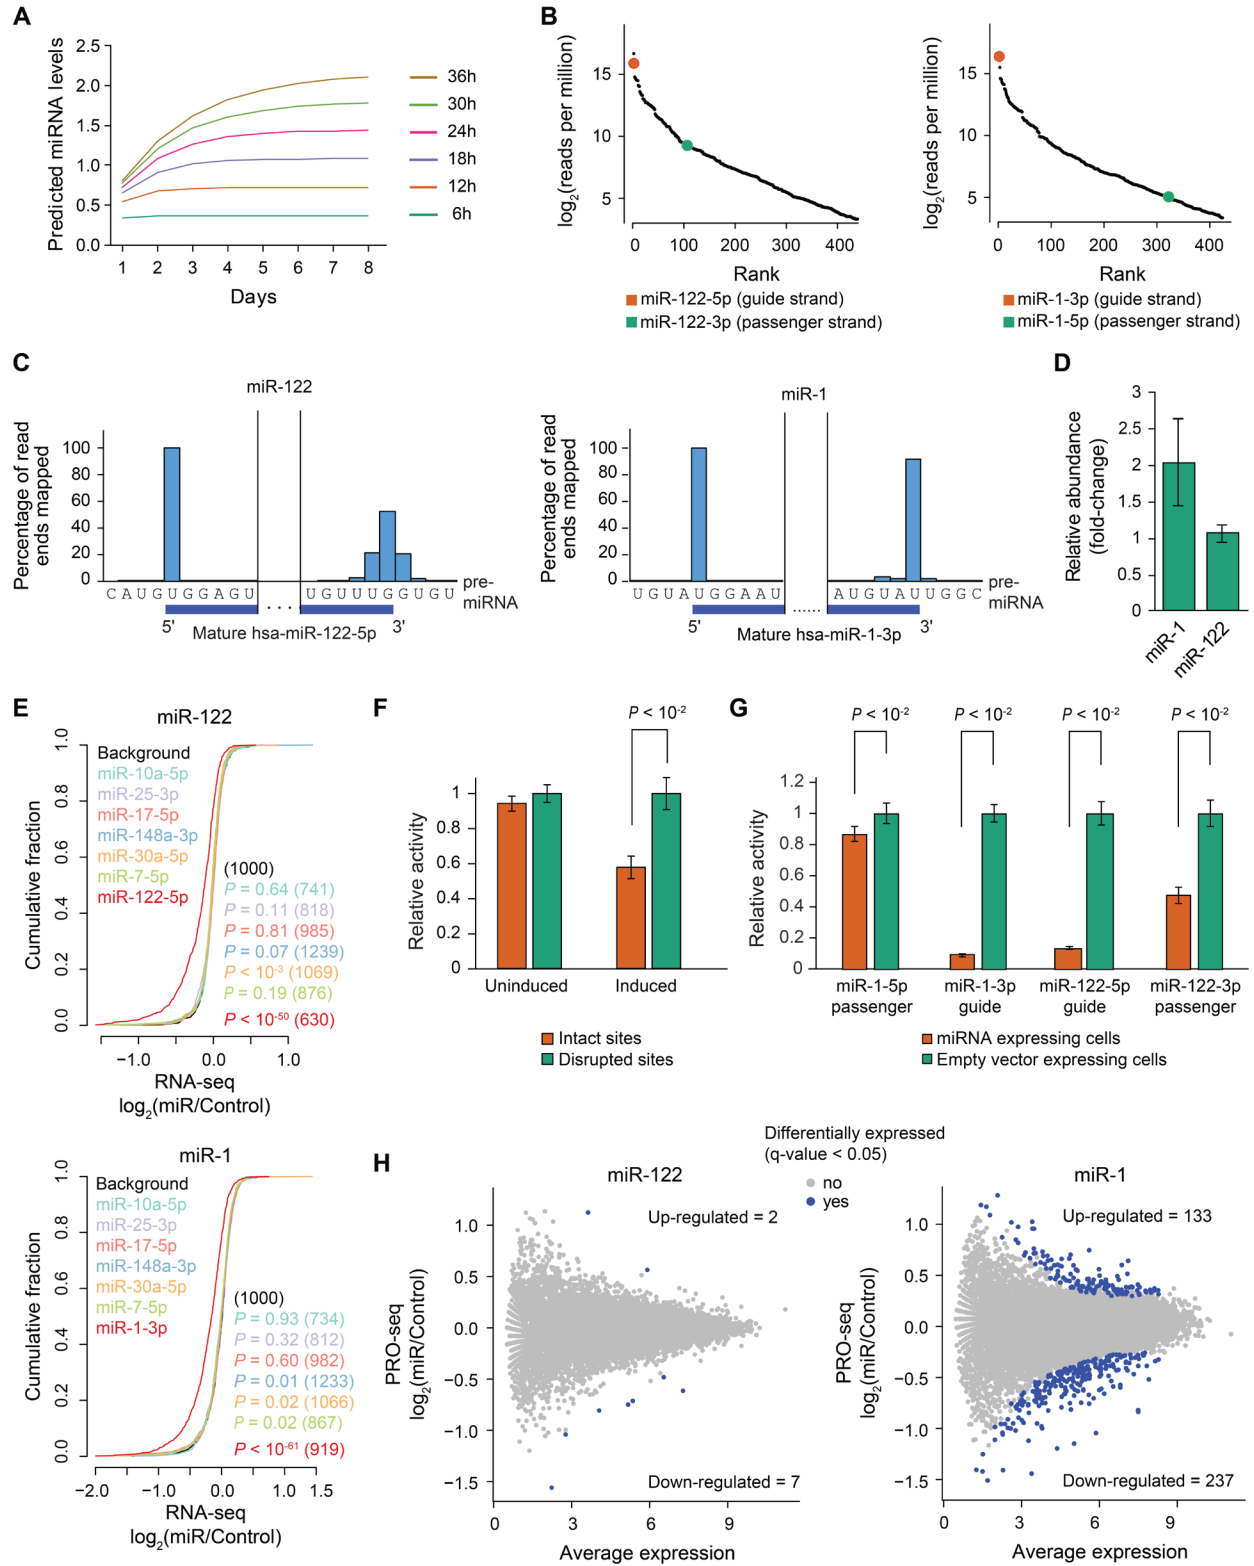

**Supplementary Figure S1. Analysis of expression level and processing of induced miRNAs.**

(A) Line graph depicting modeling of steady-state levels (x-axis) for miRNAs with different

half-lives (color-coded). **(B)** Expression profiling of miRNAs in cells expressing miR-122 (left) or miR-1 (right) using small RNA-seq. **(C)** Bar plots representing relative levels of alternative isoforms of the mature guide strands of miR-122 (left) and miR-1 (right). The percentages of 5' end (left of each chart) and 3' end (right of each chart) of small RNA-seq reads mapping to the pre-miRNA are plotted. The sequence of the pre-miRNA is shown below each bar, with the 5' and 3' ends of the mature strand depicted by the blue bar. **(D)** qPCR quantification of relative levels of induced miRNAs compared to the most highly detected endogenous miRNA, miR-10. Absolute levels of each miRNA were determined using a standard curve. The error bars represent standard deviation across six replicates. **(E)** Cumulative distribution plots of RNA-seq changes for predicted strong targets (TargetScan context++ score < -0.2) of endogenous miRNAs in response to miR-122 (top) or miR-1 (bottom). The predicted strong targets of highly-detected endogenous miRNAs (small RNA-seq) and the cognate miRNA were compared with 1000 randomly selected genes (background). The P value and number of genes in each set (parentheses) are indicated by color. **(F)** Luciferase reporter assays to monitor induced miRNA efficacy. The reporter construct contains two miR-1 3'UTR target sites, or mutant target sites, and was assayed in cells with and without miR-1 induction. The errors bars represent standard deviation across six replicates. **(G)** Luciferase reporter assays to evaluate loading of the correct miRNA strand (guide strand). The reporter constructs contained a target site perfectly matched to the complete sequence of either the guide or passenger strand of miR-1 or miR-122, and were assayed in cells with or without the expression of cognate miRNA. The errors bars represent standard deviation across six replicates. **(H)** MA plots representing change in transcriptional output (measured with PRO-seq) upon induction of miR-122 (left) or miR-1 (right) compared to control. Significantly changing genes are colored in blue. The number of up-regulated and down-regulated genes are indicated.

**Supplementary Figure S2**

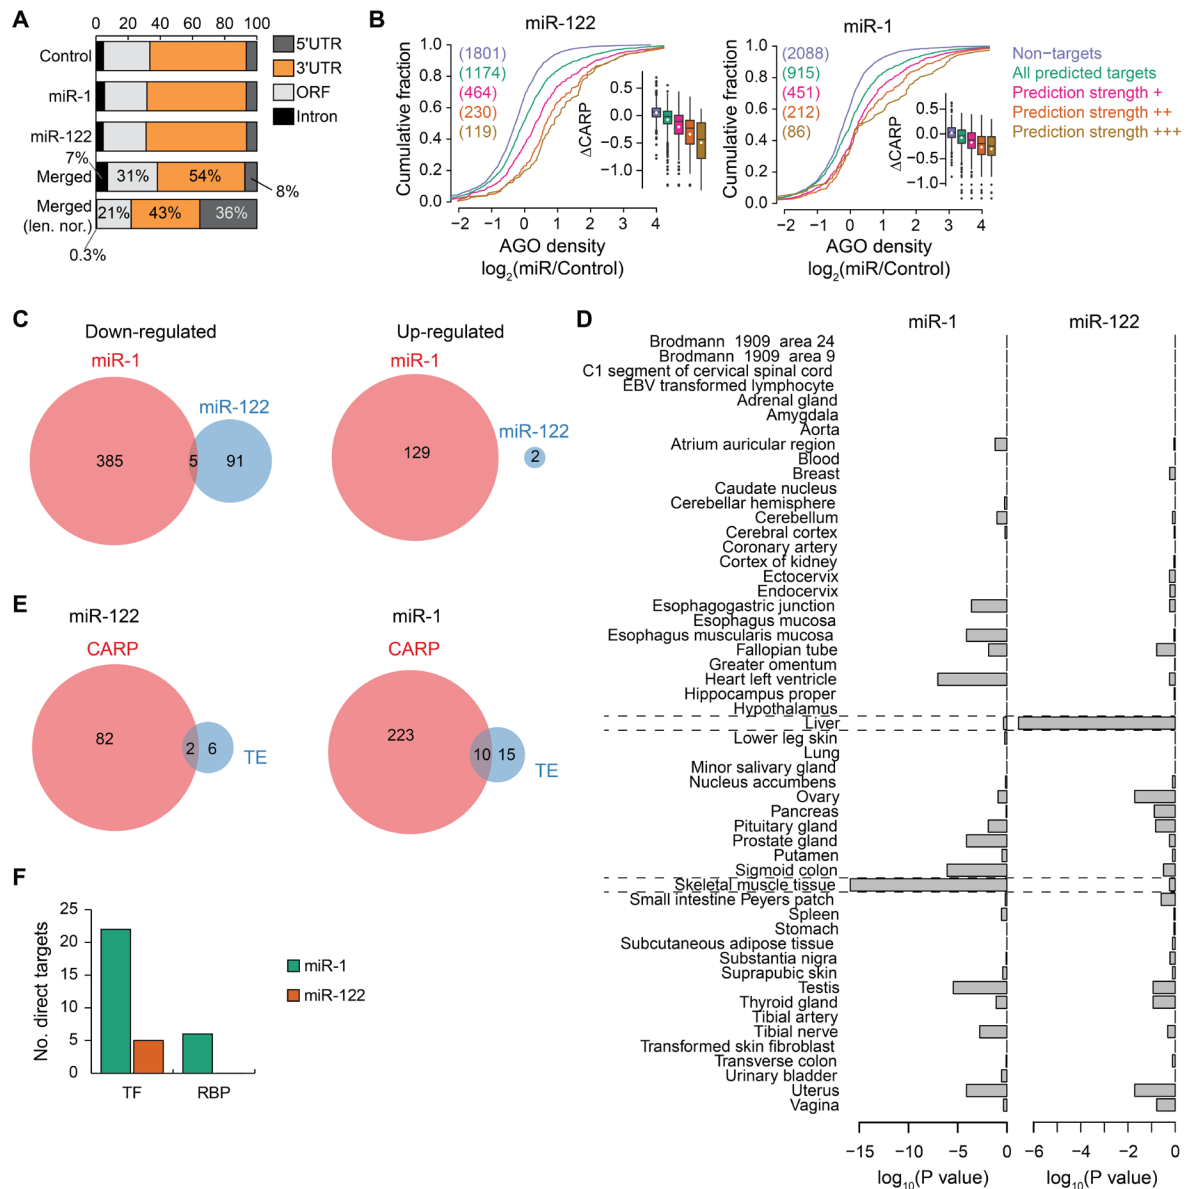

**Supplementary Figure S2. Quality filtering of AGO eCLIP data and efficacy of CARP and EISA.** (A) Stacked bar plots representing fractions of AGO eCLIP peaks in the 5'UTR, 3'UTR, ORF and intron for cells expressing miR-1, miR-122, or the empty vector control, after performing IDR analysis. Fractions after normalizing for sequence space for each region are also included (Merged len. nor.). (B) Cumulative distribution plots depicting increase in relative AGO density  $\log_2(\text{miR}/\text{Control})$  at eCLIP peaks in cells expressing miR-122 (left) or miR-1 (right) with increasing prediction strength of targets. The insets represent post-transcriptional regulation of targets ( $\Delta\text{CARP}$ , y-axis) with increasing prediction strength of targets. The prediction strengths +, ++ and +++ correspond to sets targets with context++ score  $< -0.1$ ,  $< -0.2$  and  $< -0.3$ , respectively (C) Venn diagrams depicting overlap of genes post-transcriptionally down-regulated (left) or up-regulated (right) in response to miR-1 and miR-122. (D) Tissue-

specificity analysis of CARP-identified direct targets. Bar plots represent P values for testing whether the direct targets of miR-1 (left) or miR-122 (right) are down-regulated compared to 5,000 randomly selected genes in each of the 53 tissues from GTEx (y-axis). The P values are calculated using one-sided Wilcoxon rank sum test and corrected using the Benjamini-Hochberg method. (E) Venn diagrams comparing number of predicted targets (including strong and weak) exhibiting significant repression either at the level of mRNA stability (measured using CARP) or at translation (measured using ribosome profiling). 

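The Venn diagrams set CARP, which compares RNA-seq with PRO-seq to isolate post-transcriptional changes, against translational efficiency, the change in ribosome footprints relative to matched RNA. A gene in the overlap was lower in both measures. In the deposited counts, all 22 genes with lower translational efficiency under miR-122 and all 77 under miR-1 moved in the same direction in both replicate pairs. They were selected for a significant change, so this shows no stability of its own.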

(F) Number of direct targets of miR-1 or miR-122 that code for putative transcription factors (TF; as defined in CIS-BP (1)) or RNA binding proteins (RBP; as defined in ATtRACT (2)).

Supplementary Figure S3

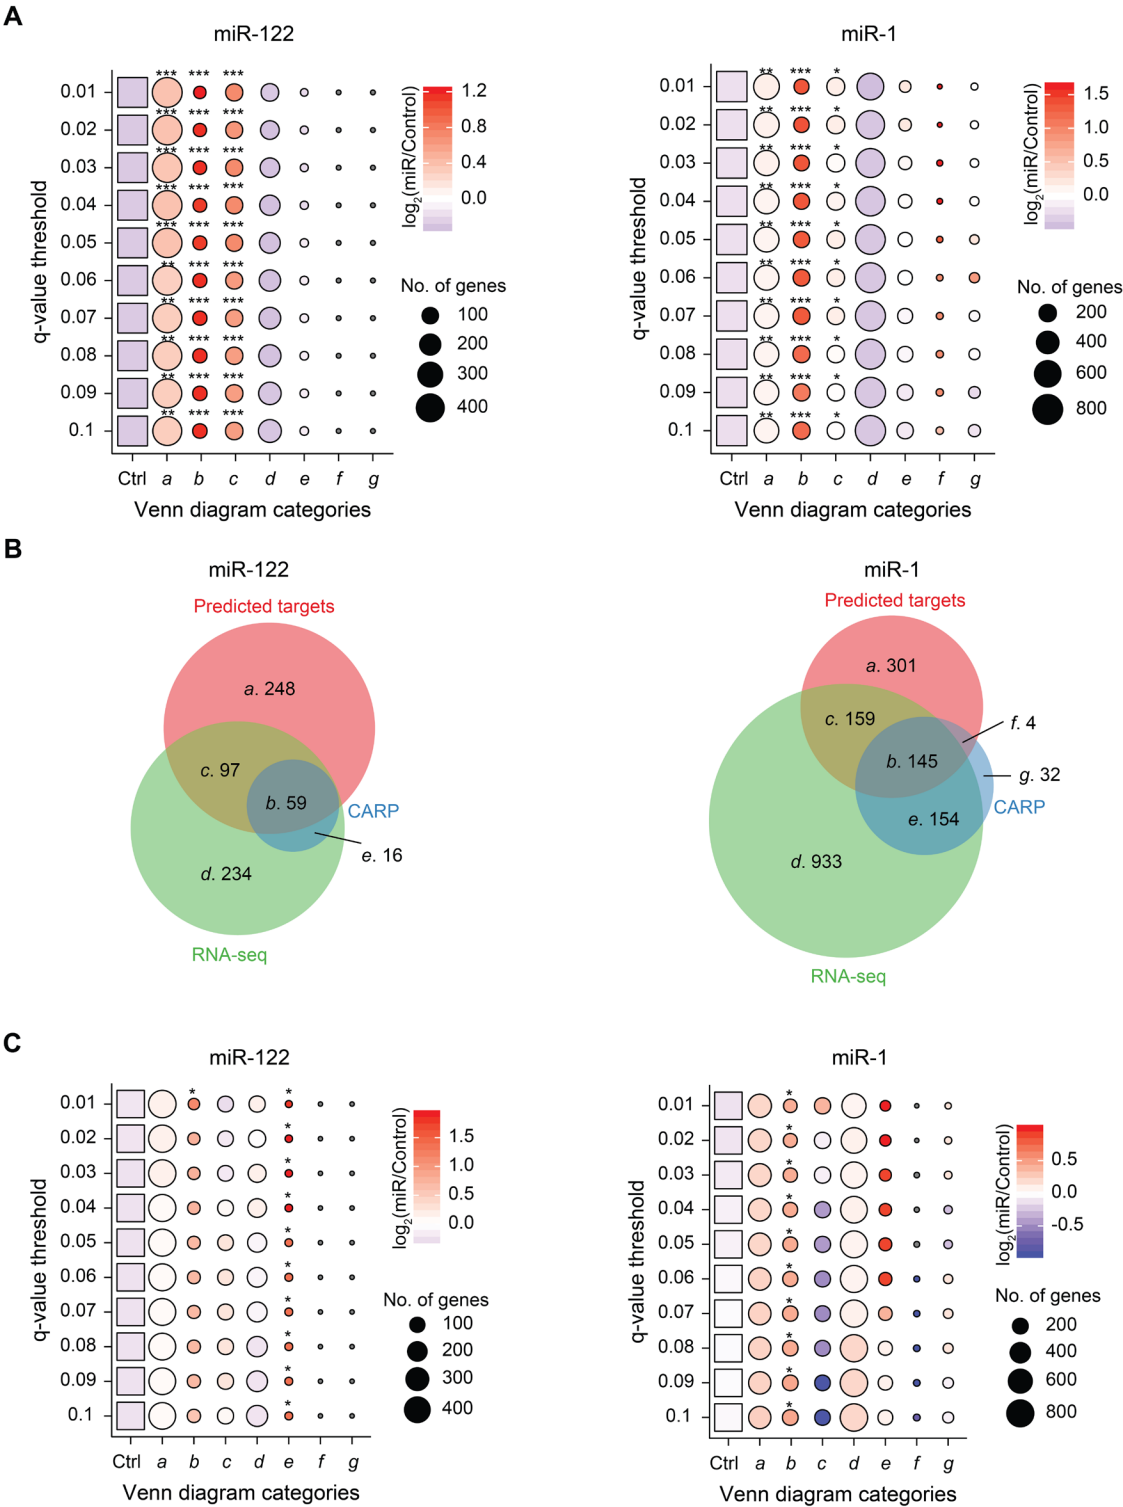

**Supplementary Figure S3. Robustness of CARP across different significance thresholds and alternative polyadenylation status. (A)** Relative AGO density and number of significantly

post-transcriptionally repressed genes across a range of q-value thresholds for miR-122 (left) and miR-1 (right) for each Venn diagram category *a-g* (as described in Figure 3A). The blue-red color gradient represents median of relative AGO density ( $\log_2(\text{miR}/\text{Control})$ ) at eCLIP peaks within 3'UTRs, and the size of each bubble depicts number of genes within each gene-set. The relative AGO density for every gene-set (bubble) for a given q-value threshold was compared to the relative AGO density for the corresponding control set (square); the control set is as described in Figure 3B, but for different q-value thresholds. P values are indicated as follows: \*P < 0.01, \*\*P <  $10^{-5}$ , \*\*\*P <  $10^{-10}$ . **(B)** Venn diagrams are identical to those in Figure 3A, except that the predicted strong targets that lost predicted target sites due to alternative cleavage and polyadenylation (predicted using GETUTR (3)) are excluded. **(C)** Same as in A, but representing relative AGO density at eCLIP peaks in the ORF.

**Supplementary Figure S4**

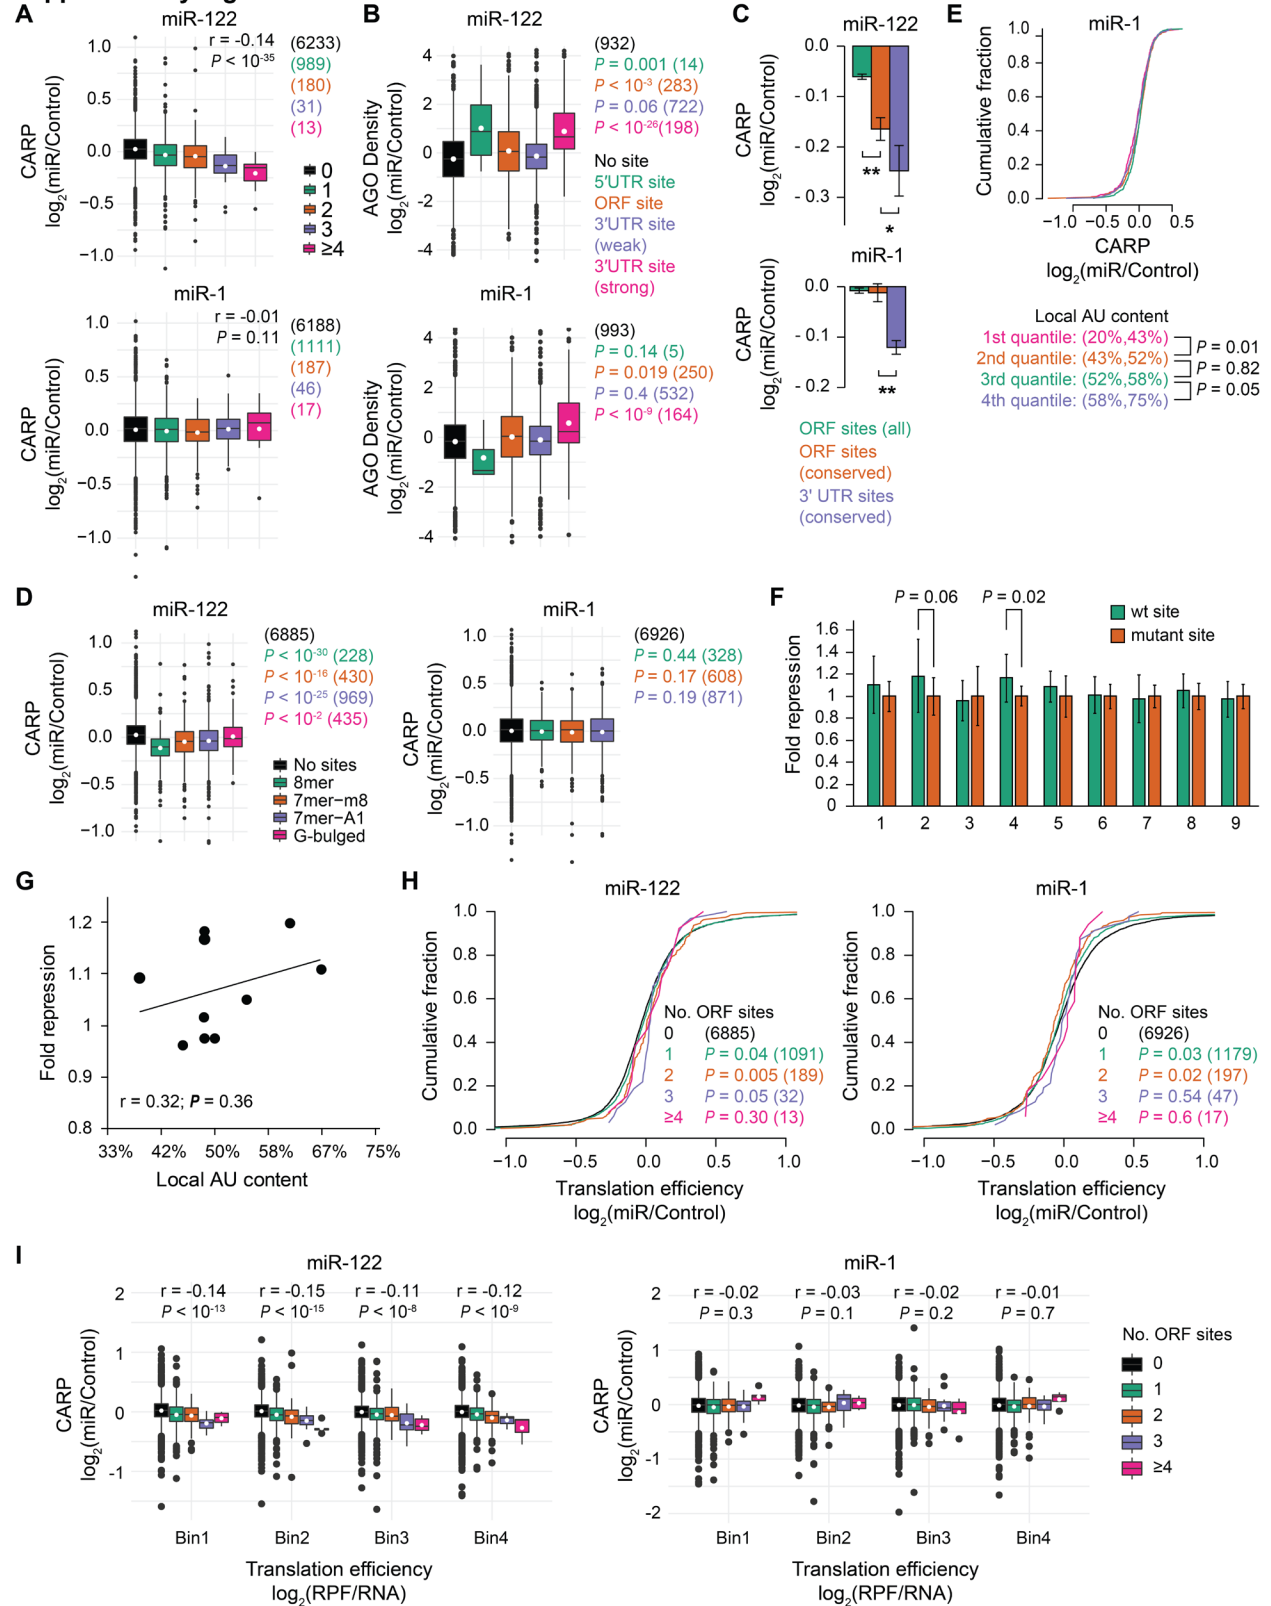

**Supplementary Figure S4. Evaluation of ORF site efficacy.** (A) Boxplots depicting change in post-transcriptional regulation (CARP, y-axis) for genes with increasing number of predicted

ORF sites to miR-122 (top) or miR-1 (bottom). Genes that contain predicted 3'UTR sites are excluded. Number of genes in each set are indicated in parentheses. Pearson correlation coefficients ( $r$ ) and P values ( $P$ ) between number of predicted ORF sites and change in post-transcriptional regulation are indicated. **(B)** Relative AGO density (miR/Control) at eCLIP peaks in different regions of an mRNA. Each set contains genes with predicted target sites (matches to 8mer, 7mer-m8 or 7mer-A1 site motifs) exclusively in that region. Each set was compared to the set of genes containing no sites. The P values and number of genes in each set (parentheses) are indicated. **(C)** Bar plots depicting median change in post-transcriptional regulation of genes in response to miR-122 (top) or miR-1 (bottom). The activities of genes containing predicted sites in ORF (as described in Figure 4A), predicted conserved sites in ORF (PACCMIT-CDS:  $P_{SH} < 0.05$ ) or predicted conserved sites in 3'UTR (TargetScan:  $Pct > 0.3$ ) were normalized by the median change observed for genes without any predicted target sites. The error bars represent standard error. P values are indicated as follows:  $*P < 0.05$ ,  $**P < 10^{-4}$ . **(D)** Post-transcriptional changes mediated by different types of predicted target sites within the ORF. Genes that contain predicted 3'UTR sites are excluded. Each set was compared to the set of genes containing no sites. The P value and number of genes in each set (parentheses) are indicated. **(E)** Relationship between post-transcriptional regulation and local AU content around predicted miR-1 ORF sites, as described in Figure 4B. **(F)** Luciferase reporter assays to assess the efficacy of additional candidate miR-122 ORF sites (1-9), plotted as described in Figure 4C ( $n=12$ ). **(G)** Scatter plot indicating relationship between local AU content (as described in Figure 4B) and fold repression from Figure 4C and Supplementary Figure S4F. A linear fit to the data (black line), Pearson correlation coefficient ( $r$ ) and the associated P value are indicated. **(H)** Cumulative distribution plots of translational efficiency of genes containing increasing numbers of predicted ORF sites for miR-122 (left) or miR-1 (right). Genes that contain predicted 3'UTR sites are excluded. **(I)** Evaluation of ORF site efficacy for genes with various levels of translation. Genes were grouped into four equal size bins according to the translational efficiency (calculated by normalizing ribosome protected fragments (ribosome profiling) with mRNA levels (RNA-seq)) and their post-transcriptional regulation (CARP; y-axis) is plotted as a function of different numbers of predicted ORF sites. Pearson correlation coefficients ( $r$ ) and P values ( $P$ ) between number of predicted ORF sites and change in post-transcriptional regulation are indicated.

## Supplementary Figure S5

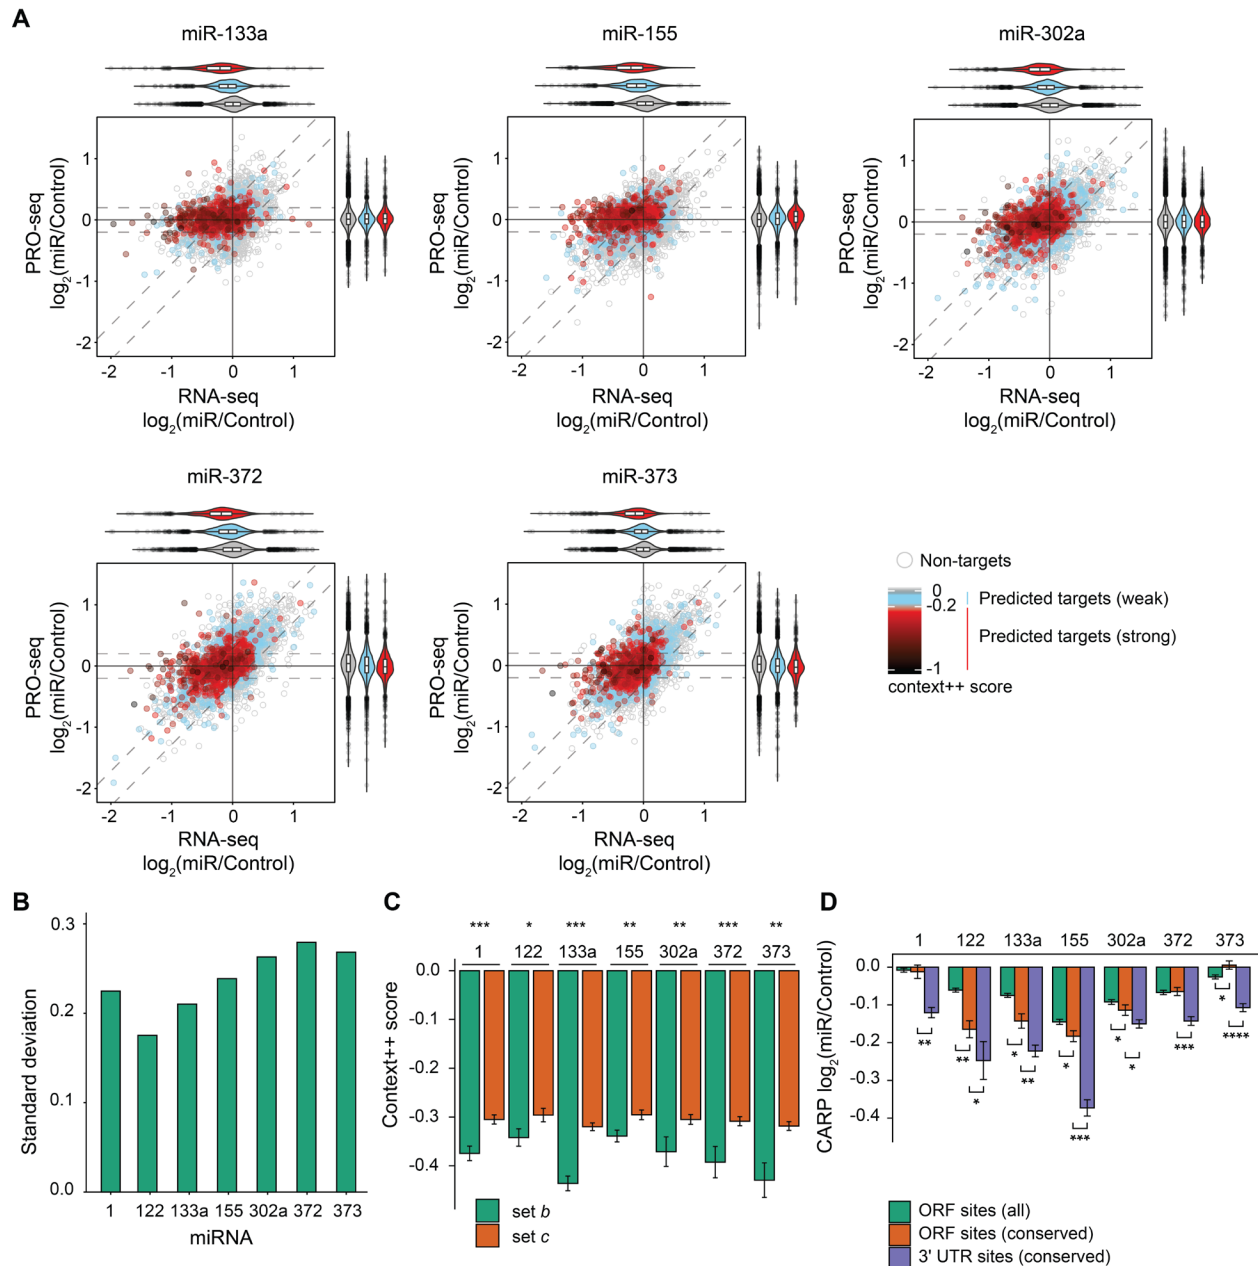

**Supplementary Figure S5. Post-transcriptional and transcriptional regulation mediated by different miRNAs used in this study. (A)** Dot plots depicting changes in mRNA abundance and transcriptional output for miR-133a, miR-155, miR-302a, miR-372 and miR-373, otherwise as described in Figure 1C. **(B)** Degree of transcriptional regulation as measured using standard deviation of changes in transcriptional output in response to specific miRNAs (PRO-seq  $\log_2(\text{miR}/\text{Control})$ ) across all genes. **(C)** Median TargetScan prediction efficacy (context++ score) for set *b* and set *c* genes; these sets correspond to the Venn diagram categories depicted in Figure 5B. P values are indicated as follows: \* $P < 0.05$ , \*\* $P < 0.005$ , \*\*\* $P < 0.0005$ . **(D)** Bar

plots depicting median change in post-transcriptional regulation of genes in response to different miRNAs, same as described in panel S4C. P values are indicated as follows: \*P < 0.05, \*\*P < 10<sup>-4</sup>, \*\*\*P < 10<sup>-8</sup>, \*\*\*\*P < 10<sup>-12</sup>.

**Supplementary Figure S6**

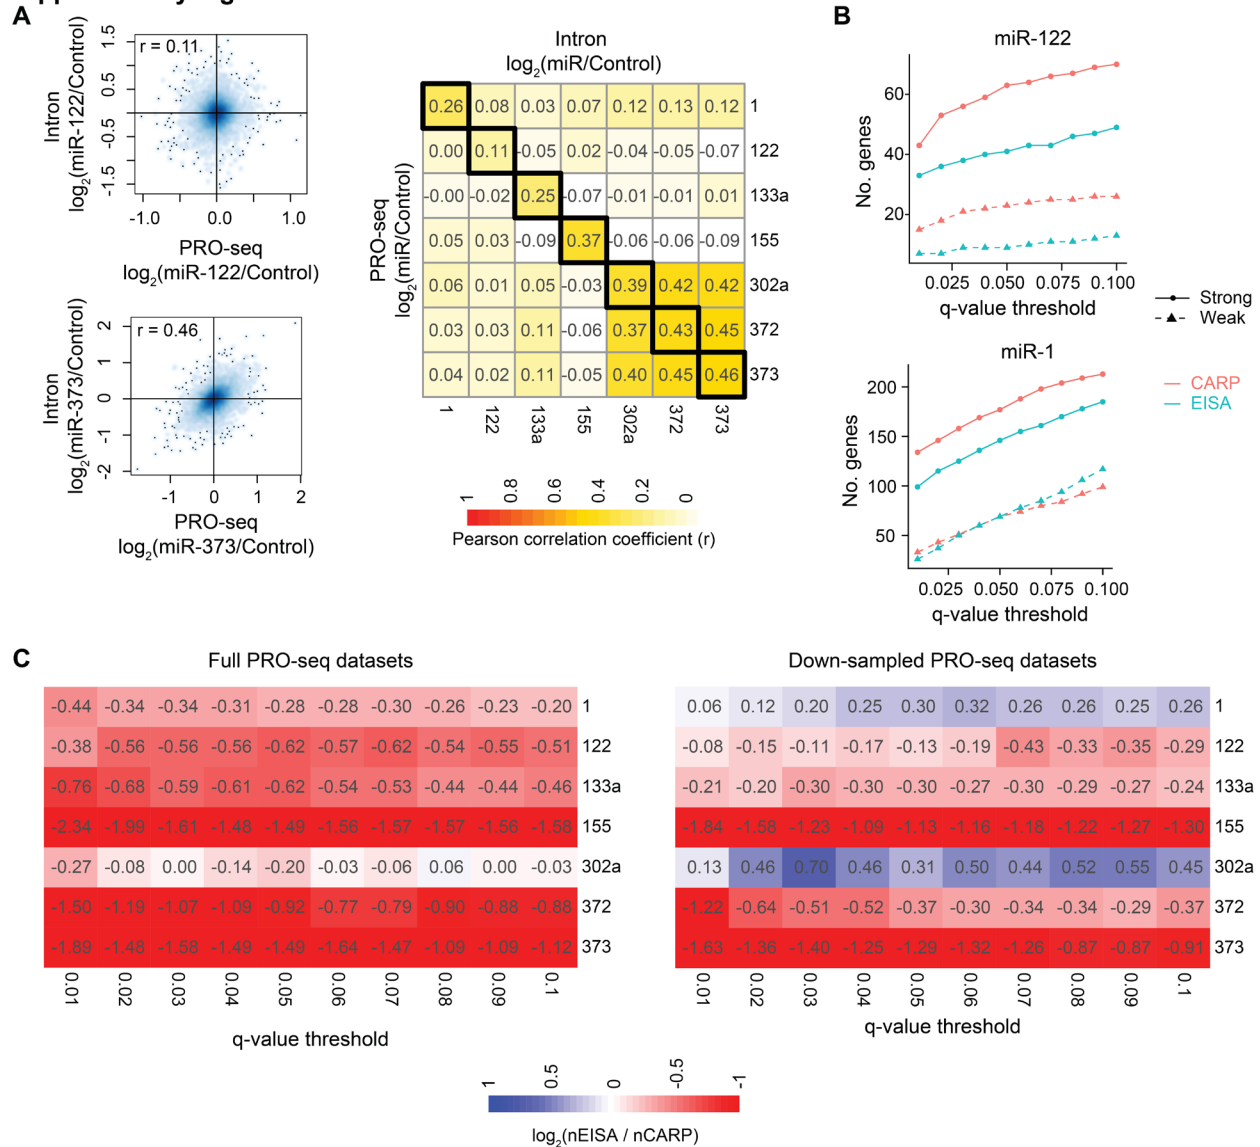

**Supplementary Figure S6. Comparison between efficacy of CARP and Exon-intron split analysis.** (A) Scatter plots comparing change in transcriptional output as measured using PRO-seq (x-axis) or as inferred using intronic reads (y-axis) in response to miR-122 (top) or miR-373 (bottom). Dark blue to light blue color gradient depicts high to low density of data points. The points represent outliers of the density estimation model. Pearson correlation coefficients ( $r$ ) are indicated for each comparison. Heatmap (right) summarizes Pearson correlation coefficients for all possible combinations of miRNAs used in this study. The diagonal includes correlations for same miRNAs between the two methods. (B) The number of predicted targets (strong and weak) that are significantly repressed at post-transcription in cells expressing miR-122 (top) or miR-1 (bottom) compared to control cells for a range of significance ( $q$ -value) thresholds according to CARP (red) or EISA (blue). (C) Heatmaps summarizing the differences between CARP and EISA (as in B) for predicted strong targets of all miRNAs used in this study either using the full

PRO-seq datasets (left) or the down-sampled PRO-seq data to match the sequencing depth of intron data (right). The color key represents ratio ( $\log_2$ ) of number of predicted strong targets that are identified as post-transcriptionally repressed using EISA (nEISA) and the number of those identified using CARP (nCARP).

## Supplementary Figure S7

**A**

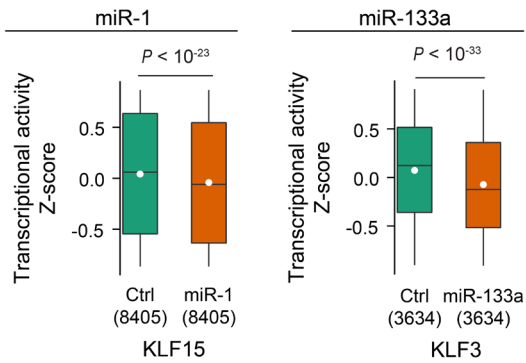

**B**

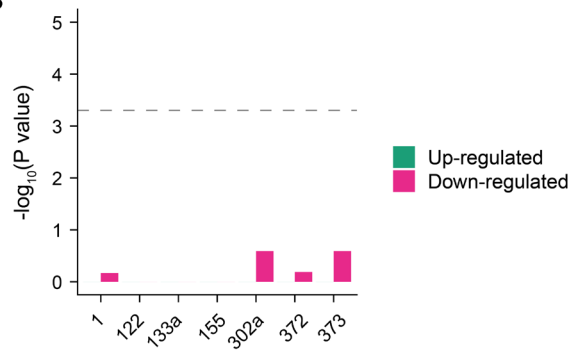

**Supplementary Figure S7. Analysis of transcriptional regulation in response to miRNA. (A)** Distributions of relative (z-scored) transcriptional activity at putative binding sites of respective transcription factors in control cells and cells expressing miR-1 (left) or miR-133a (right). Otherwise same as Figure 6D. **(B)** Enrichment of predicted sites in promoters (see methods) of transcriptionally up- or down-regulated genes ( $q\text{-value} < 0.05$ ) compared to that of 5,000 randomly selected genes. The enrichment P values are calculated using one-sided binomial test and are depicted using a bar graph.

**Supplementary Table S1.** Sequences of miRNA hairpins that were introduced into the miRNA-expression cassette, with the XbaI site at the 5' end and the XmaI site at the 3' end. The backbone of the hairpins is adopted from one of the hairpins ("A5") used in (4). The underlined nucleotides indicate expected mature miRNA 5p and 3p sequences.

>Hsa-miR-1

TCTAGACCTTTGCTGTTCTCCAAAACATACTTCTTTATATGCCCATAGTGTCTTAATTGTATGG  
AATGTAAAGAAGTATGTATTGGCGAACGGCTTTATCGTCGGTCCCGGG

>Hsa-miR-122

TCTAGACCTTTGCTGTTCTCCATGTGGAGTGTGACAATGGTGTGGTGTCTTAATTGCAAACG  
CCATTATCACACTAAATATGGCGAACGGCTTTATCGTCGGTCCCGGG

>Hsa-miR-133a

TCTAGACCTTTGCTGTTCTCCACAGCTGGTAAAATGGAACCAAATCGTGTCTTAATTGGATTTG  
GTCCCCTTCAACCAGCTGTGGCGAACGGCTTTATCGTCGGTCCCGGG

>Hsa-miR-155

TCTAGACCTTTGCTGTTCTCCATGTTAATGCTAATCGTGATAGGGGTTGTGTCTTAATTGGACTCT  
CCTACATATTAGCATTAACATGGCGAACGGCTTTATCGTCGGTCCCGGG

>Hsa-miR-302a

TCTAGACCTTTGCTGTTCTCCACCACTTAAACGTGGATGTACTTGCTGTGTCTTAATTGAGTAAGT  
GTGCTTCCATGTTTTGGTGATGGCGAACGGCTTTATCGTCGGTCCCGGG

>Hsa-miR-372

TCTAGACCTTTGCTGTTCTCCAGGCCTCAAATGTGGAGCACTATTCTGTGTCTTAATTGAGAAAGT  
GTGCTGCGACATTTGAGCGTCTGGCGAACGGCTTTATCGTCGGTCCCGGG

>Hsa-miR-373

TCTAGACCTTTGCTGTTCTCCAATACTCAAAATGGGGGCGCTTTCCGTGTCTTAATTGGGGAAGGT  
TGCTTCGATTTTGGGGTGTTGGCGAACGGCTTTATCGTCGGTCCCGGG

**Supplementary Table S2.** Oligos and primers used for qPCR (Supplementary Figure S1D).

**RT primer:**

Uni. RT primer 5'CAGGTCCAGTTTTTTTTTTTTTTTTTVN

**Universal reverse primer:**

Uni. miRPCR\_rv 5'CAGGTCCAGTTTTTTTTTTTTTTTTT

**MiRNA-specific forward primers:**

miR1-3p\_fwWTail 5'GCAGTGGAATGTAAAGAAGTA

miR122-5p\_fwWTail 5'ACAGTGGAGTGTGACAATG

miR10-5p\_fwWTail 5'AGTACCCTGTAGATCCGAA

Inert2.2-5p\_fwWTail 5'CAGTAAAAATCGCGTGGAT

**Synthetic templates for standard curve:**

miR1-3p\_annotEnd\_synTplt

5'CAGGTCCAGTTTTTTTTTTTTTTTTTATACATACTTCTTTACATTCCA

miR122-5p\_annotEnd\_synTplt

5'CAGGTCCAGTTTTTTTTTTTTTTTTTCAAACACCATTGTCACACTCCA

miR10-5p\_annotEnd\_synTplt

5'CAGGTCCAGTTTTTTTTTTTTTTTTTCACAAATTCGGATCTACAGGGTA

Inert2.2-5p\_annotEnd\_synTplt

5'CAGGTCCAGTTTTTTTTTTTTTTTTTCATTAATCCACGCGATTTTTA

**Spike-in RNA oligo:**

Inert2.2-5p 5'UAAAAAUCGCGUGGAUUAUG

**Supplementary Table S3.** DNA sequence of 3'UTR fragments cloned downstream of luciferase for assays in Supplementary Figure S1F. The SacI site is at the 5' end and the XbaI site at the 3' end. The underlined nucleotides represent miR-1 sites.

>miR-1 WT sites: GLCCI1 SacI-XbaI [pAG76]

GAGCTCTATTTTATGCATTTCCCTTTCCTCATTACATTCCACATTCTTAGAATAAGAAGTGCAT  
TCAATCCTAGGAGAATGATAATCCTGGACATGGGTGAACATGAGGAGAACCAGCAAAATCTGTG  
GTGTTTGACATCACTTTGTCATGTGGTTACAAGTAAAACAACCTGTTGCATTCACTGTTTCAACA  
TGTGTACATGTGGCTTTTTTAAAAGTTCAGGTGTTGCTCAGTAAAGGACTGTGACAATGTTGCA  
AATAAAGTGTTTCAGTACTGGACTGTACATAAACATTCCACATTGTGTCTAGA

>miR-1 disrupted sites: GLCCI1 SacI-XbaI [pAG77]

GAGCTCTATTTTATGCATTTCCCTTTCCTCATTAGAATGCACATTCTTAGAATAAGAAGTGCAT  
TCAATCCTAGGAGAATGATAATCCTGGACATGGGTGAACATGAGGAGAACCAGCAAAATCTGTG  
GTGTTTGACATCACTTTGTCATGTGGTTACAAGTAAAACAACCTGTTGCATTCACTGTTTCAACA  
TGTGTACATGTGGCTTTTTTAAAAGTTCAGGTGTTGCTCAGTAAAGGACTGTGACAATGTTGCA  
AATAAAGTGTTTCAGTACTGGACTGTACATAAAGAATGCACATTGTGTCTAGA

**Supplementary Table S4.** DNA sequences cloned downstream of luciferase, used as siRNA-type (fully complementary) target sites for assays in Supplementary Figure S1G. The XbaI site is at the 5' end and the SalI site at the 3' end.

>hsa-miR-1-1\_5p  
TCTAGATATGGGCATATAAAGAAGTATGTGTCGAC

>hsa-miR-1-1\_3p  
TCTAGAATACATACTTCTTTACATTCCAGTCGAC

>hsa-miR-122\_5p  
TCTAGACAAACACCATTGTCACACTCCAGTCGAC

>hsa-miR-122\_3p  
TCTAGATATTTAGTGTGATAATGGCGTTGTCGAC

**Supplementary Table S5.** Luciferase reporter sequences for miR-122 ORF site assays in Figure 4C and Supplementary Figure S4F. Shown below is the firefly luciferase ORF sequence (from pmirGLO) with the inserted linker sequence (encoding for amino acids GGGSGGGS) underlined. The asterisk denotes where the endogenous coding regions containing miR-122 ORF sites were inserted. The inserted sequences (for both the wildtype and mutant target site) are listed below, along with gene names.

>pmirGLO\_fireflyLucCDS\_withLinker

```
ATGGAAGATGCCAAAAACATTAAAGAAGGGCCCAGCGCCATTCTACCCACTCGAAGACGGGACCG
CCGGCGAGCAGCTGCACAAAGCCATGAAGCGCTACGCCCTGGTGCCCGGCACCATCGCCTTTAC
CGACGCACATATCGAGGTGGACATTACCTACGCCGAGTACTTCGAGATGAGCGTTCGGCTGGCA
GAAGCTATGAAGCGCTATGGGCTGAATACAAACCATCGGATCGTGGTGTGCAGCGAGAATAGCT
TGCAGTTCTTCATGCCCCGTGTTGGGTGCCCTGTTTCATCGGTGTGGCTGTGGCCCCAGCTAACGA
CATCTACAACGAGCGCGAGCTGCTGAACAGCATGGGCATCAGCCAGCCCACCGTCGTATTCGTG
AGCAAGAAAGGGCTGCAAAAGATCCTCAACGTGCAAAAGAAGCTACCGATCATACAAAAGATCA
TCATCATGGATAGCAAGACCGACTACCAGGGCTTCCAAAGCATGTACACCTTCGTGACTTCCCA
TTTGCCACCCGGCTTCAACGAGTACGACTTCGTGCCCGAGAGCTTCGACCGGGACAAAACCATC
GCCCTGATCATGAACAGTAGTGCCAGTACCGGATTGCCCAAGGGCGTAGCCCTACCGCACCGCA
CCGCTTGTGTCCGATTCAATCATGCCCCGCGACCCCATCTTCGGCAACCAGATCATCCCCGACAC
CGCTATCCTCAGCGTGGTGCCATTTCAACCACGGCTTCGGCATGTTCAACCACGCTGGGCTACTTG
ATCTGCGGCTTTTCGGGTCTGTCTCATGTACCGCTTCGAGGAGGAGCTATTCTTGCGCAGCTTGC
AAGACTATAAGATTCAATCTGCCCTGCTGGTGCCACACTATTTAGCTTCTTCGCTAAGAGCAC
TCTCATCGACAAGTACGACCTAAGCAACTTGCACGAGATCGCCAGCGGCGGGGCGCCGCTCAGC
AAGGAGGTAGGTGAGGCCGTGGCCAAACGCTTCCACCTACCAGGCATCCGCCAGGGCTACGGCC
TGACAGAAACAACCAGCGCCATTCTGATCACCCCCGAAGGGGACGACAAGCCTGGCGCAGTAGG
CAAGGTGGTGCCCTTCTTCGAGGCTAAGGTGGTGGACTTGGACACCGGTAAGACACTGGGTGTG
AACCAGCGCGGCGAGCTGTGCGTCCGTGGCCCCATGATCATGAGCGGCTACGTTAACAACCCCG
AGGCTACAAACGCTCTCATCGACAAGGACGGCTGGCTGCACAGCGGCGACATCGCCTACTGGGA
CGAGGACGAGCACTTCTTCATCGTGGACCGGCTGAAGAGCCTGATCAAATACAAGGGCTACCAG
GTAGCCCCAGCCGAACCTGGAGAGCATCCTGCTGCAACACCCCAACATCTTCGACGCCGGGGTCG
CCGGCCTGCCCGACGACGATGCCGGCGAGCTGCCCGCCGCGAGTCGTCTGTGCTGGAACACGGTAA
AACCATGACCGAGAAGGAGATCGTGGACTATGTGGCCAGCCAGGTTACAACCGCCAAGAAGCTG
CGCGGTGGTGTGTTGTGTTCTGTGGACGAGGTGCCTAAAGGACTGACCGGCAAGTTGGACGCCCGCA
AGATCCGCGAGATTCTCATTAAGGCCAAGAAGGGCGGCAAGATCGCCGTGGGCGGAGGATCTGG
AGGCGGATCT*TAA
```

>site1\_SAMD15\_wt; target site is underlined

```
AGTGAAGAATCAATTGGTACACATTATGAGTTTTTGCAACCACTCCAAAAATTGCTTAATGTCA
GTGAAGAATGCTCA
```

>site1\_SAMD15\_mut; target site is underlined

```
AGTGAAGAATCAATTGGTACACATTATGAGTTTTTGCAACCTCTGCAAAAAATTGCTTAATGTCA
GTGAAGAATGCTCA
```

>site2\_BACH1\_wt; target site is underlined

```
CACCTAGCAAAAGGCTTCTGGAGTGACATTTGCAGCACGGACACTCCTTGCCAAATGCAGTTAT
CACCTGCTGTGGCC
```

>site2\_BACH1\_mut; target site is underlined

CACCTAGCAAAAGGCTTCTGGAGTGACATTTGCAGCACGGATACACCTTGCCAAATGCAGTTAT  
CACCTGCTGTGGCC

>site3\_CUX1\_wt; target site is underlined

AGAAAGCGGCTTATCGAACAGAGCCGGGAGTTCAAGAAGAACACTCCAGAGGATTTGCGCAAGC  
AGGTAGCGCCGCTG

>site3\_CUX1\_mut; target site is underlined

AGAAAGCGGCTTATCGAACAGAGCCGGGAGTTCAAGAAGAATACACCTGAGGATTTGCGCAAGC  
AGGTAGCGCCGCTG

>site4\_CARD6\_wt; target site is underlined

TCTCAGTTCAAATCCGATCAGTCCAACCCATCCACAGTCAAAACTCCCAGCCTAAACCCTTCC  
ATTCTGTGCCCTCT

>site4\_CARD6\_mut; target site is underlined

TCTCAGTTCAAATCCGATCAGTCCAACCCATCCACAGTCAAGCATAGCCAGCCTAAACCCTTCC  
ATTCTGTGCCCTCT

>site5\_DCHS1\_wt; target site is underlined

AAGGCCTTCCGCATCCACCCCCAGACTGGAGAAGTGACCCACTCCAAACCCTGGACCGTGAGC  
AGCAGAGCAGCTAT

>site5\_DCHS1\_mut; target site is underlined

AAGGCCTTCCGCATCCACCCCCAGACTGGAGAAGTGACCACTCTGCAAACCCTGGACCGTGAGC  
AGCAGAGCAGCTAT

>site6\_CYP24A1\_wt; target site is underlined

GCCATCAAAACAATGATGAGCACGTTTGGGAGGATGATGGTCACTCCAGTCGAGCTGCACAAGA  
GCCTCAACACCAAG

>site6\_CYP24A1\_mut; target site is underlined

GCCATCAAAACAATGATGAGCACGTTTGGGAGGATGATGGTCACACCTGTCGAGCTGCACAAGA  
GCCTCAACACCAAG

>site7\_CHGA\_wt; target site is underlined

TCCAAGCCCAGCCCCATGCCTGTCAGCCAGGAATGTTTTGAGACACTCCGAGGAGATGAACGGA  
TCCTTTCCATTCTG

>site7\_CHGA\_mut; target site is underlined

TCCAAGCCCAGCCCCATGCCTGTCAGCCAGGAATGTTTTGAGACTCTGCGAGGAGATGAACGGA  
TCCTTTCCATTCTG

>site8\_TWISTNB\_wt; target site is underlined

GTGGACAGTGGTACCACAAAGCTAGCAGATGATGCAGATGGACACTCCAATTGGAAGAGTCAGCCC  
TGCAGAATACTAAT

>site8\_TWISTNB\_mut; target site is underlined

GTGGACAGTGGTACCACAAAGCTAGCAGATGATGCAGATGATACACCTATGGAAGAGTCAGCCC  
TGCAGAATACTAAT

>site9\_SLC4A8\_wt; target site is underlined

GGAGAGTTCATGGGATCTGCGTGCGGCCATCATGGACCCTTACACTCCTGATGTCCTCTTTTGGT  
CCTGTATTCTCTTT

>site9\_SLC4A8\_mut; target site is underlined

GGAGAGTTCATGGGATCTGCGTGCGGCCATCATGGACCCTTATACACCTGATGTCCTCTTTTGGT  
CCTGTATTCTCTTT

>site10\_RWDD2A\_wt; Figure 4C; target site is underlined

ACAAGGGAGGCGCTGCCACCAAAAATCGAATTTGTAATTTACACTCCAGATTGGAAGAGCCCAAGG  
TGAAAATTGATTTG

>site10\_RWDD2A\_mut; Figure 4C; target site is underlined

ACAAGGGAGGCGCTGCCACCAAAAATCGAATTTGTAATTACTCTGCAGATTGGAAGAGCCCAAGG  
TGAAAATTGATTTG

**Supplementary Table S6.** Synthetic miRNA duplexes used for verifying miR-122 ORF sites in luciferase assays (Figure 4C and Supplementary Figure S4F).

inert2.2 (control miRNA mimic)

```
5'-UAAAAAUCGCGUGGAUUAUG-3'  
    |||||.||||..||||  
3'-UUAUUUUUGGCGCAUUUAAU-5'
```

hsa-miR-122

```
5'-UGGAGUGUGACAAUGGUGUUUG-3'  
    |  |||||  |||||  
3'-AUAAUCACACUAUUACCACAA-5'
```

**Supplementary Table S7.** Excel tables listing transcription factors and adjusted P values (FDR) for binding motif enrichment within dREG peaks exhibiting either increased (up) or decreased (down) transcriptional activity in response to respective miRNAs. Additional information includes, log<sub>2</sub>-transformed fold-changes in mRNA levels (RNA-seq log<sub>2</sub>(miR/control)) and post-transcriptional regulation (CARP log<sub>2</sub>(miR/control)) in response to respective miRNAs along with their significance q-values, and TargetScan context++ score for respective transcription factor genes.

## REFERENCES:

1. Weirauch, M.T., Yang, A., Albu, M., Cote, A.G., Montenegro-Montero, A., Drewe, P., Najafabadi, H.S., Lambert, S.A., Mann, I., Cook, K. et al. (2014) Determination and inference of eukaryotic transcription factor sequence specificity. *Cell*, 158, 1431-1443.
2. Giudice, G., Sanchez-Cabo, F., Torroja, C. and Lara-Pezzi, E. (2016) ATtRACT-a database of RNA-binding proteins and associated motifs. Database (Oxford), 2016.
3. Kim, M., You, B.H. and Nam, J.W. (2015) Global estimation of the 3' untranslated region landscape using RNA sequencing. *Methods*, 83, 111-117.
4. Fang, W. and Bartel, D.P. (2015) The Menu of Features that Define Primary MicroRNAs and Enable De Novo Design of MicroRNA Genes. *Mol Cell*, 60, 131-145.

How the deposited data were processed for this re-analysis (not part of the article)

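Ribosome footprints and matched RNA were measured in Flp-In T-REx 293 cells expressing miR-122, miR-1 or an empty vector, from 6 lysates, 2 per condition, giving 12 libraries. The authors trimmed adapters, removed rRNA reads, mapped the remaining reads to hg19 with TopHat and counted reads of the sense strand that lay fully in the coding region, leaving out its first and last nucleotides. The deposited values are these read counts per gene, one column per library, not normalized and not pooled. The authors' counting kept only reads above a mapping quality limit, so genes with near-identical copies can be undercounted. Every library column of the table was used. Conditions and replicate numbers came from the sample labels, which name the column of each library.

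Translational efficiency is the ratio of footprints to RNA, and its change was tested as the interaction of condition and assay in one model. edgeR (version 4.0.16, in R 4.3.3) was fitted to the 8 libraries of each miRNA and the control, with a mean for each of 4 groups. The likelihood ratio test of the interaction and the filter on low counts follow the paper's methods. The text of the methods does not name a normalization, and joint TMM over all libraries of a fit was used. Genes above 1 CPM in every library were kept. q-values were computed as Storey's estimate of the share of unchanged genes, by a spline with 3 degrees of freedom over lambda from 0.05 to 0.95, times the Benjamini-Hochberg value, because the package the paper used was not installed. Standard errors were computed from the log2 fold change and the likelihood ratio. The quasi-likelihood test of edgeR was run beside it. Changes in each replicate pair were computed from log2 CPM with a prior count of 0.5. The pairing of libraries by replicate number comes from the labels and joins separate lysates, while the footprint and RNA libraries of one lysate share a sample. The model was tested on simulated counts: the likelihood ratio test recovered 85.4% of the changed genes and DESeq2 77.3%, among 11018 genes. All changed genes were simulated with a log2 change of 1, so recovery of smaller changes is not known.

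Seed matches of miR-122 and miR-1 (8mer, 7mer-m8 and 7mer-A1) were counted in the 3'UTR and ORF of transcripts of a GENCODE annotation lifted to GRCh37, a later release than the one the authors used. A coding transcript was found for 18653 of the 19825 genes, and a gene symbol for 19207. Gene positions are those of the same annotation. Seed matches stood in for TargetScan predictions across the genome, since scores were used only for the transcription factors of Supplementary Table S7. Of the transcription factors predicted there, 69.6% for miR-122 and 80.1% for miR-1 had a seed match. Older symbols were matched through synonyms of an NCBI gene table of assembly GRCh38.p14, used for names alone. CARP was taken from the same supplementary table and was not recomputed. PRO-seq, AGO eCLIP-seq and the paper's other RNA-seq libraries were not analysed here.

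Sets of genes were compared with background genes by the difference of medians and a two-sided Wilcoxon rank-sum test, exact where a set had fewer than 10 genes, with limma's camera (version 3.58.1) as an alternative that allows for correlation between genes. camera was run at its default, a preset correlation that was not estimated from these data. Its effect on p therefore grows with the size of the set. Adjusted p-values are Benjamini-Hochberg values within a family of 8 tests for 3'UTR sites, 20 for ORF sites, 20 for transcription factors and 4 for sites of the other miRNA. The trend over ORF sites was tested by 100000 permutations. Genes were named by a rule set before the data were examined: every gene the paper names with either miRNA, the transcription factors repressed in CARP, and for each miRNA the 3 genes with the smallest p that fell, that rose, and that fell with a 3'UTR site, among those at q below 0.05 that moved the same way in both pairs. Not all of these genes are printed. Of the 15 genes the paper names, all were tested for miR-122 and 13 for miR-1 (OSMR and TAL1 were not), and translational efficiency passed the threshold for CUX1 with miR-1 alone. Of the CARP-repressed transcription factors, 4 were tested for miR-122 and 9 of 10 for miR-1, and PAX3 with miR-1 alone passed.

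The alternatives were DESeq2 (version 1.42.0), other scalings, other filters on low counts, Benjamini-Hochberg values, all libraries in one fit, a block for the replicate number or the lysate, other thresholds, means for medians, sites in any transcript and each lysate left out. DESeq2's independent filtering left out 10441 of 11220 genes in the miR-122 test of translational efficiency and 8409 of 11122 in the miR-1 test, and these genes were counted as not called. Scripts in Python 3.11.15 used scipy 1.17.1. With 2 lysates per condition, the number of replicates and the depth of the RNA libraries, from 3560682 to 4955710 counts, limit the precision of every change in translational efficiency. No split of the samples into other groups was tested, because each group had 2 libraries.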

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

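For the mitochondrially encoded genes, the comparison with miR-122 cells and the fits without 1 lysate were chosen after related values had been seen. For the genes that rose in translational efficiency, the test of library scaling was chosen after its result was seen.

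The paper does not discuss mitochondrially encoded genes. In cells expressing miR-1, the 9 of them in the table had higher translational efficiency, with a median log2 change of 0.83 (range 0.56 to 0.96) against 0.031 for nuclear genes, and all 9 passed the threshold in edgeR. The change exceeded the difference between the control lysates in both replicate pairs for all 9. The medians in the pairs were 0.95 and 0.73. Footprints rose by a median of 0.73 while mRNA changed by -0.11. With miR-122 the median was 0.28, and 4 of the 9 passed. Across DESeq2's size factors, TMM within each assay and library size alone, the lowest median was 0.779, so library scaling left the change in place. At equal depth within each assay it was 0.861. Nuclear genes matched on coding sequence length, GC content and expression level (20 per gene) had a median of 0.0236. Without any 1 lysate the lowest median was 0.717. Against miR-122 cells in place of the control the median was 0.446, so a change of smaller size was present without the control lysates. In that comparison footprints differed by a median of 0.23 and mRNA by -0.18. In miR-122 cells against the control, footprints of the 9 genes also rose, by a median of 0.48 (range 0.30 to 0.68). Part of the footprint rise was thus shared by both comparisons with the control. Reads shared with nuclear copies of mitochondrial sequence, and recovery of mitochondrial ribosomes during lysis and nuclease treatment, cannot be tested from counts. The change may therefore come from the preparation of the lysates as well as from miR-1, and the pattern cannot be told apart from these explanations.

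More genes rose than fell in translational efficiency with miR-1, and 221 of the 249 that rose had no miR-1 seed match in the 3'UTR, genes on which the paper does not report. Of the 244 that rose and had a coding transcript, 9.43% had a site, against 21.4% of all tested genes (Fisher's exact test, p = 7.62e-07). Genes were not matched on 3'UTR length, so this share alone does not tie the rise to a lack of sites. In 198 of the 221 the change exceeded the difference between the control lysates in both pairs, as it did for 17.4% of all genes without a site. The 221 were selected for this change, so the comparison shows no stability. The rising share of the calls was 76.4% with joint TMM, 72.1% with DESeq2's size factors, 58.0% with TMM within each assay and 48.1% with library size alone, and the medians of all genes were 0.031, 0.0058, -0.0034 and -0.021. A scaling that moves all genes alike changes this share by construction, and with DESeq2 the excess was present at a median near 0. Of the genes that rose, 93.5% were also higher in miR-1 than in miR-122 cells, against 55% of the other genes, but of the 247 that could be tested in that comparison 28 were called higher. At equal depth 73.9% of the genes that rose were called. Both tests use the miR-1 libraries in which the genes were chosen, so neither can exclude the control lysates or depth. The median coding sequence of the other genes was 1.48 times as long as that of the genes that rose (1509 against 1017 nt, n = 244 genes, Wilcoxon p = 1.88e-09), just under the 1.5 set as the limit, so shorter coding sequences are part of the pattern. Of 77 ribosomal protein genes, a group chosen after its values were seen, 33 were among those that rose, with a median change of 0.18 (0.15, 0.14 and 0.12 under the other scalings). The excess of rising over falling genes cannot be told apart from library scaling, the control lysates or depth, and no biological explanation was tested.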

How the results depend on the processing

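Each result was recomputed under alternatives set before the data were examined, changing one choice at a time. After the data had been seen, 4 more were run for the mRNA share of 3'UTR 8mer genes, which lay between 86.4% and 91.1% for miR-122 and between 68.4% and 70.6% for miR-1. Of 317 values that left out no lysate, 270 kept their direction and their side of the threshold or stayed within the limits set for values without a test, 30 moved, 11 reversed, 3 became stronger and 3 weaker. The replicate block changed 1 of 40 results, all 12 libraries in one fit 1 of 40, and the quasi-likelihood test and Benjamini-Hochberg values none of 10 counts each. The cause of each change below was not tested.

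Counts of genes moved most. With DESeq2, genes with lower and higher translational efficiency numbered 5 and 19 for miR-122 and 29 and 75 for miR-1. Those lower with a 3'UTR site numbered 0 (7 with edgeR) and 10, and genes with lower and higher mRNA 127 and 78 for miR-122 and 369 and 574 for miR-1. DESeq2's independent filtering left out most genes from the test of translational efficiency, and without it the numbers were 1 and 3 for miR-122 and 18 and 58 for miR-1. At an unadjusted p below 0.05, translational efficiency was lower for 308 genes in DESeq2 and 561 in edgeR with miR-122, with or without a site. A block for the lysate gave 58 lower, 130 higher and 14 lower with a site for miR-122. The threshold of q below 0.1 gave 61, 131 and 14 for miR-122, 144, 374 and 40 for miR-1, and 370 genes with higher mRNA for miR-122. filterByExpr gave 40 higher for miR-122, and 170 lower, 130 higher and 43 lower with a site for miR-1. TMM within each assay gave 126 lower for miR-1, and library size alone gave 165 lower, 153 higher and 42 lower with a site. Counts of genes have no fits with a lysate left out, because a condition would then have 1 library per assay. The lysate block has no mRNA contrast, since each lysate belongs to one condition.

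The replicate block gave 19 lower and 58 higher for miR-122 and 93 lower and 268 higher for miR-1, at pairing correlations within 0.0659 of 0.

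The difference in translational efficiency of genes with a miR-122 3'UTR site was -0.0002 and changed sign with DESeq2 (0.0007), all 12 libraries in one fit (0.0001), the replicate block (0.0001), the lysate block (0.0005), the mean (0.0018) and sites in any transcript (0.005), all with p of at least 0.439. That of miR-122 8mer genes passed the threshold with at least 10 counts in every library (-0.0198, Wilcoxon p = 0.0157) and with sites in any transcript (-0.021, p = 0.0186), against n = 324 genes and p = 0.0571 otherwise. With the mean, set d for miR-122 (0.047) and sets a (0.0378), c (-0.0067) and d (0.0121) for miR-1 changed sign. Set c for miR-1 also did with at least 10 counts in every library (-0.1032). The camera test of the same differences no longer passed for miR-122 ORF-site genes (0.0183, n = 1438, p = 0.343), miR-1 3'UTR-site genes (-0.0308, n = 2356, p = 0.0796) and miR-1 ORF-site genes (-0.0096, n = 1594, p = 0.363). For mRNA of the 8 miR-1 direct-target transcription factors, camera passed (-0.1906, p = 0.00744) and the exact rank-sum test did not (p = 0.114). Camera gave no value for set b of miR-122, which has 1 gene. The mRNA share of those factors was 30.5%, and 19.1% with at least 10 counts in every library and 51.0% with the mean.

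Across the 4 fits that each left out 1 lysate, 48 of 112 values moved by more than the spread between replicate pairs. For 3'UTR 8mer genes, the difference in translational efficiency ranged from -0.0608 to -0.0499 with miR-1 and from -0.0316 to -0.0052 with miR-122. For 3'UTR-site genes, the difference in translational efficiency ranged from -0.0325 to -0.0279 with miR-1 and from -0.0035 to 0.0019 with miR-122. For CARP direct-target transcription factors, the difference in translational efficiency ranged from -0.52 to -0.33 with miR-1 and from -0.36 to -0.0685 with miR-122. For ORF-site genes, the difference in translational efficiency ranged from -0.0311 to -0.0022 with miR-1 and from 0.0126 to 0.0217 with miR-122. For set a transcription factors, the difference in translational efficiency ranged from -0.12 to -0.052 with miR-1 and from 0.043 to 0.0918 with miR-122. For set b transcription factors, the difference in translational efficiency ranged from -0.62 to -0.37 with miR-1 and from -0.21 to -0.0833 with miR-122. For set c transcription factors, the difference in translational efficiency ranged from -0.21 to 0.11 with miR-1 and from -0.21 to -0.0612 with miR-122. For set d transcription factors, the difference in translational efficiency ranged from -0.25 to 0.23 with miR-1 and from -0.17 to 0.0285 with miR-122. For 3'UTR 8mer genes, the mRNA share ranged from 69.5% to 74.7% with miR-1 and from 82% to 97.1% with miR-122. For CARP direct-target transcription factors, the mRNA share ranged from 31.6% to 54.4% with miR-1 and from -1.54% to 83.3% with miR-122. For 3'UTR 8mer genes, the difference in mRNA ranged from -0.15 to -0.14 with miR-1 and from -0.18 to -0.14 with miR-122. For 3'UTR-site genes, the difference in mRNA ranged from -0.0973 to -0.0939 with miR-1 and from -0.0716 to -0.0645 with miR-122. For CARP direct-target transcription factors, the difference in mRNA ranged from -0.51 to -0.22 with miR-1 and from -0.34 to 0.0054 with miR-122. Correlations of mRNA with the number of ORF sites ranged from -0.0768 to -0.0578 with miR-1 and from -0.10 to -0.0946 with miR-122.

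The depth of the matched RNA, from 3560682 to 4955710 counts per library, limits the changes of single genes with few counts. The 8 direct-target transcription factors of miR-1 had a median of 41 RNA counts in the control.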

Differences from the paper's values

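The paper counts 2 translationally repressed predicted targets of miR-122 with accelerated mRNA decay, against 1 with lower matched RNA in the counts. The threshold of q below 0.1 gave 2, but raised the targets repressed by translation only from 6, as in the paper, to 12, and all targets with lower translational efficiency from 7 to 14, with the paper's at 8. DESeq2 gave 0, and each of the other alternatives set before the data were examined gave 1. For miR-1 the paper counts 10, against 6. TMM within each assay (7), library size alone (11), filterByExpr (9) and the threshold of q below 0.1 (9) came within the limits of the paper's value. The quasi-likelihood test (5), DESeq2 (3) and the remaining alternatives (6 each) did not. The 4 settings that came within the limits moved the miR-1 targets repressed by translation only away from the paper's 15, from 17 to 25, 31, 34 and 31. All targets with lower translational efficiency, 25 in the paper and 23 here, became 32, 42, 43 and 40, of which the last 3 lay outside the limits. The paper's counts rest on CARP and TargetScan, and these on matched RNA and seed matches.

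The paper's share of repression by translation is 14% for miR-122 and 15% for miR-1, against 9.07% and 29.4% for genes with a 3'UTR 8mer. For miR-122, at least 10 counts in every library (10.6%), the mean in place of the median (12.9%) and the fits without control replicate 1 (18.0%) or miR-122 replicate 2 (12.9%) came within the limits of the paper's value. DESeq2 (8.58%), all 12 libraries in one fit (8.59%), the replicate block (8.89%) and the fits without control replicate 2 (7.56%) or miR-122 replicate 1 (2.86%) did not. Of 4 alternatives chosen after seeing the values, sites in any transcript (13.6%) and filterByExpr (9.75%) came within the limits, and TMM within each assay (9.04%) and library size alone (8.9%) did not. For miR-1 none of the alternatives set before the data were examined closed the gap, with values from 25.3% to 30.5%, nor did the 4 chosen after seeing the values, with 29.4% to 31.6%. The paper's ratio of mRNA decay to translational repression is 6 for both miRNAs, against 10.0 for miR-122 and 2.4 for miR-1. For miR-122 the same 4 settings came within the limits (8.39, 6.76, 4.55 and 6.73), and DESeq2 (10.7), all 12 libraries in one fit (10.6), the replicate block (10.2) and the fits without control replicate 2 (12.2) or miR-122 replicate 1 (33.9) did not. Among the alternatives chosen after seeing the values, sites in any transcript (6.36) came within the limits, and filterByExpr (9.25), TMM within each assay (10.1) and library size alone (10.2) did not. For miR-1 the 9 alternatives set before the data were examined lay between 2.28 and 2.95, and the 4 chosen after seeing the values between 2.16 and 2.41. The paper's values are for CARP-identified direct targets. The miR-1 values here do not account for the translational shift that genes with a miR-1 8mer also had under miR-122 (-0.051).

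In Figure 2H the change in translational efficiency of miR-1 direct targets, relative to the paper's background genes, is about -0.10, read by eye, against -0.43 for the 8 direct-target transcription factors relative to 264 background transcription factors. Before the background median of 0.077 is subtracted, the median change of the 8 is -0.36. None of the alternatives closed the gap, with values from -0.52 to -0.33. All of these values divide by the matched RNA. It fell by a median of -0.20 in the 8, against -0.42 in the paper's RNA-seq. The matched RNA was depleted of rRNA, whereas the paper's RNA-seq used poly(A) selection.

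P values of translational efficiency by number of ORF sites were read by eye from Supplementary Figure S4H. For miR-122 the paper gives about 0.005 for 2 sites, about 0.05 for 3 and about 0.30 for 4 or more, against 0.0226, 0.00755 and 0.0834 from two-sided tests. Only all 12 libraries in one fit, with 0.238 for 4 or more sites, closed any of these gaps. For miR-1 it gives about 0.03 for 1 site, about 0.02 for 2 and about 0.54 for 3, against 0.00204, 0.144 and 0.299, and none of the alternatives closed these.

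In the 7 transcription factors of set b for miR-1, the median change was -0.41 in footprints but -0.10 in matched RNA. Their translational efficiency, which divides by the matched RNA, differed from the control set by -0.43. The paper states that set b targets show minimal translational repression, a contrast that depends on this denominator. It states that miR-122 ORF sites had no significant effect on translation, whereas genes with such sites, taken together, differed by 0.018 (n = 1438 genes, Wilcoxon p = 0.00166, camera p = 0.343), a difference that became -0.0004 against genes matched on coding sequence length and GC content. In CARP the paper found no effect of miR-1 ORF sites, whereas matched RNA of genes with such sites differed by -0.061 (n = 1594 genes, camera p = 0.0239). Matched RNA, unlike CARP, includes changes in transcription.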

Other observations

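The tests below were chosen before their own results were seen, except the matching by number of ORF sites, chosen after the result for all ORF-site genes together was seen.

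Genes with a 3'UTR 8mer for miR-122 and no miR-1 site had lower mRNA under miR-1 than genes with no site for either miRNA, by a log2 of -0.096 (n = 166 genes, Wilcoxon p = 1.5e-06, adjusted p = 6e-06 over 4 tests, -0.10 and -0.094 in the replicate pairs). Genes with a miR-1 8mer differed under miR-122 by -0.018 (n = 288 genes, p = 0.00913, adjusted p = 0.0122). In translational efficiency the genes with a miR-1 8mer differed under miR-122 by -0.051 (n = 288 genes, p = 0.00192, adjusted p = 0.00384, camera p = 0.223, -0.024 and -0.036 in the pairs). The miR-122 8mer genes differed under miR-122 by -0.017 (n = 324 genes, p = 0.0571, camera p = 0.182), with about the same values in the pairs (-0.0245 and -0.0364). Genes with a miR-122 8mer differed under miR-1 by 0.022 (n = 166 genes, p = 0.45). Median 3'UTR lengths were 2255.5 and 2598 nt against 688 nt in the background. Against genes matched on 3'UTR length (5 per gene) the differences were -0.0883 and 0.0099. Length may thus account for the shift under miR-122 but not for all of that under miR-1. The same matching left mRNA differences of -0.15 and -0.13 for the 8mers of miR-122 and miR-1 under their own miRNA. No biological explanation was tested for the shift under miR-1. The mRNA share and the ratio of mRNA to translational change given for miR-1 8mer genes do not take this shift into account. Nor do they account for the translational shift of miR-1 8mer genes under miR-122.

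The higher translational efficiency of genes with miR-122 ORF sites (0.018) became -0.0004 against genes matched on coding sequence length and GC content, which is consistent with these properties accounting for it in the genes taken together. The matching by number of sites left 0.028 for the 43 genes with 3 sites and 0.040 for the 17 with 4 or more, compared with 0.061 and 0.10 against all genes without sites. For miR-1 ORF sites it left 0.065 for the 54 genes with 3 sites, compared with 0.038, and changed the sign for 1 site (from -0.012 to 0.0081) and for 2 (from -0.018 to 0.012). The median coding sequence was 2412 nt, against 1377 nt for genes without sites. The same genes, without those that have miR-1 sites, differed by 0.0004 under miR-1 (824 genes), so the shift is not a property they show in every comparison.

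The lower mRNA of genes with ORF sites was smaller against genes matched on coding sequence length and GC content, -0.0298 for miR-122 and -0.037 for miR-1, compared with -0.058 and -0.061. These properties may account for part of the difference. Whether ORF sites account for the rest was not tested.

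Across transcription factors, the paper's RNA-seq changes correlated more with footprints than with matched RNA. Over 397 genes for miR-122, r was 0.51 with footprints and 0.35 with matched RNA, and over 394 genes for miR-1 it was 0.66 and 0.39. Genes are not independent replicates. With footprints thinned to the depth of the RNA libraries, r was 0.33 for miR-122, below that of the matched RNA, and 0.48 for miR-1, still above it. Depth may account for the difference with miR-122, and for part but not all of that with miR-1. Library preparation also differed, with poly(A) selection in the paper's RNA-seq and rRNA depletion in the matched RNA. Its part was not tested. The low depth of the matched RNA bears on the translational efficiency of direct-target transcription factors, which divides by it.

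RABL6, which has a miR-122 8mer in its 3'UTR (chromosome 9 of GRCh37, 139702395 to 139735639), had an mRNA change of -2.36 (standard error 0.07, edgeR q = 2.74e-243) and a footprint change of -1.74 under miR-122. Its translational efficiency rose by 0.62 in both pairs (edgeR q = 2.09e-06). Among the 9 CARP-repressed transcription factors tested for miR-1, changes in translational efficiency ranged from -1.14 for PAX3 to 0.95 for IRF2 (edgeR q = 0.161). PAX3 had a change in translational efficiency of -1.14 (standard error 0.285, edgeR q = 0.00454) with an mRNA change of 0.18 (edgeR q = 0.412). That mRNA change was -0.302 and 0.731 in the pairs, from 49 and 29 RNA counts in the control and 30 and 41 with miR-1. The paper's RNA-seq change of PAX3 was -0.76, so its matched RNA does not show that its mRNA was unchanged. CUX1 rose in translational efficiency by 0.46 under miR-1 (standard error 0.132, edgeR q = 0.0218). Its matched RNA changed by -0.207 (edgeR q = 0.14), against 0.348 in the paper's RNA-seq. These are reported as values, with no explanation tested.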
